# Assembly of a parts list of the human mitotic cell cycle machinery

**DOI:** 10.1093/jmcb/mjy063

**Published:** 2018-11-17

**Authors:** Bruno Giotti, Sz-Hau Chen, Mark W Barnett, Tim Regan, Tony Ly, Stefan Wiemann, David A Hume, Tom C Freeman

**Keywords:** cell cycle, systems biology, gene expression, transcriptome, network analysis

## Abstract

The set of proteins required for mitotic division remains poorly characterized. Here, an extensive series of correlation analyses of human and mouse transcriptomics data were performed to identify genes strongly and reproducibly associated with cells undergoing S/G2-M phases of the cell cycle. In so doing, 701 cell cycle-associated genes were defined and while it was shown that many are only expressed during these phases, the expression of others is also driven by alternative promoters. Of this list, 496 genes have known cell cycle functions, whereas 205 were assigned as putative cell cycle genes, 53 of which are functionally uncharacterized. Among these, 27 were screened for subcellular localization revealing many to be nuclear localized and at least three to be novel centrosomal proteins. Furthermore, 10 others inhibited cell proliferation upon siRNA knockdown. This study presents the first comprehensive list of human cell cycle proteins, identifying many new candidate proteins.

## Introduction

Mitotic cell division is a process common to all eukaryotic organisms and achieved through a highly orchestrated series of events classified into four sequential phases: G1 (gap phase), S (DNA replication), G2, and M (mitosis). The concerted action of hundreds of proteins is required to drive the process through to a successful conclusion, many of which are expressed in a phase-specific manner. They mediate processes such as DNA replication and repair, chromosome condensation, centrosome duplication, and cytokinesis. Dysregulation or mutation of genes encoding proteins essential for high-fidelity DNA replication is often associated with disease, in particular cancer (Vermeulen et al., 2003; Delaval and Birnbaum, 2007). Accordingly, known components of this system are important therapeutic targets (Wiman and Zhivotovsky, 2017) and novel components might present new therapeutic opportunities.

Many of the key proteins required for mitotic division are known from studies in model organisms including yeast, as well as mammalian cells (Nurse and Thuriaux, 1980; Evans et al., 1983). With the aim of identifying all the components of the system, high-content analysis platforms have been utilized. For example, RNAi screens (Kittler and Buchholz, 2005; Lents and Baldassare, 2006; Neumann et al., 2010), CRISPR/Cas9 (McKinley and Cheeseman, 2017), proteomics (Dephoure et al., 2008; Pagliuca et al., 2011; Ly et al., 2014) studies have all proposed lists of cell cycle genes/proteins but a consensus between studies has not emerged. In particular, genome-wide transcriptomics studies (Spellman et al., 1998; Ishida et al., 2001; Whitfield et al., 2002; Bar-Joseph et al., 2008; Peña-Diaz et al., 2013; Grant et al., 2013; Dominguez et al., 2016) have identified the sets of transcripts sequentially regulated during the cell cycle phases in multiple species but comparison of results from four studies of different human cell lines identified only 96 genes in common (Grant et al., 2013). Our reanalysis of these data, taking account of some of the technical variables, suggested that the true concordance of the cell cycle transcriptional network across cell types is much greater (Giotti et al., 2017). Furthermore, our analyses of large collections of tissue and cell transcriptomics data commonly identify a large cluster of cell cycle transcripts whose expression is elevated in cells or tissues with a high mitotic index (Balakrishnan et al., 2013; Doig et al., 2013; Mabbott et al., 2010, 2013).

We report here on a data-driven curation exercise aimed at identifying the cohort of genes upregulated in all human cell types from the G1/S boundary through to the completion of M phase, hereafter referred to as S/G2-M genes. There are, of course, many growth-associated transcriptional regulatory events including activation of cyclins, cyclin-dependent kinases, and E2F transcription factors, that occur during G1 and are a precondition for entry into S phase (Bertoli et al., 2013), but these are not the focus of this study. We monitored genome-wide gene expression in primary human dermal fibroblasts (NHDF) cells as they synchronously enter the cell cycle from a resting state (G0). Using network co-expression analysis and clustering of the data, we identified a cell cycle-enriched cluster associated with the S/G2-M phases. To refine this initial list, we identified those genes that were robustly co-expressed when their transcription was examined across multiple different human primary cell types in the promoter-based FANTOM5 transcriptional dataset (Forrest et al., 2014) and in synchronized murine fibroblasts. Manual curation of these data resulted in a list of 701 genes strongly associated with the S/G2-M phase transcriptional network. Of these, 496 encode proteins with known functions within cell division, 145 of which were not identified in any of the previous human cell cycle transcriptomics studies. Of the remaining 205 genes, 53 encode functionally uncharacterized proteins. To further validate this discovery set, we examined their expression across a range of human tissues and in mouse embryonic tissues during development. We also performed functional assays including protein localization by overexpression of GFP-tagged proteins and knockdown by RNAi.

## Results

### Identification of cell cycle-regulated genes in primary human fibroblasts

Two time-course microarray experiments were performed on populations of normal human dermal fibroblasts (NHDF) synchronized by serum starvation, as used previously for such studies (Iyer et al., 1999; Bar-Joseph et al., 2008). Partial cell synchronization was confirmed by flow cytometric analysis of propidium iodide-stained cells. Following serum starvation approximately 40% fewer cells were in the DNA replication phase (S) than in unsynchronized populations, and 24 h after the re-addition of serum the number of cells undergoing division had increased by 3–4 folds (S and G2-M phases) relative to the starved state (Figure 1A). Data derived from two transcriptomics experiments, one monitoring the cells every 6 h for 48 h following release from starvation, the second every 2 h over a period of 24 h, were subjected to quality control and corrected for batch variation. The datasets were combined and analysed together using Graphia Professional, a tool designed to analyse numerical data matrices into correlation networks (Freeman et al., 2007). A sample-to-sample correlation network confirming the correspondence between the two experiments and time-dependent transcriptional changes is shown in Figure 1B.

**Figure 1:**
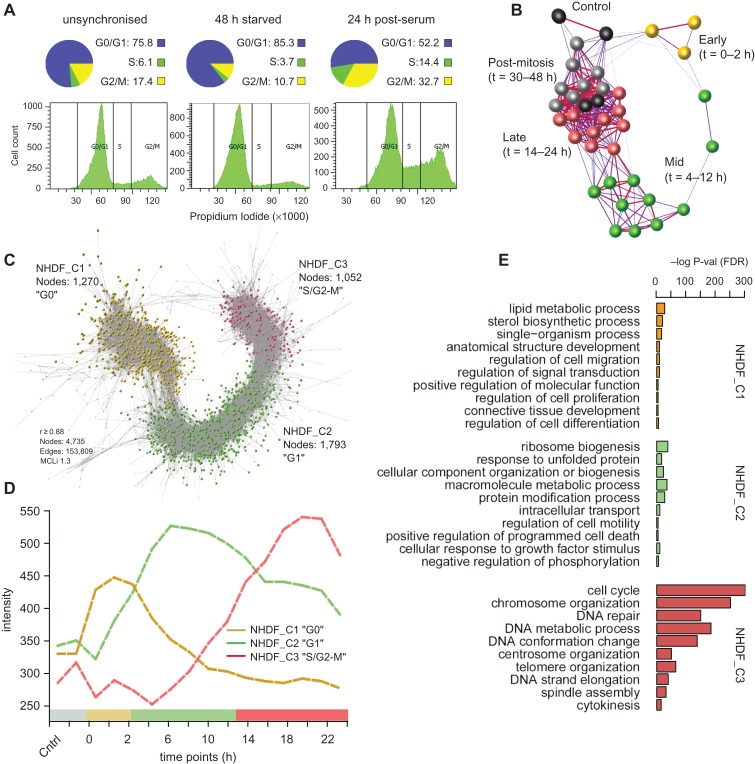
Network analysis of synchronized human fibroblasts. (**A**) Flow cytometry data monitoring fibroblasts entering proliferation after serum refeeding. In control samples, 76% of cells are in G0/G1 (‘unsynchronized’) but following 48 h of serum starvation the figure had increased to 85%, while the proportion of cells in S/G2-M is decreased. At 24 h post-serum, 47% of cells were traversing S/G2-M phase (over three times greater than starved populations). (**B**) Sample-to-sample correlation graph where nodes represent individual samples. Samples of starved cells (0 h) and early proliferative populations (1–12 h), form distinct sub-groupings in the network, with a clear progression from early to late time points. Synchrony is lost at later time points, and samples group with unsynchronized populations. (**C**) Correlation graph of the transcriptional network of synchronized fibroblasts from a quiescence through to mitosis. The graph divides in three large clusters: NHDF_C1 (yellow) corresponds to genes whose expression is greatest in quiescent fibroblasts and decreases during the entry into mitosis (G0); NHDF_C2 genes (green) expression is associated with G1, their expression peaking between 1 h and 8 h after the addition of serum; and the expression of genes in NHDF_C3 (red) start to rise from the beginning of the G1/S transition to mitosis. Nodes represent individual probesets. (**D**) Corresponding average expression profiles of genes in NHDF_C1–3. (**E**) GO enrichment analysis on the gene content of the three clusters.

A gene correlation network (GCN) was then generated using a threshold of *r* ≥0.88. This value is well above the distribution of random correlations (Supplementary Figure S1A) and set to minimize the number of edges, while retaining a large number of nodes (Supplementary Figure S1B). After manual removal of non-cell cycle-related expression modules, MCL clustering (Enright et al., 2002) of the network was used to define the main phases of transcription associated with the cell cycle, generating 23 gene clusters. The three largest clusters accounted for 96% of the genes (probesets): NHDF_C1 (G0; 1270 nodes, 1176 unique Entrez IDs), NHDF_C2 (G1; 1793 nodes, 1739 unique IDs), and NHDF_C3 (S/G2-M; 1052 nodes, 963 unique IDs) (Figure 1C). The average gene expression profile of the three clusters over the first 24 h following the re-addition of serum is shown in Figure 1D. NHDF_C1 comprised of genes induced during the starvation period (0 h), but downregulated soon after the re-addition of serum to the growth medium. The average expression of genes within NHDF_C2 peaked around 6 h post-refeeding, consistent with gap (growth) phase (G1) (Campisi et al., 1984). NHDF_C3 included genes that were induced between 12 h and 20 h post refeeding, many of which remained elevated in their expression at later time points. Enrichment analysis performed on each gene cluster reported highly significant GO_BP term enrichments for all three clusters, the most significant of which are shown in Figure 1E. NHDF_C1 (G0-associated) was highly enriched with genes involved in lipid metabolism, such as ‘lipid metabolic process’ and ‘sterol biosynthetic process’, supporting the evidence that these pathways are activated to adjust cellular metabolism during the starvation period (Chang et al., 2002) (Figure 1E). NHDF_C2 was enriched in biological processes associated with cell growth, such as ‘ribosome biogenesis’, ‘macromolecule metabolic process’, ‘cellular component organization or biogenesis’, and ‘intracellular transport’ and included many of the known regulators of G1 including *E2F3* and *CDK6* (Meyerson and Harlow, 1994; Leone et al., 1998). Finally, NHDF_C3 was highly enriched with terms such as ‘chromosome organization’, ‘DNA repair’, ‘centrosome organization’, ‘telomere organization’, ‘DNA strand elongation’, ‘spindle assembly’, and ‘cytokinesis’ (Figure 1E). A more granular cluster analysis of this co-expression network (MCLi 2.2) is presented in Supplementary Figure S1C and Table S1. We then fragmented NHDF_C3 by applying the MCL algorithm with more stringent clustering and highlighted sub-clusters representative of G1/S transition, S and G2-M phases (Supplementary Figure S2A), as they contained many of the cell cycle genes known to be induced at those phases. Accordingly, their pattern of expression showed a sequential induction beginning at 12–14 h for G1/S-related clusters (NHDF_C3c/d), at 18 h for the S cluster (NHDF_C3a) and at 20–22 h for the G2-M phase cluster (NHDF_C3b) (Supplementary Figure S2B). Included in the clusters, were many known cell cycle checkpoint genes (as annotated by gene ontology (GO)), which, expectedly, were found overall enriched in the corresponding clusters (Supplementary Figure S2C and Table S1). Many of these genes were annotated as being associated with multiple checkpoint pathways, such as *CHK1*, activated in DNA damage pathways both during S phase and at mitosis onset.

Transcripts within NHDF_C3 plus all nodes immediately adjacent to them (*n* + 1), representing 1207 unique Entrez IDs, were then selected for further analysis. A more granular cluster analysis of this co-expression network (MCLi 2.2) is presented in Supplementary Figure S1C and Table S2.

### Refinement of the core cell cycle gene signature

To refine the candidate list of NHDF S/G2-M phase-associated genes and eliminate genes that may be specific to differentiated fibroblast function, we examined their expression using the FANTOM5 consortium promoter level CAGE data (HCF5), derived from more than 100 different primary human cell types (495 samples) (Forrest et al., 2014). The 1207 genes identified in the NHDF data were mapped to the FANTOM5 dataset returning 3145 promoters with expression >5 TPM (tags per million) in at least one sample. These data were subjected to network analysis (*r* > 0.5). The graph contained 2889 promoters (nodes) and 175516 edges from which the MCL cluster algorithm (MCLi = 1.7) also generated 23 clusters (Figure 2A). HCF5_C1 (1230 promoters of 745 genes) was enriched for cell cycle-associated genes (Figure 2B). Of the other clusters, only HCF5_C2 exhibited any enrichment for the GO_BP term ‘cell cycle’ but at a much lower significance (Figure 2B). The average expression of HCF5_C1 gene promoters was greatest in highly proliferative cell populations such as embryonic stem cells, epithelial cells, and a population of CD34^+^ hematopoietic stem cells. In contrast, monocytes displayed minimal expression of these genes, reflecting the low rate of proliferation in these populations (Swirski et al., 2014) (Figure 2C, top profile). The remaining HCF5 clusters contained promoters with a diverse range of expression profiles (Figure 2C). Many genes within HCF5_C1 also included alternative promoters (254 genes, 526 promoters) with distinct expression profiles that clustered independently (Figure 2D). Highlighted are six genes with known functions in the cell cycle, three of which, *RFC2*, *MCM5*, and *MCM7* encode proteins known to be required for DNA replication (Fragkos et al., 2015). The alternative promoters were most highly expressed in immune cell types (Figure 2E).

**Figure 2:**
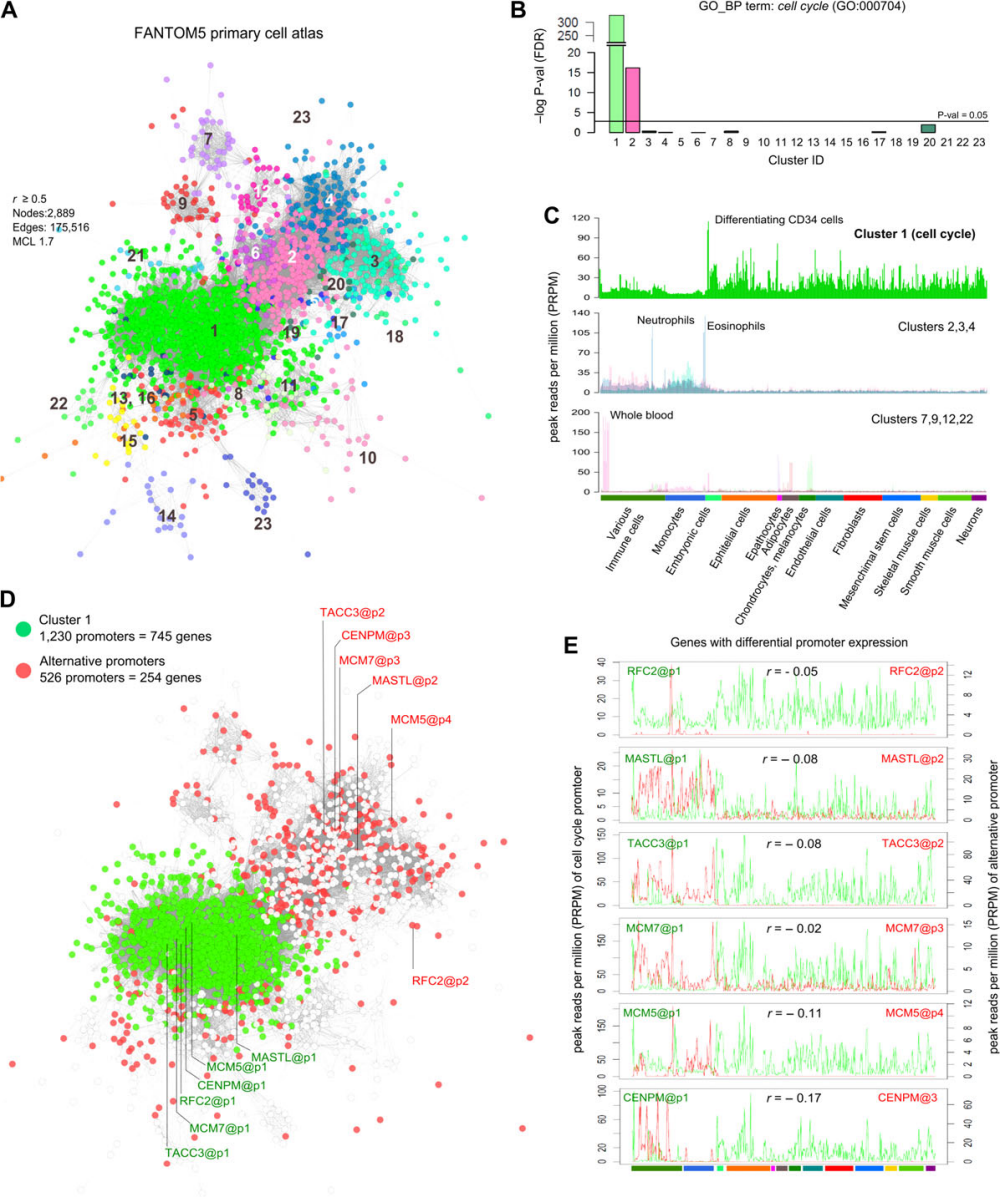
Co-expression of promoters associated with S/G2-M fibroblast genes across the FANTOM5 primary cell atlas. (**A**) Clustered graph representing the promoters of the S/G2-M phase-associated genes identified in the NHDF data and their correlated expression in the context of the FANTOM5 primary cell atlas. Nodes represent individual promoters, their colour representing membership to co-expression clusters. (**B**) GO enrichment analysis for the GO_BP term ‘cell cycle’ on each of the 23 clusters identified, Cluster 1 to be highly enriched in cell cycle genes. (**C**) The expression profile of the HCF5_C1 promoters showed them to be transcribed in a wide variety of primary cells with highest expression in embryonic cells and a number of epithelial cells, but a relatively low expression in monocytes (top). In contrast other clusters, not enriched in cell cycle gene promoters, exhibited a different pattern of expression. The average expression of clusters HCF5_C2, 3, and 4 promoters was greatest in immune cell populations (middle). Others (bottom) exhibited cell type-specific expression, e.g. hepatocytes (HCF5_C7), adipocytes (HCF5_C9), whole blood (HCF5_C12) and melanocytes (HCF5_C22). (**D**) Nodes in the graph shown in **A** were colour-coded to show differential promoter expression. HCF5_C1 (green nodes) is comprised of 1230 promoters corresponding to 745 genes, the red nodes represent an additional 526 promoters associated with 254 of the HCF5_C1 genes. (**E**) Promoter expression profiles of six genes being driven by promoters associated with the cell cycle (green profile) and expression of their alternative promoters (red profile).

Based upon the merge of the two datasets, the initial list of 963 genes (1052 probesets) generated from the analysis of NHDF cells, was reduced to a list of 745 genes with promoters in HCF5_C1 from the FANTOM5 data where the expression was tightly correlated across diverse human cell populations.

### Manual curation of the S/G2-M cell cycle list

The 745 genes identified above were individually curated. We removed 198 genes that were induced late in G1 and in advance of the likely onset of S phase. Conversely, we restored 132 genes. The literature or other data (see below) indicated that they function in the cell cycle, and individual examination of the FANTOM5 data indicated that they were, indeed, relatively more expressed in proliferating cells, albeit not included in HCF5_C1.

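The mouse experiment followed embryonic fibroblasts (MEF), connective tissue cells grown from mouse embryos, from quiescence into division. The cells were held for 48 h in medium low in serum and then given medium with 10% serum. The paper and the sample protocol give the low serum as 0.5%, whereas the design text of the deposited record gives 0.1%. RNA was measured on 24 Affymetrix Mouse Gene arrays. They cover 18 time points, at 0, 0.5, 1 and 2 h after refeeding and every 2 h from there to 30 h, and unsynchronized cells. The 0, 12, 18 and 24 h points and the unsynchronized cells had 2 arrays each, and the other 14 time points had 1 array each. The labels call the duplicates biological replicates. Nothing in the sources used here says that they were separate cultures, so the p-values measure the spread between these arrays, which may be technical.
The authors normalized the arrays together by RMA with the oligo package. The deposited intensities run from 1.74 to 6335 and are linear, although the header of the deposited table names log2, so log2 was taken before each test. Of 41345 probe sets, 14182 reached an intensity of 20 in at least 2 arrays, 20 being the low-intensity limit in the paper's methods, whose text does not say whether it was applied to MEF. Of these, 10329 matched exactly 1 gene, and 9970 genes were tested, each by its brightest probe set (9908 with names from the platform annotation alone). In all, 87 probe sets that the platform annotation does not list, among them that of cyclin B1 (Ccnb1), took their names from Table S2, of whose MEF sheet the first 1999 entries were used here. That step was chosen after the files were seen. Across probe sets, duplicate arrays correlated with Pearson's r of 0.963 at 0 h and of 0.979 to 0.986 in the other duplicated groups. The SD between duplicates was 0.35 on the log2 scale at 0 h and 0.22 to 0.26 in the other 4 groups. limma fitted 1 mean for each of the 19 groups over all arrays. Its 5 residual degrees of freedom come from the duplicated groups, so a single array is assumed to vary as they do, and the number of arrays limits the precision.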

To examine the inter-species conservation of the S/G2-M transcriptional network, an additional transcriptomics experiment was performed on synchronized mouse embryonic fibroblasts (MEF). The majority of mouse/human orthologues showed a conserved expression pattern across the cell cycle (Figure 3A). 

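Most mouse S/G2-M genes rose after serum refeeding. Of the 535 orthologues of the paper's list that were measured in MEF, 396 were higher at 18 h or 24 h than at 0 h and 6 were lower (limma, adjusted p under 0.05). When at least a 2-fold change was also required, 262 were higher and 0 lower. The number lower was 15 without the second 0 h array, and 3 and 2 without the first and the second 18 h array. Genes of DNA replication were already higher at 12 h. At that time, 46 of the 62 measured genes of this process were higher than at 0 h and none was lower (52 higher when adjusted over the list alone). They include Cdc6, which loads the replicative helicase onto origins, with a log2 change of 2.59 (standard error 0.23, adjusted p = 2.4e-05 from limma). Rrm2, a subunit of ribonucleotide reductase, changed by 2.05 (standard error 0.14, adjusted p = 6.4e-06 from limma). Calls at 12 h lean on the second array of that time. Without it, fewer of the 535 orthologues were higher at 12 h than at 0 h. At 24 h, 78 of 99 mitosis genes and 16 of 18 cytokinesis genes were higher (83 and 17 adjusted over the list alone). camera, limma's test of a list against all other genes, gave adjusted p = 5.79e-15 for DNA replication at 12 h, 3.88e-27 for mitosis and 8.33e-12 for cytokinesis at 24 h. With an estimated correlation between genes these became adjusted p = 0.208, adjusted p = 0.162 and adjusted p = 0.186. Birc5, which encodes the survivin subunit of the chromosomal passenger complex, had a log2 change of 2.45 at 24 h (standard error 0.22, adjusted p = 4.5e-05 from limma). Cdc6 and Birc5 lay at intensities of 19.8 and 14.4 at 0 h, below 20, so the size of their changes depends on a dim value. Prc1, which bundles the microtubules of the central spindle, had a log2 change of 2.07 (standard error 0.18, adjusted p = 3.4e-05 from limma).
The paper assigns phases by 4 genes, Cdc25a and Brca1 for S and Cdk1 and Ccnb1 for G2-M. Cdc25a, a phosphatase that activates cyclin-dependent kinases at the start of S phase, rose from an intensity of 42.9 ± 2.2 (SD, n = 2) at 0 h to 132 ± 29 (SD, n = 2) at 12 h. Brca1, a gene of DNA repair, rose from 16.0 ± 3.0 (SD, n = 2) at 0 h, also below 20, to 48.7 ± 2.6 (SD, n = 2) at 18 h. The log2 changes were 1.61 for Cdc25a (standard error 0.16, adjusted p = 6.7e-05 from limma) and 1.62 for Brca1 (standard error 0.20, adjusted p = 0.00019 from limma). Cdk1, the kinase that drives entry into mitosis, rose from 98.7 ± 10.7 (SD, n = 2) at 0 h to 328 ± 29 (SD, n = 2) at 24 h, a log2 change of 1.73 (standard error 0.15, adjusted p = 3.3e-05 from limma). Ccnb1, its cyclin partner, had an intensity of 86.5 ± 5.5 (SD, n = 2) at 0 h and of 71.2 ± 10.1 (SD, n = 2) at 12 h, a log2 change of -0.29 that did not pass the test (adjusted p = 0.2 from limma). At 24 h its intensity was 310 ± 58 (SD, n = 2), a log2 change of 1.83 from 0 h (standard error 0.16, adjusted p = 3.5e-05 from limma).

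**Figure D1:**
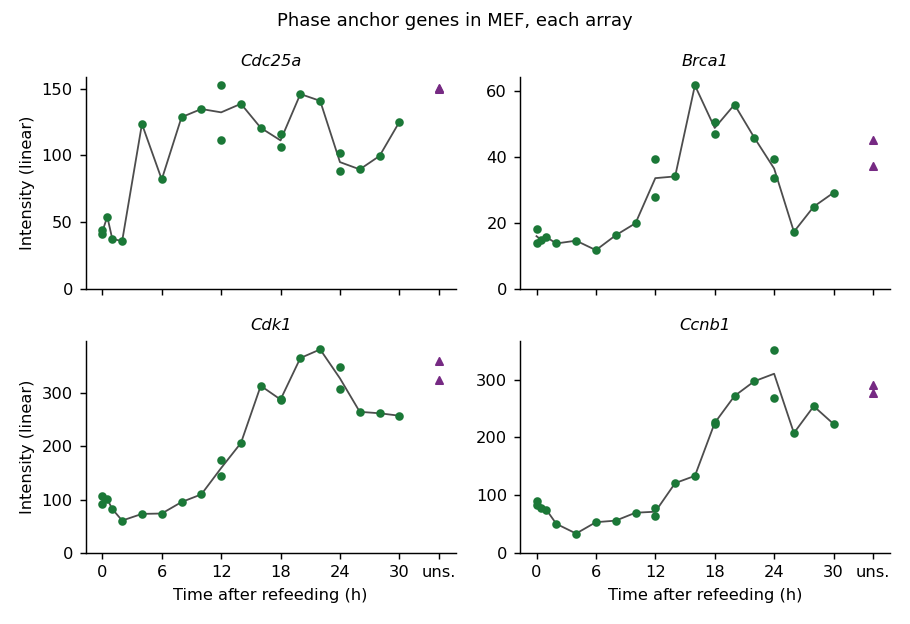
Linear intensity of the phase anchor genes Cdc25a, Brca1, Cdk1 and Ccnb1 against hours after serum refeeding. Each green point is 1 array, lines join the means, and purple triangles at the right are the 2 arrays of unsynchronized cells (uns.). Cdc25a lies at 124 in the single array at 4 h, where Ccnb1 lies at 33.3.

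Of the 296 measured genes that the paper places in S phase in human fibroblasts, 206 were higher at 18 h and 190 at 24 h (219 and 208 adjusted over the list alone). Of the 239 genes that it places in G2-M, 57 were higher and 8 lower at 12 h, and 171 were higher at 24 h (56 and 186 higher adjusted over the list alone). At 12 h 229 of the 535 orthologues were higher, so most of those called then were S genes. At 18 h 372 were higher, 206 of them S genes, so most G2-M genes were higher by then too. With only the groups compared in the fit 30 of the G2-M genes were higher at 12 h. Without the second 12 h array 19 were higher, and 4 were lower without the first 12 h array, 21 without the second 0 h array and 13 after renewed quantile normalization. The list rests mainly on human data but was partly chosen on these arrays, so its direction is not independent evidence. camera gave adjusted p = 3.35e-26 for S genes and 6.94e-33 for G2-M genes at 24 h. With an estimated correlation these became adjusted p = 0.192 and adjusted p = 0.162. Of 11 markers of macrophages and leukocytes, which such cultures can hold, 6 were lower and 1 was higher at 24 h than at 0 h, and 3 were lower without either of the 24 h arrays. From the course of these genes over the cycle in both species (Figure 3A), the paper states that most orthologues have a conserved pattern of expression.

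**Figure D2:**
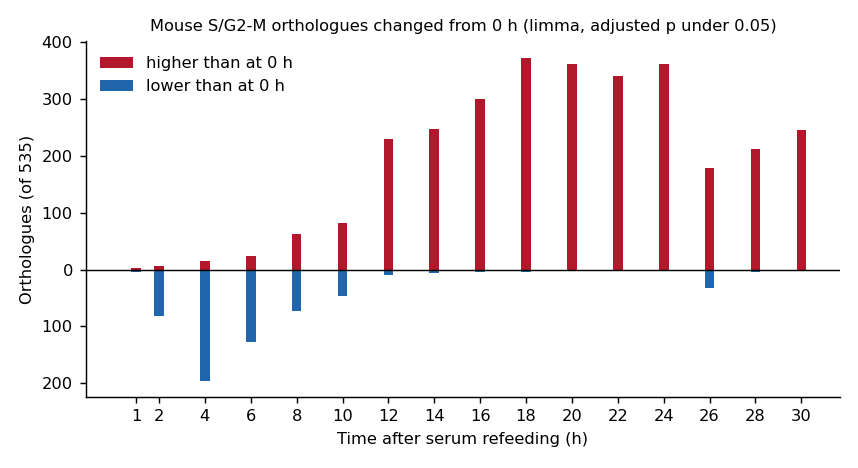
Number of the 535 measured orthologues that were higher (red, upward) or lower (blue, downward) than at 0 h in limma, against hours after refeeding. The largest number lower is 195, in the single array at 4 h, and the largest number higher is 372, at 18 h.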

The transcriptional network of the mouse fibroblast data was similar in topology to the NHDF data (Supplementary Figure S3A and B) and an additional 22 known cell cycle genes were observed to co-cluster with the S/G2-M phase genes in these cells.

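Mouse cell cycle genes gathered in a few co-expression clusters. Of the 435 orthologues of the S/G2-M list that entered the network, 327 (75.2%) lay in 9 clusters. These are the clusters of at least 10 probe sets whose mean profile peaked from 12 h to 24 h. Among all 4722 annotated genes of the network, 466 lay in these clusters. The list was partly chosen by co-clustering on these arrays, so the share is not independent evidence. The largest of the 9 held 158 orthologues and was led by Prc1, Shcbp1, Tpx2, Birc5 and Tacc3, the members closest to its mean profile, most of which act in the spindle or cytokinesis. A further cluster held 144 orthologues and was led by Mms22l, Gins1, Exo1, Topbp1 and Hirip3, several of them genes of DNA replication and repair.
Of the 22 cell cycle genes that the paper added to its list from the MEF data, 20 were measured here. At 24 h, 13 of them were higher than at 0 h and none was lower, and 15 were higher when adjusted over the list alone (limma). These genes were chosen on these arrays, so the count is not independent evidence. camera gave the list an adjusted p = 1.29e-06 at 24 h, and adjusted p = 0.162 with an estimated correlation. Haus5, a subunit of the augmin complex that nucleates microtubules within the spindle, had a log2 change of 1.73 at 24 h (standard error 0.18, adjusted p = 9.3e-05 from limma). Nsl1, a kinetochore protein of the Mis12 complex that lay at an intensity of 13.8 at 0 h, below 20, changed by 1.45 (standard error 0.20, adjusted p = 0.0005 from limma). Cdkn2d, an inhibitor of the kinases Cdk4 and Cdk6, changed by 1.29 (standard error 0.19, adjusted p = 0.0008 from limma). Wee1, the kinase that restrains Cdk1, changed by 1.15 (standard error 0.17, adjusted p = 0.00071 from limma). Stag2, a cohesin subunit, had a log2 change of 0.10 (adjusted p = 0.69 from limma) and Cep162, a centriole protein, one of -0.32 (adjusted p = 0.38 from limma).
In the network, 10 of the added genes fell in clusters of at least 10 probe sets that peaked from 12 h to 24 h. They were Cdkn2d, Fzr1, Haus7, Nsl1, Terf1, Tube1, Haus5, Wee1, Xrcc6 and H2bc12. The count was 6 when the clustering used an inflation of 3.0.

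**Figure D3:**
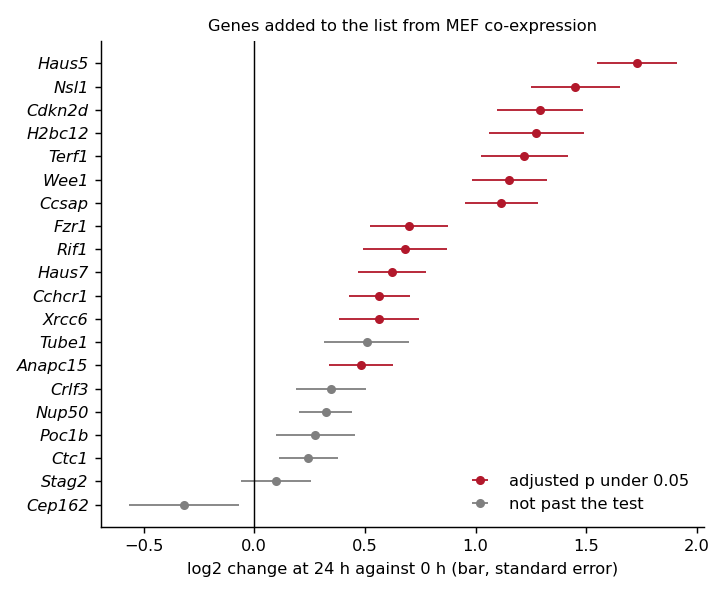
log2 change at 24 h against 0 h of the 20 measured genes that the paper added from the MEF data. Points are limma's estimates from 2 arrays per time, bars are standard errors, and red marks an adjusted p under 0.05. The changes run from -0.32 for Cep162 to 1.73 for Haus5.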

**Figure 3:**
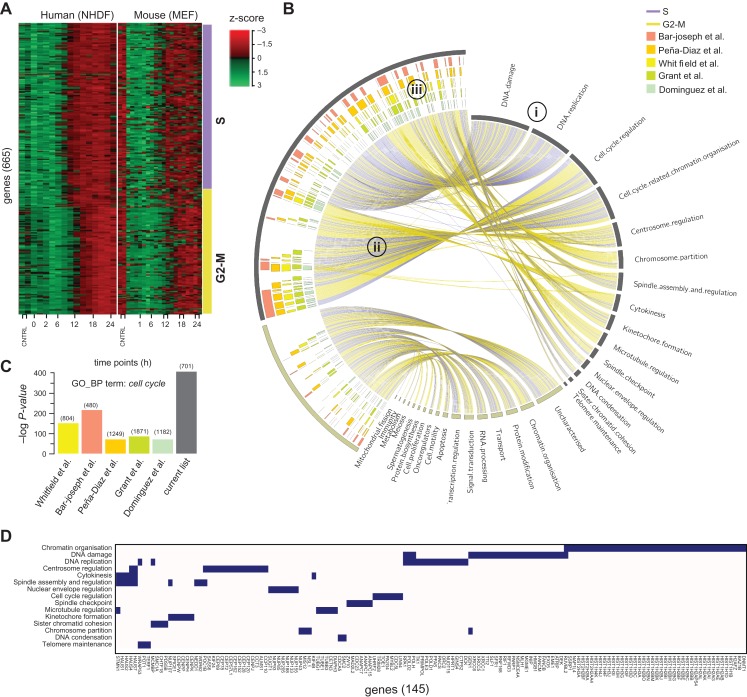
Analysis of the S/G2-M transcriptional network. (**A**) Heatmaps demonstrate a highly conserved pattern of expression between human S/G2-M phase-associated genes and their 667 mouse orthologues over the first 24 h in human fibroblasts (NHDF) and MEFs following serum refeeding. Genes were ordered by the phase assignation calculated from the NHDF data. (**B**) CIRCOS plot shows the associations between the 701 human S/G2-M genes identified here and (**i**) the functional category with which they have been manually curated to belong, according to whether they are ‘known’ or ‘putative’ cell cycle genes. (**ii**) Edges are coloured based on the phase assigned from the NHDF data. (**iii**) The inner coloured blocks show genes reported by previous human cell cycle transcriptomics studies. (**C**) Histogram of GO enrichment scores for the GO_BP term ‘cell cycle’ for the current and previously published cell cycle lists. (**D**) Block diagram showing the functional category assignment of the 145 genes reported in the literature to be cell cycle-associated, but undetected by previous transcriptomics cell cycle studies.

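Mouse genes of the S group rose earlier after refeeding than those of the G2-M group. The time midway through the rise was read from each orthologue's mean log2 profile over 0 to 24 h. It was taken for the 419 orthologues that varied over time in limma's F test and peaked at 10 h or later. Its median was 9.22 h for the 220 genes that the paper assigns to S phase in human fibroblasts (quartiles 7.22 h and 10.8 h). For the 199 genes that it assigns to G2-M, the median was 11.7 h (quartiles 9.67 h and 13.0 h). The difference of 2.50 h exceeded that of every one of 100000 permutations of the phase labels over genes (two-sided p = 1e-05, the smallest they can give). Genes are not independent, so this p describes these arrays. The rise was counted from the lowest value over 0 to 10 h, and many genes first fell after refeeding. The mean z-score at 4 h was -1.13 for S and -1.22 for G2-M genes, against -0.60 and -0.32 at 0 h. Part of the rise is thus a return to the 0 h level. At 10 h, 82 of 535 orthologues were higher than at 0 h and 46 lower. Without the single 4 h array the medians were 9.99 h and 12.1 h. The times also depend on the scale. With linear intensities the medians were 10.95 h for S and 14.29 h for G2-M genes, a difference of 3.34 h. Among orthologues with a rise of at least 2-fold the difference on the log2 scale was 1.97 h. Several mitotic genes were still low at 12 h. Against 12 h, the log2 change at 24 h was 2.42 for Gas2l3 (standard error 0.23, adjusted p = 0.00028 from limma), which binds actin and microtubules and lay at an intensity of 20.0 at 12 h. It was 2.20 for the mitotic cyclin Ccnb2 (standard error 0.23, adjusted p = 0.00047 from limma) and 2.13 for the kinetochore gene Cenpf (standard error 0.19, adjusted p = 0.00023 from limma).
When each orthologue was assigned to a phase by its mean correlation with Cdc25a and Brca1 or with Cdk1 and Ccnb1 over the 19 arrays to 24 h, 324 of 535 (60.6%) took the phase that the paper gives for human fibroblasts. Cohen's kappa was 0.249 (Fisher's exact test across genes, p = 2.06e-12). Of the genes that the paper places in G2-M, 211 were G2-M and 28 were S in MEF. Of its S genes, 113 were S and 183 were G2-M in MEF. This split turned when the highest single correlation was used in place of the mean, with 185 S and 111 G2-M, and without the single 4 h array, with 161 S and 135 G2-M. The share with the human phase was then 71.2% (kappa 0.433) and 67.1% (kappa 0.359). In MEF 26.4% of the orthologues were assigned to S by the mean and 42.6% by the highest single correlation. The paper's text does not say how the correlations with the 4 genes were combined, and its Table S3 assigns 58.82% to S in MEF. Of the 18 cytokinesis genes 17 were assigned to G2-M by the mean and by the highest correlation, and of 99 mitosis genes 85 and 73. Of 62 DNA replication genes 26 were assigned to S by the mean, 47 by the highest correlation, 40 without the 4 h array and 34 with linear intensities. These counts by process under other settings were added after the data were seen. The S genes that lay farthest on the G2-M side in MEF by the mean were Cdc23, a subunit of the anaphase-promoting complex, and Chac2, Prps2, Ccdc15 and Ddias. The paper's Table S3 places Prps2 and Ccdc15 in S in MEF and the other 3 in G2-M.

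**Figure D4:**
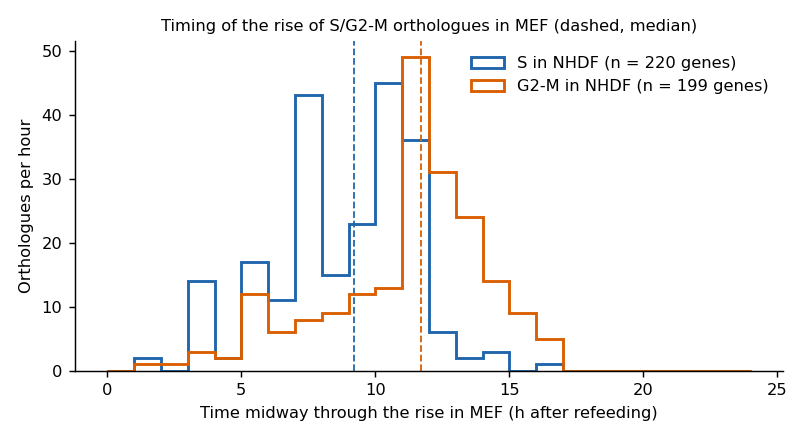
Number of orthologues against the time midway through their rise in MEF, in bins of 1 h, for genes assigned to S (blue) and to G2-M (orange) in human fibroblasts (NHDF). Dashed lines are the medians, 9.22 h and 11.7 h, and the groups overlap. The rise is counted from the lowest value over 0 to 10 h.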

The merged outcomes of the comparative analysis and manual curation of these data produced a set of 701 cell cycle-regulated genes (see Supplementary Table S3). The genes were then assigned to either ‘S’ or ‘G2-M’ phases by correlating them with the expression of known cell cycle phase-specific factors: *CDC25A* and *BRCA1* (S phase), and *CDK1* and *CCNB1* (G2-M phase) (Blomberg and Hoffmann, 1999; Xu et al., 2001; Stark and Taylor, 2006). Accordingly, 380 genes were assigned to S phase and 321 to G2-M phase (Supplementary Figure S4A). The two sets of phase-associated genes were analysed for enrichment of known binding motifs. Both sets were significantly enriched with cell cycle transcription factor binding sites. Among others, S phase genes were shown to be highly enriched for E2F sites (*P*-value = 1E−59) and the G2-M genes for CHR (*P*-value = 1E−15) and NFY (*P*-value = 1E−24) sites (for detailed results see Supplementary Figure S4B). Phase annotation was also consistent overall with those of previous cell cycle studies (Supplementary Figure S4C).

After a systematic database and literature-based curation of the gene list, the majority (496) were found to be functionally associated with a cell cycle-related process (Figure 3Bi). For example, ‘DNA damage’ and ‘DNA replication’ linked predominantly with S phase annotated genes, and ‘Chromosome partition’ and ‘Spindle assembly and regulation’ being associated mainly with G2-M phase (Figure 3Bii). Other categories included a similar number of genes induced at either phase, such as ‘Cell cycle regulation’. For 205 genes little or no direct evidence of a direct involvement in the cell cycle could be found, although in some cases there was circumstantial evidence to support this relationship, e.g. publications showing their expression to be elevated in cancer. These genes are classified as ‘putative’ cell cycle genes. Others in this category encode proteins that function within pathways that potentially relate to cell division, e.g. apoptosis, whilst the association of yet others would appear more tenuous, e.g. RNA processing and immunity. For 53 genes, no functional information was found.

There is a significant overlap between our S/G2-M gene list and the cell cycle gene lists generated by previous studies (Figure 3Biii). However, the current list showed a greater enrichment of genes with the GO_BP term *cell cycle* when compared with published cell cycle lists (Figure 3C). Indeed, many well-validated S/G2-M phase genes (145) were not shown to be regulated in any of the previous transcriptomics study, including mitotic regulators such as *MADL2L2*, four members of the augmin complex *HAUS1,2,4,7*, three members of the APC/C cyclosome complex, *ANAPC1,7,15*, multiple DNA replication-dependent histone isoforms (Neumann et al., 2010) and several genes encoding components of the centrosome (*CEPs)* and the nucleopore complex (*NUPs*) (Figure 3D). Conversely, there were 345 genes annotated with the GO_BP term ‘cell cycle’ identified by at least one of the five previous human transcriptomics studies but not the current study. When examined in the context of the current NHDF data, many were induced during G1, whereas others did not show significant variation in their expression over the cell cycle (Supplementary Figure S5). As noted above, we have deliberately excluded genes that are known to be induced in G1, although this gene set may include genes that are essential for cell cycle progression (Bertoli et al., 2013).

Table 1 summarizes the biological processes of the 496 known cell cycle genes along with the 205 novel putative cell cycle genes. A more detailed spreadsheet of the 701 genes with corresponding classifications and evidence supporting their functional association with cell cycle can be found in Supplementary Table S3, where genes were ranked by a simple confidence score based on available experimental evidence from this and previous studies.

**Table 1:** The 701 S/G2-M phase-regulated genes grouped by biological process.

Process	Genes
Cell cycle regulation	*ATAD2, BORA, BTG3, CASP8AP2, CCDC134, CCNA2, CCNB1, CCNB2, CCNE1, CCNE2, CDC25A, CDC25B, CDC25C, CDC5L, CDC7, CDCA3, CDCA4, CDCA7, CDK1, CDK19, CDK4, CDKN2C, CDKN2D, CDKN3, CKS1B, CKS2, CRLF3, DBF4B, DLGAP5, E2F1, E2F7, E2F8, FAM83D, FBXO5, FOXM1, FZR1, GMNN, LIN54, LIN9, MASTL, MELK, MYBL2, NPAT, ODF2, PA2G4, PBK, PIMREG, PKMYT1, PRR11, RBL1, STIL, TCF19, TFDP1, TICRR, TOE1, TRIM28, TTF2, UBE2C, UBE2S, UHRF2, USP37, WEE1, CDK2, AURKA, KIF14, DTL, GTSE1, PLK1*
Chromatin organization	*ANP32B, ANP32E, ASF1B, CHAF1A, CHAF1B, HJURP, SLBP, DNMT1, UHRF1, HIST1H1A, HIST1H1B, HIST1H1C, HIST1H1D, HIST1H1E, HIST1H2AB, HIST1H2AC, HIST1H2AE, HIST1H2AG, HIST1H2AH, HIST1H2AI, HIST1H2AJ, HIST1H2AK, HIST1H2AL, HIST1H2AM, HIST1H2APS4, HIST1H2BB, HIST1H2BC, HIST1H2BE, HIST1H2BF, HIST1H2BG, HIST1H2BH, HIST1H2BI, HIST1H2BJ, HIST1H2BK, HIST1H2BL, HIST1H2BM, HIST1H2BN, HIST1H2BO, HIST1H3A, HIST1H3B, HIST1H3C, HIST1H3D, HIST1H3F, HIST1H3G, HIST1H3H, HIST1H3I, HIST1H3J, HIST1H4A, HIST1H4B, HIST1H4C, HIST1H4D, HIST1H4E, HIST1H4F, HIST1H4I, HIST1H4J, HIST1H4K, HIST1H4L, HIST2H2AA4, HIST2H2AB, HIST2H2AC, HIST2H2BA, HIST2H2BF, HIST2H3A, HIST2H4B*
Centrosome regulation	*ALMS1, CCNF, CCP110, CCT3, CDK5RAP2, CENPJ, CEP120, CEP128, CEP135, CEP152, CEP162, CEP192, CEP295, CEP41, CEP44, CEP57, CEP57L1, CEP72, CEP76, CEP78, CEP89, CEP97, CNTLN, CNTROB, FAM161A, KIAA0586, KIF24, PLK4, POC5, SASS6, TMEM107, NDE1, POC1A, POC1B*
Cytokinesis	*ANLN, ARHGAP11A, ASPM, AURKB, CALM3, CEP55, CIT, CKAP2, CNTRL, KIF20A, KIF20B, KIF23, KIF4B, PRC1, RACGAP1, INCENP, ECT2, HAUS1, HAUS2, HAUS6*
DNA damage	*ATAD5, BARD1, DDIAS, DONSON, INTS7, MBD4, MTBP, PARP2, RAD18, RFWD3, RHNO1, RUVBL2, TDP1, TTI1, TTI2, PCLAF, DDX11, POLH, LIG1, LIG3, NEIL3, PARP1, RPA1, RPA2, RPA3, POLQ, POLE, DEK, MRE11, RNF168, CHEK2, CLSPN, EME1, TIMELESS, TIPIN, MMS22L, PCNA, BRIP1, FIGNL1, HMGB1, HMGB2, INIP, MND1, NSMCE4A, NUCKS1, PARPBP, PIF1, PSMC3IP, RAD51, RAD51AP1, RAD51B, RAD51C, RAD54B, RAD54L, RBBP8, SFR1, TSN, XRCC2, CHEK1, BRCA1, BRCA2, XRCC1, MCM8, ATRIP, DCLRE1A, EXO5, FANCA, FANCB, FANCC, FANCD2, FANCE, FANCG, FANCI, FANCL, FANCM, UBE2T, USP1, SLF1, EXO1, MLH1, MSH2, MSH5, MSH6, POLD2, POLD3, MGME1, ATP23, DCLRE1B, MDC1, RIF1, XRCC4, XRCC5, XRCC6*
DNA replication	*BAZ1B, HAT1, NASP, RMI1, RMI2, RNASEH2A, SSRP1, SUPT16H, RECQL4, BLM, DNA2, POLA1, POLA2, POLD1, POLE2, POLE3, PRIM1, PRIM2, PRIMPOL, FEN1, CDC45, MCM10, CDC6, CDT1, MCM3, MCM4, MCM5, MCM6, MCM7, ORC1, ORC2, ORC3, ORC5, ORC6, MCMBP, DBF4, FAM111A, GINS1, GINS2, GINS3, GINS4, MCM2, RFC1, RFC2, RFC3, RFC4, RFC5, TOPBP1, WDHD1, WRAP53*
DNA metabolism	*CTPS2, DCK, DCTPP1, DHFR, DTYMK, DUT, GMPS, HPRT1, MTHFD1, NUDT15, PAICS, PFAS, PRPS2, RRM1, RRM2, SLC29A1, TK1, TYMS*
Microtubule regulation	*CETN3, CKAP5, DIAPH3, KATNAL1, KIF15, KIF18A, KIF18B, KIF22, KIFC1, TACC3, TUBA1B, TUBA1C, TUBB, TUBB3, TUBB4B, TUBE1, TUBG1, TUBGCP3, KIF4A, SKA1, SKA2, SKA3, PCNT, NUSAP1, STMN1*
Chromosome partition	*BIRC5, BUB1, BUB3, CDCA8, CEP85, CTCF, ESPL1, KIF2C, KNL1, KNSTRN, MIS12, MIS18BP1, MKI67, NEK2, NSL1, NUP37, NUP43, OIP5, PTTG1, SGO1, SGO2, TOP2A, GEN1, CDCA2, DSN1*
DNA condensation	*CDCA5, ESCO2, NCAPD2, NCAPD3, NCAPG, NCAPG2, NCAPH, NCAPH2, SMC2, SMC4, STAG2*
Kinetochore formation	*CENPA, CENPE, CENPF, CENPH, CENPI, CENPK, CENPL, CENPM, CENPN, CENPO, CENPP, CENPQ, CENPT, CENPU, CENPW, ITGB3BP, MIS18A, SPDL1, SPICE1, NDC80, NUF2, SPC24, SPC25, NUP107, KNTC1*
Nuclear envelope regulation	*LBR, LMNB1, LMNB2, NDC1, NUP133, NUP155, NUP160, NUP188, NUP205, NUP35, NUP50, NUP85, NUP88, NUP93, REEP4, SUGT1, TMPO, VRK1*
Spindle assembly and regulation	*AUNIP, CCSAP, CKAP2L, GPSM2, HASPIN, KIF11, KPNB1, LRRCC1, NEDD1, PSRC1, RAN, RCC1, SPAG5, TPX2, WDR62, HAUS3, HAUS4, HAUS5, HAUS7, HAUS8*
Spindle checkpoint	*ANAPC1, ANAPC15, ANAPC7, BUB1B, CDC20, CDC23, CDC27, ERCC6L, MAD2L1, MAD2L2, TRIP13, TTK, ZW10, ZWILCH*
Other	*CHTF18, DSCC1, PDS5B, RAD21, SMC1A, SMC3, ACD, CTC1, POT1, TERF1, CENPX*
Function known but link to cell division not well established	*ARL6IP1, BCL2L12, BCLAF1, CASP2, CDCA7L, FAF1, NAE1, TAF9B, DEPDC1B, FGFR1OP, HMMR, MYO19, STRIP2, TROAP, ANAPC1P1, ARHGEF39, CCHCR1, LY6K, TTLL12, HMGB3, APOBEC3A_B, SMCHD1, SMYD4, SUZ12, ASH2L, BRD8, CBX1, CBX3, CBX5, CTCFL, EZH2, H2AFV, HELLS, KDM4D, METTL4, NAP1L4, NSD2, PHF19, SUV39H1, SUV39H2, YEATS4, H2AFX, H2AFZ, RTKN2, DMC1, MNS1, ACYP1, CHAC2, MTFR2, BRI3BP, C4orf46, CIP2A, DLEU1, DLEU2, DARS2, FARSB, RPL39L, ALG10, CCT6A, FN3KRP, MANEA, SEPHS1, TMPRSS11B, UBR7, CCT2, CCT4, CCT5, LYRM7, PAAF1, DCAF15, G2E3, LRR1, RNF26, RNF5, UBE2G1, UCHL5, ZYG11A, CAPRIN1, CPSF3, DHX9, ERI1, EXOSC5, EXOSC8, HNRNPAB, HNRNPF, HNRNPL, LSM2, LSM3, LSM4, POLR2D, POP7, PPIH, RPP30, SAP130, THOC3, ANP32A, ARHGAP11B, ARHGAP19, CAMK4, CDKN2AIPNL, CMAHP, IQGAP3, PAQR4, PDE6D, PIGU, PPP2R5D, SHCBP1, TRAIP, TRIM59, COPS3, CDK16, PHF7, SPATA5, DEPDC1, HLTF, HNRNPD, MXD3, MYEF2, NIF3L1, NR2C2AP, POLR3K, PSIP1, RTTN, SCML2, ZIK1, ZNF138, ZNF850, ZNF93, ARL6IP6, CSE1L, FOXRED1, GLE1, GPN3, HSPB11, IPO11, IPO4, IPO5, IPO9, KCNQ5, KPNA2, KPNA3, RANBP1, RANBP6, RANGAP1, SLC19A1, SLC25A10, SLC25A11, SLC25A40, SLC38A5, TNPO2, XPO1*
Uncharacterized	*C17orf53, C18orf54, C19orf48, C1orf112, C3orf14, C5orf34, C9orf40, CCDC138, CCDC15, CCDC150, CCDC18, CCDC34, CCDC77, EMC3-AS1, ERI2, FAM111B, FAM122B, FAM72B, GSTCD, HMGN2P5, HYLS1, KIAA1841, MPHOSPH9, NEMP1, NEMP2, NRM, RIBC2, SAAL1, SPIN4, TBC1D31, TCEANC2, THAP10, TMEM106C, TMEM209, UBALD2, WDR54, WDR76, ZMYM1, ZNF100, ZNF107, ZNF184, ZNF273, ZNF367, ZNF43, ZNF681, ZNF695, ZNF714, ZNF724, ZNF730, ZNF738, ZNF788, ZNF826P, ZNF85, ZNF90*

### Validation of the S/G2-M transcriptional network using independent data

To further validate the conservation of co-expression of the S/G2-M gene list, we explored two additional datasets. The first was a human tissue expression atlas (HTA) of RNA-seq data derived from 95 samples of 27 human tissues (Fagerberg et al., 2014). Of the 701 S/G2-M genes defined here, 655 were identified in these data and their co-expression examined. At a correlation of *r* ≥ 0.5, 641 genes were present in the graph, which divided into two MCL-defined clusters encompassing 549 genes (Figure 4A). The genes in these clusters were expressed widely, with an elevated expression level associated with proliferative tissues (Figure 4B). HTA_C1 was comprised of genes whose expression in the testis was higher (Figure 4B, top) as compared to the expression of HTA_C2 genes, which showed highest expression in bone marrow and lymph node (Figure 4B, bottom). The majority of known S/G2-M genes clustered together and significantly, so did the putative cell cycle genes (Figure 4C and D), supporting their association with this system. A second promoter level dataset produced by the FANTOM consortium (MDF5) (Forrest et al., 2014), comprised of 17 mouse tissues sampled at multiple intervals during embryogenesis and post-neonatal development. Again the data for only the S/G2-M genes (2141 promoters mapping to 658 genes) was examined. Similarly, the majority of the promoters/genes co-clustered, with the exception of a few small clusters (Figure 4E). In general, the promoters in MDF5_C1 exhibited the highest expression in embryonic tissues, their expression markedly decreasing with developmental age, a pattern reflecting the reducing rate of proliferation during development (Figure 4F, top profile). A notable exception to this was in the case of the spleen and thymus, where expression peaked around birth. In line with observations in the human tissue atlas dataset, a portion of S/G2-M genes (MDF5_C2) were predominately expressed in adult testis (Figure 4F, middle profile). Multiple smaller clusters, the majority of which were associated with alternative promoters of cell cycle-associated genes, exhibited tissue-specific promoter expression (Figure 4F, bottom profile). Again putative S/G2-M genes were co-expressed with the known cell cycle genes (Figure 4G and H). Co-expression of the S/G2-M genes within the context of all genes is shown in Supplementary Figure S6A and B for the HTA dataset and in Supplementary Figure S6C and D for the MDF5 dataset. Promoter analysis of the 205 putative cell cycle genes alone showed that they were enriched in known S/G2-M transcription factor binding sites, i.e. for E2Fs and NFY, further supporting their associated with cell division (Supplementary Figure S6E).

**Figure 4:**
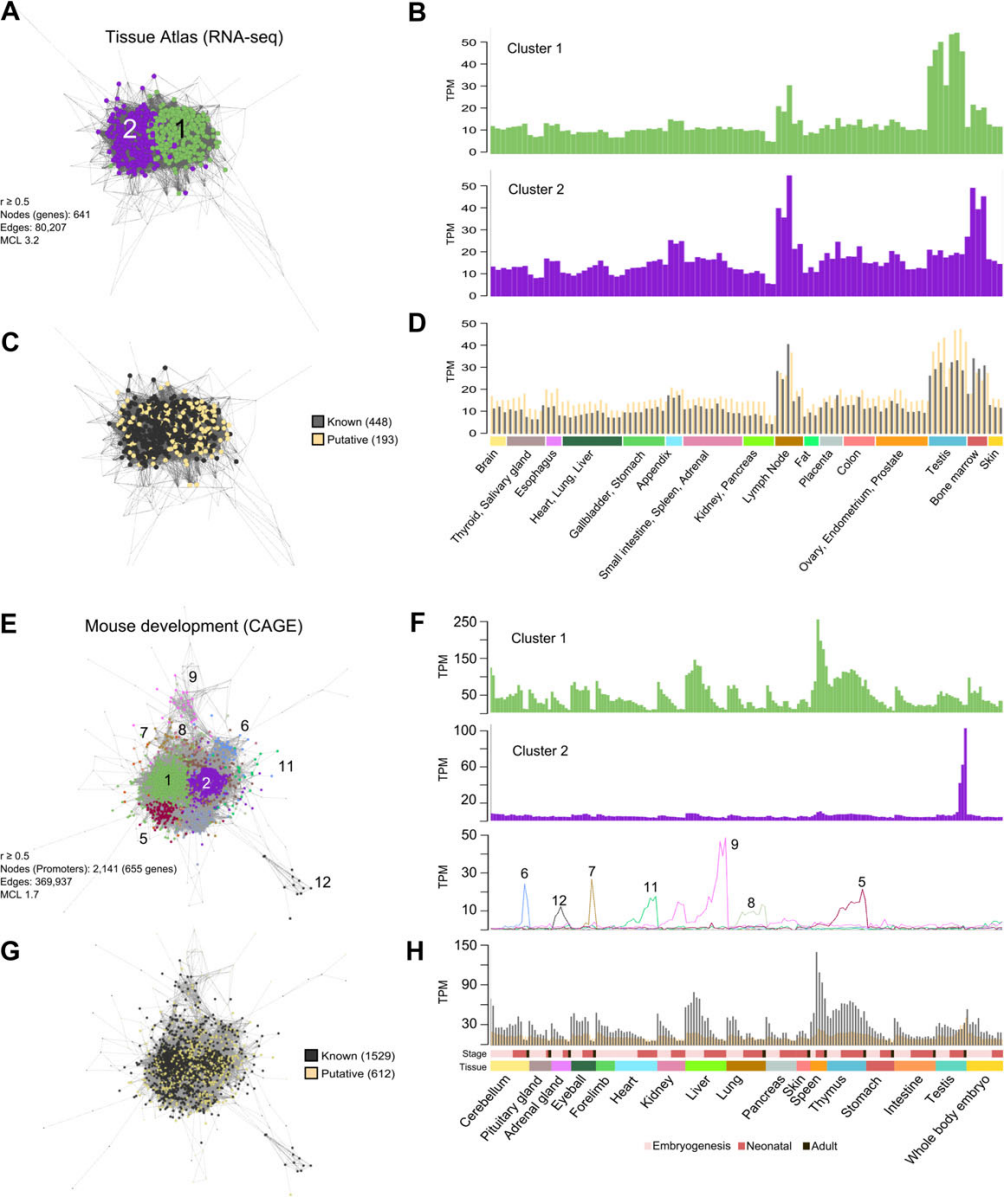
Confirmation of the co-expression of S/G2-M genes across human and mouse tissues. (**A**) Clustered co-expression network of S/G2-M genes across human tissue atlas (HTA). (**B**) The average expression profile of the genes in the two main clusters is very similar with the exception that genes in HTA_C1 are strongly expressed in the testis. (**C** and **D**) Interesting both known and putative cell cycle genes cluster together, having very similar expression profiles. (**E**) Clustered co-expression network of promoter level data of mouse orthologues of human S/G2-M genes in the mouse development dataset from FANTOM5 (MDF5). Here a number of clusters are observed. (**F**) The largest group (MDF5_C1) is highly expressed in all developing tissues but expression levels generally decrease with age. However, in the case of spleen and thymus, highest expression levels are observed around birth. MDF5_C2 promoters are highly expressed in adult testis and alternative promoters that form the majority of other clusters show a variety of tissue-specific expression patterns. (**G**and**H**) Promoters for known and putative cell cycle genes cluster together and exhibit a similar expression profile.

### Experimental corroboration of the uncharacterized S/G2-M genes

Many gene products required for S/G2-M phase are localized to specialized cell cycle-associated organelles or structures. For example, chromosome segregation during mitosis requires the formation of kinetochores at centromeres and the correct attachment of kinetochores to spindle microtubules emanating from microtubule organizing centres, e.g. centrioles and centrosomes. Accordingly, we tested the subcellular localization of 28 candidate genes by cDNA transfection in HEK293T cells. As positive controls, we included CENPA, TACC3, DONSON, and MGME1 (Piekorz et al., 2002; Foltz et al., 2006; Fuchs et al., 2010; Kornblum et al., 2013), the localization of which were confirmed by these assays (Supplementary Data S1). Each ORF was tagged with GFP at both the C- and N-terminals (Simpson et al., 2000; The ORFeome Collaboration, 2016). After inspection of the expression of the 56 protein constructs (two per clone), their subcellular localization was analysed (Supplementary Data S1). As summarized in Figure 5A, nuclear localization was the most frequently observed (15/28) followed by centrosomal-like localization (11/28) and cytosol (9/28). In some instances, localizations were congruent with organelles such as the ER, Golgi apparatus, vesicles, and mitochondria, possibly representing non-specific protein deposits. In around half of cases, the C- and N-terminal tagged proteins produced the same localization (Figure 5A). No cases of completely discrepant localizations between the two constructs were observed. For the 11 constructs showing centrosomal-like staining, we examined their localization along with centrosomal marker γ-tubulin. Of these, C18orf54, C3orf14, and CCDC150 clearly co-localized with γ-tubulin during different mitotic stages, i.e. prophase, prometfaphase, and metaphase (Figure 5B–D). For the other constructs, no clear co-localization with γ-tubulin was demonstrated (not shown) which may be explained by peri-centrosomal localizations (e.g. in the case of C9orf40, see Supplementary Data S1). Confocal images of all 28 proteins screened can be found in Supplementary Data S1.

**Figure 5:**
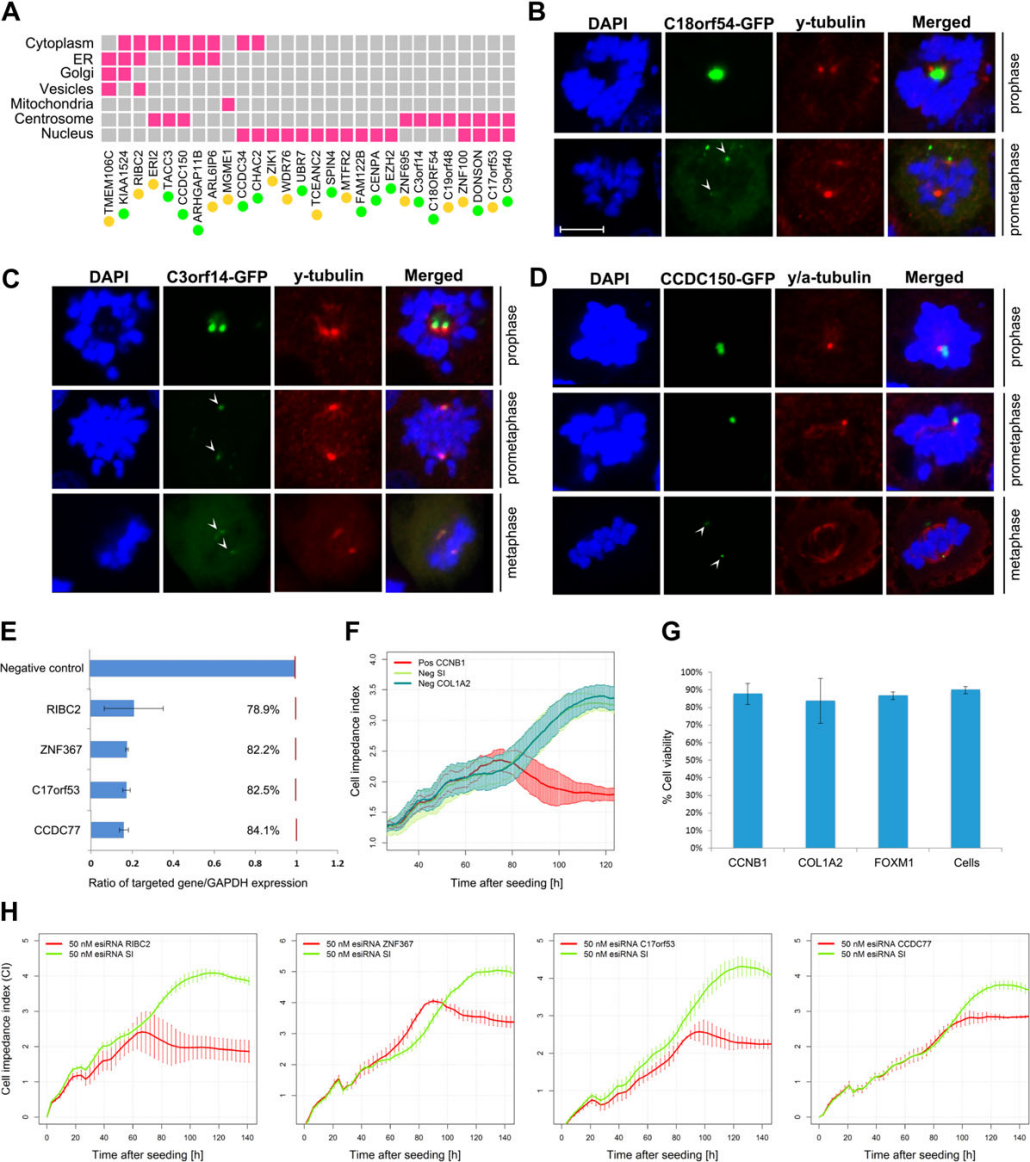
Subcellular localization and RNAi assays of candidate cell cycle components. (**A**) Matrix summarizing the subcellular localizations of the 28 proteins screened. For a full description of these data, see Supplementary Data S1. (**B–D**) C3orf14, CCDC150, and C18orf54 were found localized on the centrosomes at different stages of mitosis. Proteins are tagged with GFP (green), nuclei are stained with DAPI (blue), and centrosomes marked with anti γ-tubulin antibody (red). Scale bar, 10 μm. (**E**) Knockdown efficiencies of siRNA against four potential novel cell cycle genes measured as the ratio between the silenced gene expression and GAPDH expression. (**F**) Positive control cyclin B (*CCNB1*) silencing decreased cell-impedance index (proliferation) compared to negative controls for sucrase-isomaltase (*SI*) and collagen 1A2 (*COL1A2*). (**G**) Viability assays after gene knockdown of two known cell cycle regulators (*CCNB1* and *FOXM1*) and a negative control (*COL1A2*) compared to untransfected cells. (**H**) Proliferation profiles following gene knockdown of four uncharacterized but putative cell cycle genes *RIBC2*, *ZNF367*, *C17orf53*, and *CCDC77* compared to knockdown of *SI*. For a full description of the results from all knockdown experiments performed here, see Supplementary Data S2.

To examine whether reducing the expression of the novel S/G2-M phase genes affected cell proliferation, we tested the effect of mRNA knockdown in human fibroblasts using esiRNAs. We achieved around 80% knockdown efficiency in all cases examined (Figure 5E). As a positive control, knockdown of cyclin B1 (*CCNB1*) produced a strong inhibition of cell proliferation compared to control esiRNAs (Figure 5F) and transfection had no effect on cell viability (Figure 5G). Of the 39 knockdowns of known cell cycle-regulated genes tested, 12 (*ARHGAP11A, CCNB1, CCNE1, CENPA, CEP85, ESPL1, FAM111A, FIGNL1, FOXM1, KIF11, MAD2L1*, and *REEP4*) had a significant impact on the rate of cell proliferation. Similarly, of the 22 uncharacterized cell cycles genes, 10 (*C17orf53, CCDC77, DEPDC1B, FAM72B, GSTCD, NEMP1, RIBC2, RPL39L, UBR7,*and *ZNF367*) significantly inhibited proliferation (Figure 5E; results of these analyses in Supplementary Data S2). The Mitocheck database is a resource listing the cellular phenotypes from a genome-wide RNAi-screen of human proteins, recorded by high-throughput live cell imaging (Neumann et al., 2010). Of the known gene components listed for which results were available, 136/490 (27.8%) resulted in one or multiple cell phenotypes pointing to cell cycle defects. Among the candidate cell cycle genes, 12.8% were associated with a cell cycle phenotype. For example, *ZNF85* silencing led to abnormal chromosome segregation and mitotic metaphase plate congression, knockdown of *ZNF90*, *UBALD2* and *CCDC34* led to cell death and *ZNF738, CCDC150*, and *ZNF788* knockdowns resulted in abnormalities in the size and shape of nuclei. Mitocheck results have been added to the gene list presented in Supplementary Table S3. Finally, ToppGene (Chen et al., 2009) was used to search for phenotypes significantly associated with mutations in the S/G2-M genes. In man, 79 phenotypes were identified, the most significant of which included embryonic growth defects, e.g. microcephaly, growth retardation, and various cancers. In mouse, 242 phenotypes were recorded as enriched, the most significant were abnormal cell cycle, embryonic lethality, and abnormal nuclear morphology, again supporting a strong association with cell cycle defects. A full list of the phenotypes enriched for this list and the genes associated with them are provided in Supplementary Table S4.

## Discussion

The cell cycle is perhaps the most fundamental of all biological processes and functional orthologues of many of the core components are conserved across species. Curated databases list and classify the function of cell cycle components (Ashburner et al., 2000) and place them into pathways (Kanehisa, 2002; Fabregat et al., 2016). In every system studied, from yeast to man, there are numerous genes required for cell division that are transcriptionally regulated and associated with a given phase of the cell cycle (Spellman et al., 1998; Iyer et al., 1999). It could be argued that all genes involved in anabolic processes are cell cycle-related, since an increase in cell size is usually a precondition for cell division. Similarly, genes regulating entry into the cycle, e.g. growth factors, are often considered to be cell cycle proteins. In the context of this work, we use the term to refer only to the set of proteins that are required when a cell commits to undergo mitosis (Giotti et al., 2017). Accordingly, we have sought to define the core set of cell cycle genes expressed during mammalian S/G2-M, demonstrating them to form a highly correlated transcriptional network across tissues and cell types. As a gene signature, S/G2-M genes effectively define the mitotic index of a cell population.

The gene expression patterns observed here in fibroblasts were broadly consistent with previous studies using the same cell type and synchronization method (Iyer et al., 1999; Bar-Joseph et al., 2008). However, a wound-healing response, triggered by the serum, may confuse efforts to identify cell cycle-related transcripts in fibroblasts (Whitfield et al., 2002). To circumvent this issue, we complemented our analysis by examining the co-expression of the fibroblast-derived S/G2-M associated genes using the FANTOM5 primary cell atlas (Forrest et al., 2014) to remove genes that showed evidence of cell-specificity in their expression. These analyses were further refined by comparison to expression studies in synchronized mouse fibroblasts and detailed examination of the primary data. The result is a list of 701 S/G2-M-regulated genes, which are highly enriched in relevant GO terms and transcription factor binding sites. Based on manual curation of published reports, 496 of these genes encode ‘known’ cell cycle proteins, many listed as such in annotation databases, e.g. GO and UniProtKB. This list partially overlaps with the findings of previous transcriptomics studies on human cells but interestingly, transcriptional regulation of 145 of the known S/G2-M associated genes was not detected in any of the earlier reports (Whitfield et al., 2002; Bar-Joseph et al., 2008; Peña-Diaz et al., 2013; Grant et al., 2013; Dominguez et al., 2016). The majority of previous studies sought to define cell cycle genes as having a wave-like expression profile over multiple rounds of cell division, using Fourier transform-based methods to identify them. However, cell division in populations of cells rapidly becomes asynchronous, and a fraction of them do not commit to a second cycle (Bar-Joseph et al., 2008). In the current study, this fact was reflected in the loss of synchrony in the cell cycle gene expression signature after 30 h, consistent with flow cytometric analyses (data not shown). Not only did previous studies exclude many bona fide cell cycle genes, the different criteria and analytical methods used produced a poor consensus (Grant et al., 2013). The correlation-based network approach used in this study is a more efficient way to identify phase-specific cell cycle genes (Giotti et al., 2017).

The strong association of the many putative cell cycle genes identified here was further demonstrated by their conserved co-expression across adult human and developing mouse tissues. Some of the S/G2-M phase genes we identified have only been validated relatively recently. For example, *PRR11* (proline rich 11), mutations in which have been associated with cancer, was shown to regulate S to G2-M phase transition (Zhang et al., 2015). Links to cancer biology also suggest the function for two of the three lncRNAs identified by this study, *DLEU1*&*2* (Morenos et al., 2014; Wang et al., 2017). There are nine genes annotated as being involved in apoptosis, a process that can be initiated if a cell fails a mitotic checkpoint. *CASP2*, long considered to be an orphan caspase (Forsberg et al., 2017), is recognized as a key factor in driving cell apoptosis (mitotic catastrophe) triggered by mitotic abnormalities, such as defects in chromosomes, mitotic spindles, or the cytokinesis apparatus (Dawar et al., 2017; Vitale et al., 2017). Other genes within the list await functional validation.

Among the 205 putative cell cycle genes, there are 53 complete functional orphans. Fourteen of the 27 we tested localized wholly or partially to the nucleus and 11 showed evidence of centrosomal localization, an organelle vital for cell cycle progression (Doxsey et al., 2005). Another three, CCDC150, C3of14, and C18orf54 co-localized with γ-tubulin (a centrosomal marker). A recent study confirmed this localization for C3orf14 (Gupta et al., 2015). The subcellular localizations reported here were in many cases also supported by IHC results reported by the Human Protein Atlas database (Uhlen et al., 2010, 2010) (data not shown). RNAi knockdown assays were also performed on a range of known and uncharacterized genes from the list. In these assays, 10 of the 22 uncharacterized proteins showed differences in the rate of cell proliferation following gene knockdown, suggesting non-redundant functions in cell proliferation, with a hit rate slightly higher than the known cell cycle genes tested (Figure 5H). Taken together, these validation data suggest that the large majority of the novel cell cycle-regulated genes identified here will be found to function in some aspect of S/G2-M biology.

The FANTOM5 human and mouse promoterome data provide definitive locations for the transcription start sites of genes. Of the 701 genes identified here, in the primary cell atlas data at least 254 use alternative promoters that drive their expression outside of the context of the cell cycle. Among them, three are involved in the assembly of the replisome, namely: *MCM5, MCM7*, and *RFC2* (Fragkos et al., 2015), and had significant expression from alternative promoters in certain immune-related cell populations. This observation is in accordance with a previous report showing that factors of the minichromosome maintenance complex (MCMs), including MCM5 and MCM7, were found to be present on the IRF1 promoter in STAT1-mediated transcriptional activation, when cells were treated with IFN-γ (Snyder et al., 2005). MCM5, in particular, was shown to directly interact with STAT1 and to be necessary for transcriptional activation (DaFonseca et al., 2001). Similar observations were made in the analysis of the mouse development time-course data, where many bona fide cell cycle proteins are strongly expressed in the testis, where they may play a role in meiosis or be part of the centrosomal biology associated with flagella. The ‘moonlighting’ of cell cycle genes in other scenarios also likely breaks up the transcriptional signature in co-expression analyses across datasets comparing tissues or cells (Mabbott et al., 2010, 2013; Balakrishnan et al., 2013; Doig et al., 2013). These alternative transcripts may be regulated in a unique manner to support DNA-dependent processes such as recombination, somatic hypermutation, and class switching that are unique to leukocytes, or other distinct functions.

In summary, this study set out to define the transcriptional network associated with the final stages of the human cell cycle, between entry into S phase through to the completion of mitosis. The aim was not only to summarize the known components of this system but to identify new ones. Through detailed analyses of multiple human and mouse datasets, we have defined 701 genes as being upregulated during the S/G2-M phase of the cell cycle, many of which are conserved across species. Based on promoter expression some proteins would appear to function exclusively within the context of cell division, others would appear to have additional roles outside of this system. Functional assays performed on a number of the uncharacterized genes strongly suggests that many are indeed novel components of the cell cycle machinery. The gene list provided represents the first comprehensive list of experimentally derived and validated S/G2-M phase-associated genes. As such this work provides a valuable resource of both the known and potentially novel components that make up the many pathways and processes associated with mitotic cell division.

## Materials and methods

### Cell culture and synchronization

Primary human dermal fibroblasts (NHDF) isolated from neonate foreskins (gifted by Dr Finn Grey, University of Edinburgh, UK) were plated on 175-cm^2^ tissue culture flasks (Thermo Fisher) at density of 6 × 10^3^ cells/cm^2^. Cells were cultured in DMEM (Sigma-Aldrich) with 10% (*v*/*v*) foetal calf serum (FCS) (GE Healthcare) and antibiotics (25 U/ml penicillin and 25 μg/ml streptomycin, Life Technologies). Starvation-induced synchronization was achieved by replacing full medium with DMEM containing 0.5% FCS for 48 h in accordance with published methods (Brooks, 1976). After this time, medium was replaced with DMEM containing 10% FCS promoting the synchronized entry of the NHDF back into the cell cycle. Similarly, MEF were cultured in 175-cm^2^ tissue culture flasks (Thermo Fisher) at a density of 6000 cells/cm^2^ in DMEM with 10% FCS and the same protocol followed as for NHDF synchronization.

In both cases, cell synchronization was assessed after 48 h of serum starvation and at various time points following the re-addition of complete medium using a BD LSR Fortessa X-20 flow cytometer (BD Biosciences) with propidium iodide staining. Unsynchronized populations were evaluated to assess the degree of synchronization achieved. For protein localization assays, 1 × 10^5^ HEK293T cells were grown in DMEM (Sigma-Aldrich) medium plus 10% FCS, 1% Glutamax (Gibco), 1% non-essential amino acids (Gibco) and 25 U/ml penicillin/streptomycin on 13-mm glass coverslips previously coated with poly-L-lysine (0.1 mg/ml) in each well of a 24-well plate. Cells were grown until coverage of approximately 70% was obtained. To increase the percentage of cells undergoing mitosis, HEK293T were reversibly blocked at the G2/M boundary with RO3306, as described previously (Vassilev, 2006).

### Microarray preparation

Two human microarray datasets were generated using NHDF. For the first microarray experiment, duplicate samples were taken at 6 h intervals over a 48 h period (24 samples in total including unsynchronized control cells cultured in parallel and harvested at 0 and 24 h). In a second independent experiment, samples were collected at 1 and 2 h following re-addition of complete medium, and then every 2 h for a 24-h period (16 samples in total including two control samples). In a third microarray experiment using mouse fibroblasts, MEF samples were collected at 0, 0.5, 1, 2 h following re-addition of complete medium and then every 2 h for a 30-h period (24 samples in total including replicates for 0 h, 12 h, 18 h, 24 h samples and unsynchronized control samples). For all experiments described above total RNA was isolated using the RNeasy Mini Kit (QIAGEN) according to manufacturer’s instructions. cDNA was generated by the reverse transcription of total RNA (500 ng) using the Ambion WT Expression Kit (Life technologies), fragmented and then labelled by TdT DNA labelling reagent using GeneChip® WT Terminal Labelling Kit (Affymetrix) according to manufacturer’s instructions. Samples were hybridized to Affymetrix Human Gene 1.1-ST Arrays for both NHDF time-course experiments and to the Mouse Gene 2.0 ST Arrays for the MEF experiment using an Affymetrix GeneAtlas system. Raw data of experiments have been submitted to Gene Expression Omnibus repository (GSE104619). For cross-validation, the Fantom5 (F5) primary cell atlas of human promoter expression (Balakrishnan et al., 2013) was used, including 495 samples from about 100 human primary cell types. The data are publicly available at http://fantom.gsc.riken.jp/5/ (Lizio et al., 2015).

### Data pre-processing

Raw data (.cel files) derived from the three microarray experiments were pre-processed using *Bioconductor* (www.bioconductor.org). The package *ArrayQualityMetrics* was used to perform QC on the data. All arrays passed the various tests carried out by the package and expression levels were normalized using Robust Multiarray Averaging (RMA) normalization using the *Oligo* package. The two normalized NHDF datasets were also adjusted with the batch correction algorithm ComBat (Johnson et al., 2007) to adjust for variations in the average intensity between experiments. Low-intensity signal probesets (<20) were removed (a total of 9408 probesets). Likewise, a filtering of low-end signal was applied on the FANTOM5 primary cell atlas removing promoters with <5 tags per million (TPM) reads. Probe set annotations were retrieved with the *hugene11transcriptcluser.db* package for the human data and with *mogene20sttranscriptcluster.db* package for the mouse data. Mouse to human orthologues were retrieved from the web resource Mouse Genome Informatics (MGI) (http://www.informatics.jax.org/).

### Network analysis

The NHDF, FANTOM5 (primary cell and mouse development datasets) (Forrest et al., 2014), Tissue atlas dataset (Fagerberg et al., 2014) and MEF datasets were subjected to network-based correlation analyses. Data was loaded into the tool Graphia Professional (Kajeka Ltd.) and Pearson correlation matrices were calculated comparing expression profiles between individual samples or genes, and these were used as the basis to construct GCNs as described previously (Theocharidis et al., 2009). Correlation thresholds for all analyses were set to allow minimal contribution of random correlations to the analyses. These were based on a comparison of the correlation distributions of the experimental datasets vs. permuted measurements from 2000 randomly selected measurements. Values selected also minimized the number of edges whilst maintaining a maximum number of nodes (Supplementary Figure S1A). The two NHDF time-course experiments were analysed together. A correlation network was constructed using a threshold of *r* ≥ 0.88 and the graph clustered to identify the co-expression modules of genes with a broadly similar expression pattern using the MCL clustering algorithm (Enright et al., 2002) with the inflation value (which controls the granularity clustering) set to 1.3 (MCLi = 1.3). Clusters of genes whose expression varied for technical reasons, i.e. profile associated with a batch or experiment, were removed. The correlation network of the remaining data comprised of 4735 nodes (probesets) connected by 153809 edges. Using different inflation values, the network was divided into a few (MCLi 1.3) or many (MCLi 2.2) clusters of transcripts. Transcripts within the S/G2-M cluster (Cluster 3) plus all nodes immediately adjacent to them (*n*+1), were then selected for further analysis. The node walk expansion was to capture a number of similarly expressed genes on the periphery of the main cluster. Entrez IDs of the cell cycle-associated transcripts identified in the NHDF data were used to subset the FANTOM5 primary cell atlas, prior to network analysis. The subset FANTOM5 primary cell atlas data was then parsed at *r* ≥ 0.5 and clustered at MCLi = 1.7. 

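For the mouse network, Pearson correlations were computed between the linear intensities of the 14891 probe sets that reached 20 in at least 1 of the 24 arrays. At r of 0.88 or more, 6036 probe sets had at least 1 partner and 89631 pairs were linked. The median number of partners was 6, and the largest connected part held 4789 probe sets. The number of pairs was 176632 at r of 0.85, 51241 at r of 0.90 and 161196 when only the arrays to 24 h were used. Markov clustering gave 49 clusters of at least 10 probe sets. Among 2000 probe sets drawn at random from all 41345, 248 of 1999000 pairs reached 0.88, or 0.0124% (exact 95% binomial interval 0.0109% to 0.0141%, for counting error only). With each probe set's values permuted, 1 pair did. The share was 0.0083% with log2 values and 0.0230% with the arrays to 24 h. The binomial interval takes the pairs as independent, but they share probe sets, so it is too narrow. The draw was not limited to the 14891 probe sets that entered the network.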

The MEF time-course data were parsed at *r* ≥ 0.88 and the resultant networks clustered using MCLi = 2.2. The Tissue Atlas and FANTOM5 mouse development datasets were subset for the curated S/G2-M gene list, plotted at *r* ≥ 0.5, and clustered at MCLi 3.2 and 1.7, respectively.

### Assembly of evidence and annotation of the cell cycle ‘parts list’

In assembling a list of cell cycle genes, we have sought to bring together various sources of evidence to support this association. This includes whether they were implicated by the current studies of their expression in experiments performed on NHDF, MEF, or human primary cell atlas, previous transcriptomics studies on human cells (Whitfield et al., 2002; Bar-Joseph et al., 2008; Peña-Diaz et al., 2013; Grant et al., 2013; Dominguez et al., 2016), the Mitocheck database (Neumann et al., 2010) and human protein atlas (HPA) (Uhlen et al., 2010) resource, and finally, our own functional assays. Furthermore, we examined evidence from the literature as well as annotation and pathway resources to provide, where possible, a functional grouping and annotation for each gene. This was carried out by retrieving UniprotKB biological process terms (UniprotKB keywords) and when none were found for a given gene, annotation was supplemented from other sources, namely GO (Gene Ontology, 2015) and Reactome (Fabregat et al., 2016). These efforts were backed up by extensive review of the published literature. The full list of genes with their corresponding functional annotation can be found in Supplementary Table S3. Based on this work, genes were further classified based on evidence of their involvement in cell cycle: the ‘Known’ group defines genes for which there is robust evidence of their involvement in one of the pathways associated with the cell cycle, whereas the ‘Putative’ group includes genes for which there is little or no direct evidence of them being involved in the cell cycle. This group also includes a number of functionally uncharacterized genes. Finally, a simple confidence score was used to order the cell cycle list based on the weight of evidence supporting a gene’s involvement in the cell cycle; One point was awarded to all genes for each line of evidence supporting their association with the cell cycle, i.e. they were identified by the current or five previous human transcriptomics studies (Whitfield et al., 2002; Bar-Joseph et al., 2008; Peña-Diaz et al., 2013; Grant et al., 2013; Dominguez et al., 2016), their knockdown generated a mitosis-related phenotype in the current Mitocheck screen (Neumann et al., 2010) and whether the gene has been associated with a cell cycle-related phenotype in human and mouse (Blake et al., 2017; Kohler et al., 2017).

### GO and motifs enrichment analysis

GO enrichment analyses were conducted with the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8), a web-based tool for GO enrichment analysis (http://david.abcc.ncifcrf.gov/). Gene sets within the clusters generated by the MCL algorithm were analysed for GO_BP terms using the Functional Annotation clustering tool. Motifs enrichment analysis was conducted using HOMER (Heinz et al., 2010) through the CAGEd-oPOSSUM web tool (Arenillas et al., 2016). Genomic loci of the cell cycle-associated promoters were inputted in the software. Enrichments for known motifs were searched between 1000 bp upstream and 300 bp downstream from the TSS.

### RTCA analysis following gene knockdown by RNAi

NHDF cells were cultured in Dulbecco Modified Eagle Medium (DMEM, Sigma-Aldrich) with 10% (*v*/*v*) foetal bovine serum (FBS, GE Healthcare) and 25 U/ml penicillin and 25 μg/ml streptomycin (Life technologies). The xCELLigence (Roche) real time cell analyser (RTCA) system was used to monitor the effect of gene knockdown on cell impedance, taken as a proxy for cell proliferation. Background impedance for the E-plates 96 (ACEA Biosciences) was standardized by the addition of culture medium (DMEM with 10% FBS, 25 U/ml penicillin, and 25 μg/ml streptomycin) following the manufacturer’s instructions. Following trypsination, cells were seeded at density of 6000 cells/cm^2^ in each well of the 96-well E-plates with the additional of 100 μl complete medium. Baseline levels of cell impedance index recorded and 24 h later, esiRNA transfection esiRNAs (Sigma-Aldrich) was performed while plates were undocked from the RTCA station. Transfection of esiRNA was carried out using the transfection reagent SilenceMag (OZ bioscience). esiRNA was combined with 3.3 μl SilenceMag and 3.0 μl H_2_O, and then mixed with antibiotic-free medium in a final volume of 100 μl and a concentration of 50 nM esiRNA per well. Complete medium was then replaced with the transfection mix, placed on magnetic plates (OZ bioscience) for 30 min in the incubator under the condition of 5% CO_2_ at 37°C. The transfection mix was then replaced with 200 μl complete medium before placing the plates back to the RTCA system. Cells were then incubated monitoring the cell impedance index every 15 min for 200 sweeps in first stage, 30 min for 200 sweeps in second stage, and continued at 60 min intervals for 100 sweeps in final stage. Time series cell impedance indices were extracted at regular time intervals. Negative controls were tested across each plate used to screen known (Fabregat et al., 2016) and potentially novel cell cycle-associated genes. At the time of screen, a number of the known genes were considered uncharacterized. Each assay was based on results gained from running three replicate assays per plate, and repeated on three separate runs. The raw dataset was exported as a cell impedance (CI) index with rows named by N time points (measurement time points at 30 min intervals following the transfection) and columns named by well of samples. Statistical analysis of the data was performed using the R package ‘RTCA’ to transform cell-impedance values into cell-index growth rate (CIGR) at regular time intervals during the measurement time (Zhang et al., 1999). For scoring of the effect of gene silencing-induced proliferation arrest, the package ‘cellHTS2’ was used to normalize average CIGR across samples (Boutros et al., 2006).

The library of esiRNAs (endoribonuclease-prepared short interfering RNAs, Sigma-Aldrich) employed here has been described elsewhere (Kittler et al., 2005, 2007). Negative control esiRNA reagents against sucrose isomaltase (*SI*), a gene not expressed by fibroblasts and collagen 1A2 (*COL1A2*), a gene expressed by fibroblasts but not associated with cell division. All control esiRNA reagents were used in each assay to verify the lack of non-specific effects of esiRNA treatment.

### Clone preparation

Entry clones in pDONR223 and containing open reading frames for candidate genes were sourced from the ORFeome collection (The ORFeome Collaboration, 2016). First, 50–150 ng of each entry clone was combined with 150 ng destination vector pcDNA-DEST47 or pcDNA-DEST53 (Life technologies) and 2 μl LR Clonase II enzyme mix (Life technologies). The reaction was incubated at 25°C for 1 h. Next, 1 μl (2 μg/μl) proteinase K was added to terminate the reaction, incubating for 10 min at 37°C. Then, 2 μl of the recombination reaction was added to chemically competent DH5α bacterial cells on ice and incubated for 20 min. DH5α cells were subjected to heat shock for 45 sec at 42°C followed by 2 min on ice. Finally, 1 ml SOC medium was added and incubated at 37°C with aeration. Cells were centrifuged at 2000 rpm and resuspended in 100 μl LB before plating out on LB plates with 100 μg/ml ampicillin. Plates were incubated at 37°C overnight.

### DNA transfection and confocal microscopy

Transfection of HEK293T cells with Gateway destination clones and K2 transfection system (Biontex Laboratories) was performed following manufacturer’s instructions. Following optimization studies, 1 μg of expression plasmid and 2 μl of the transfection reagent were diluted in 500 μl in each well (24-well plate). For GFP fluorescence protein imaging, cells were fixed in 4% paraformaldehyde and labelled for 30 min with Texas RedX Phalloidin (1:40) (Invitrogen) and then stained for 5 min in 300 nM DAPI. For centrosomal staining, polyclonal anti γ-tubulin antibody (Sigma-Aldrich) was used. Alternatively, a polyclonal antibody anti α-tubulin (Abcam) was used to stain microtubules during the formation of mitotic spindles. Fixation was carried out by applying 300 μl of cooled methanol per well for 2 min on ice. Cells were washed three times with PBS and then blocked with 5% goat serum (Sigma-Aldrich) and 0.1% Triton in PBS for 1 h. Primary antibodies were then diluted accordingly in blocking solution, applied on coverslips and incubated either overnight at 4°C or for 2 h at room temperature. Cells were then washed three times for 1 h with PBS. The secondary antibody was diluted in blocking solution (1:500), applied on coverslips and incubated for 1–2 h at room temperature. Alexa Fluor® 594 raised in donkey anti-rabbit IgG (H+L) (Life Technologies) was used as secondary for both primary antibodies, since they were used separately. Fluorescence images were captured on a Nikon EC-1 confocal microscope using Nikon EZ-C1 software. The following laser/filter combinations were used: DAPI nuclear stain (excitation 405 nm, emission BandPass 460/50 nm), eGFP (excitation 488 nm, emission BandPass 509 nm) and Texas Red X Phalloidin (Invitrogen) (excitation 543 nm, emission BandPass 605/70 nm).

## Supplementary Material

mjy063_Supplementary_Data_S1

mjy063_Supplementary_Data_S2

mjy063_Supplementary_Figures

mjy063_Supplementary_Table_S1

mjy063_Supplementary_Table_S2

mjy063_Supplementary_Table_S3

mjy063_Supplementary_Table_S4

# Supplementary material for: Assembly of a parts list of the human mitotic cell cycle machinery
**Source:** J Mol Cell Biol. 2018 Nov 17;11(8):703–18. doi: 10.1093/jmcb/mjy063
**Supplement:** mjy063_Supplementary_Data_S1

Giotti et al., Supplementary Data 1. Results from subcellular localisation studies of uncharacterised proteins

For all images: HEK293T nuclei were stained with DAPI (blue), uncharacterised proteins were fused with GFP (green) and actin was stained with phalloidin and Texas Red (red). Scale bars = 10 μ m.

Gene Symbol: TACC3

Gene description: transforming acidic coiled-coil containing protein 3

TACC3-GFP: Interphase: diffuse cytoplasmic signal (Figure 1A). Mitotic metaphase: signal at spindle poles (Figure 1B).

GFP-TACC3: Interphase: diffuse cytoplasmic signal (Figure 1C). Mitotic prophase: Punctate and fibrillar signal proximal to chromatin, diffuse signal elsewhere in cell (Figure 1D).

-N vs C- GFP expression: Consistent.

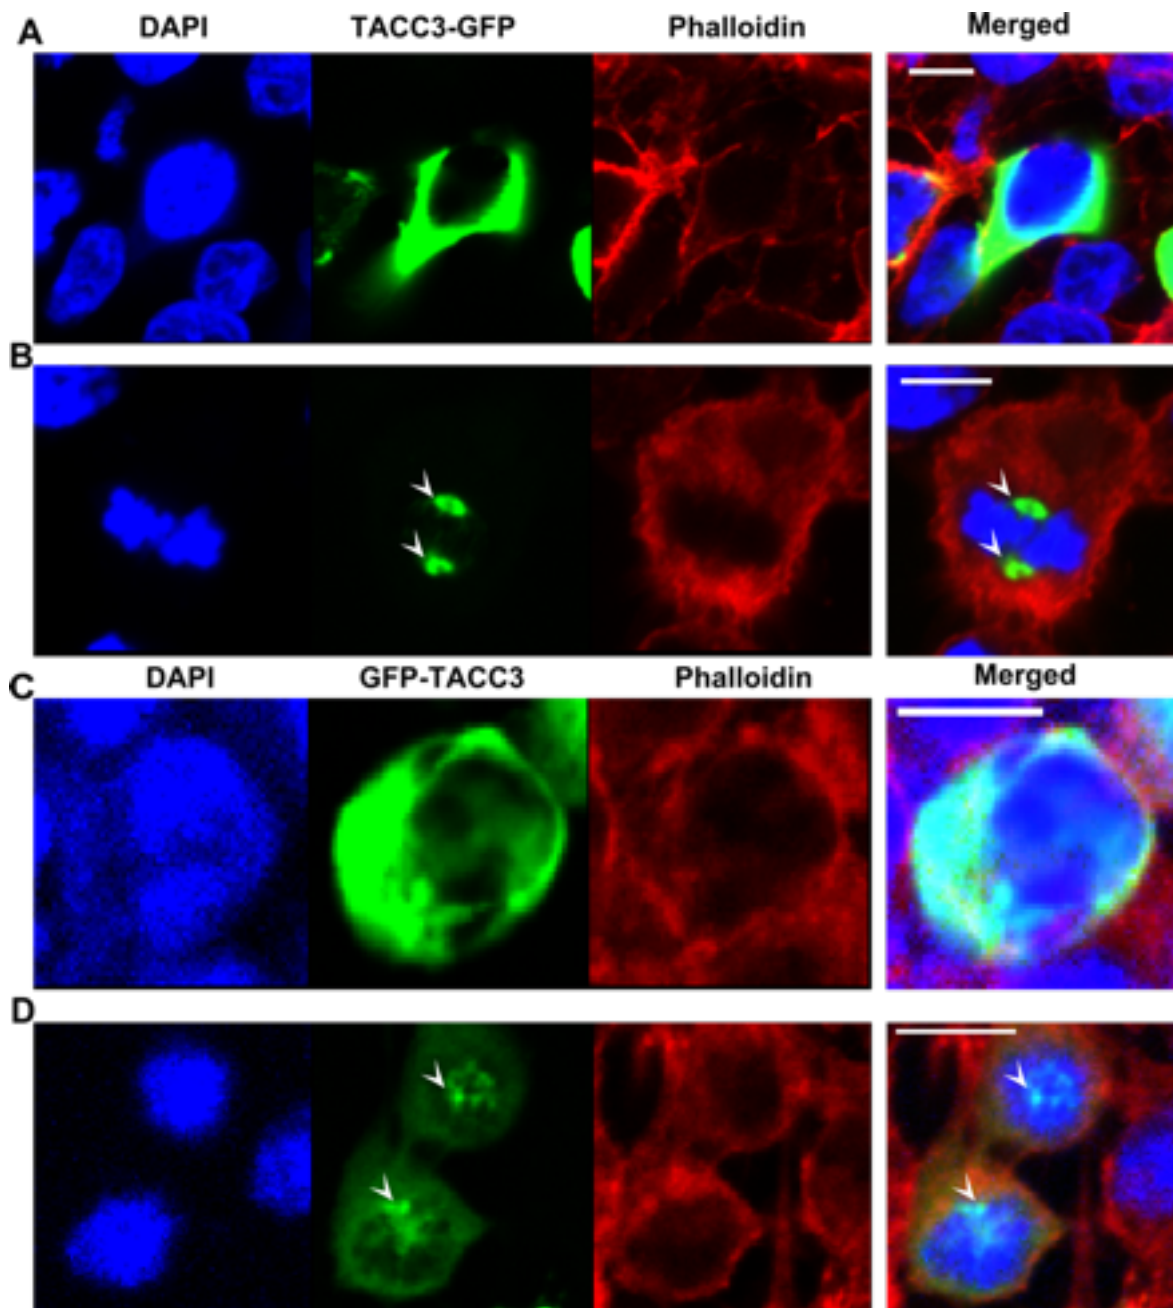

Figure 1. TACC3-GFP and GFP-TACC3 expression. (A) : Interphase: diffuse cytoplasmic signal. (B) Mitotic metaphase: signal at spindle poles. (C) Interphase: diffuse cytoplasmic signal. (D) Mitotic prophase: Punctate and fibrillar signal proximal to chromatin.

Gene symbol: CENPA

Gene description: centromere protein A

CENPA-GFP: Interphase: GFP signal is concentrated in nuclear puncta, aggregates and nucleoli. (Figure 2A). Mitotic prometaphase: Co-localisation with DNA (Figure 2B).

GFP-CENPA: Interphase: GFP signal is concentrated in nuclear aggregates (Figure 2C). Mitotic prometaphase: GFP signal is in chromatin foci (Figure 2D).

-N vs C- GFP expression: Consistent.

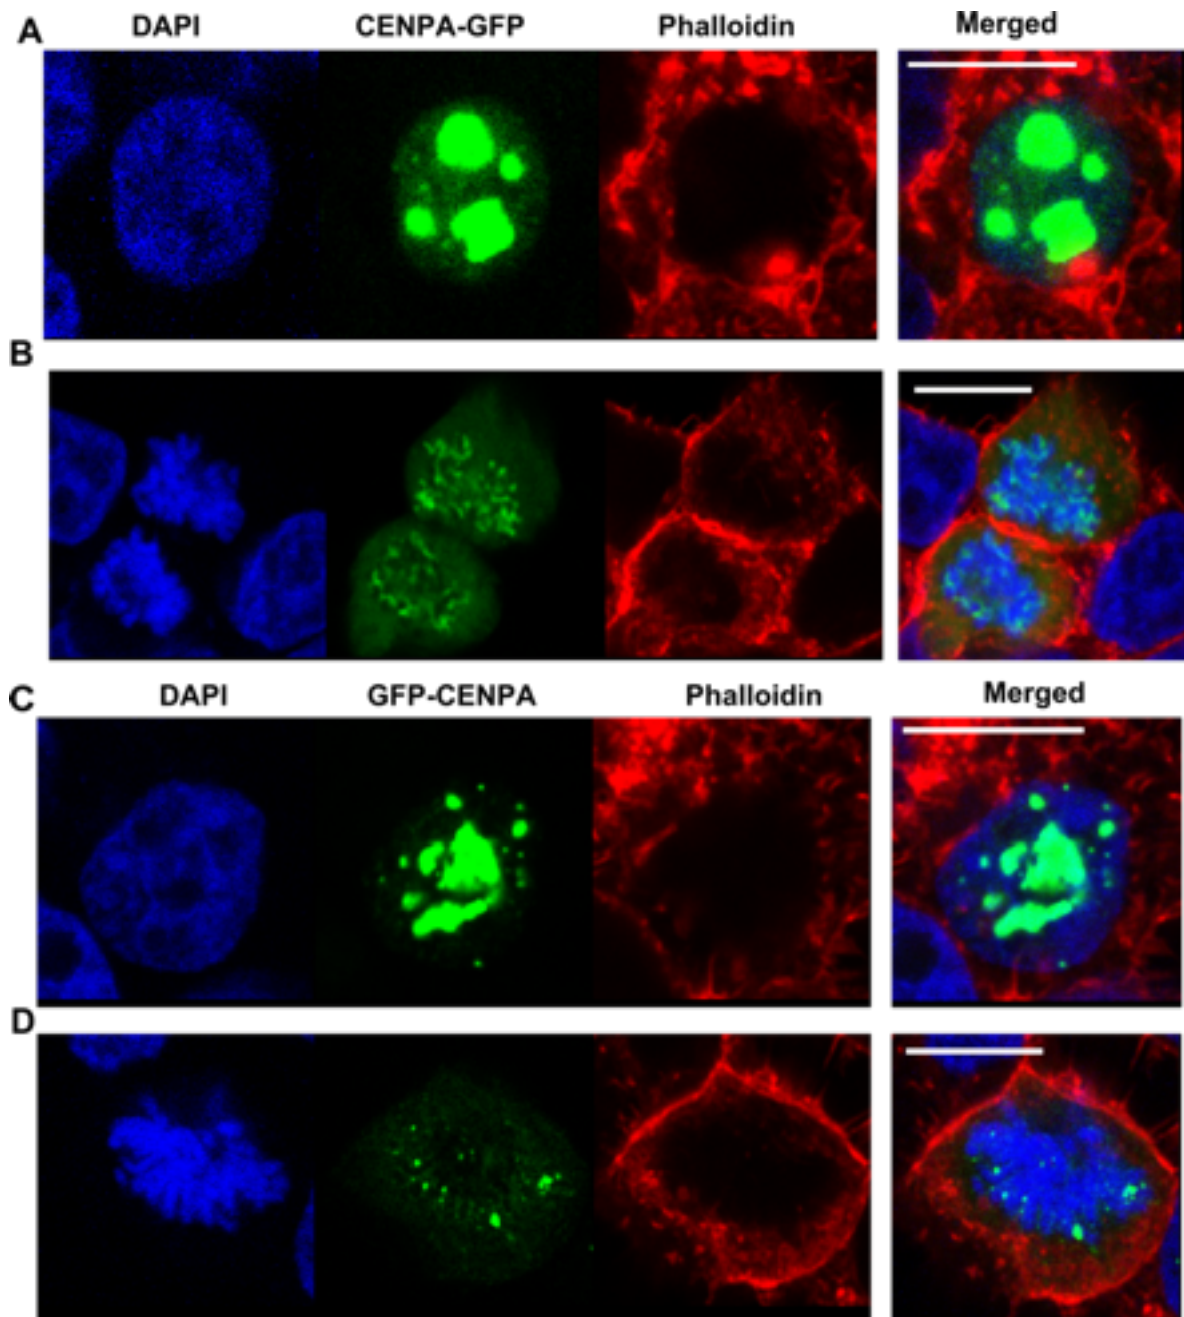

Figure 2. CENPA-GFP and GFP-CENPA expression. (A) Interphase: GFP signal is concentrated in nuclear puncta, aggregates and nucleoli. (B) Mitotic prometaphase: Co-localisation with DNA. (C) Interphase: GFP signal is concentrated in nuclear aggregates. (D) Mitotic prometaphase: GFP signal is in chromatin foci.

Gene Symbol: *C3orf14*

Gene description: chromosome 3 open reading frame 14

C3orf14-GFP: Interphase: GFP signal is concentrated in a single perinuclear focus (Figure 3A).

GFP-C3orf14: Interphase: GFP signal is concentrated in a single perinuclear focus. Mitotic prophase: GFP signal is concentrated in a single focus (Figure 4A). Mitotic metaphase: GFP signal is concentrated in three foci including two foci proximal to spindle poles (Figure 4B). Mitotic prometaphase: GFP signal is focused in two pair of dots proximal to condensed DNA (Figure 4C).

-N vs C- GFP expression: Consistent.

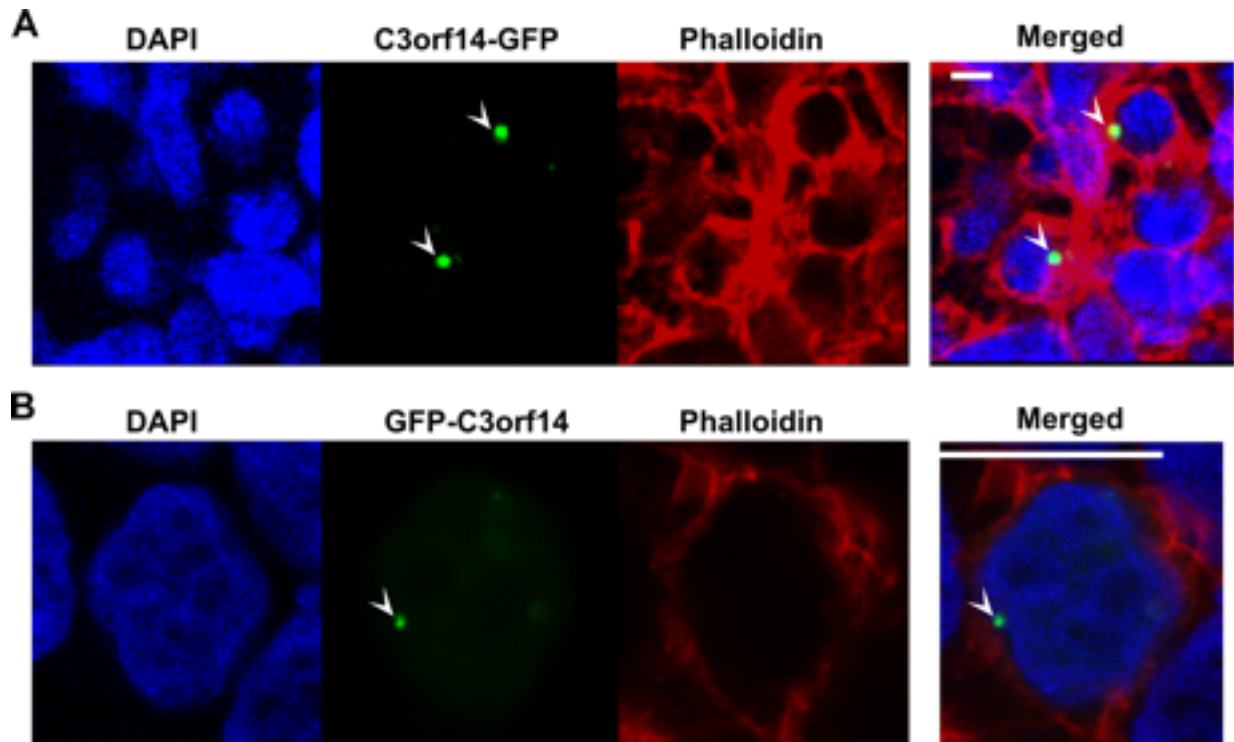

Figure 3. C3orf14-GFP and GFP-C3orf14 expression. Interphase: GFP signal is concentrated in a single perinuclear focus. (B) Interphase: GFP signal is concentrated in a single perinuclear focus.

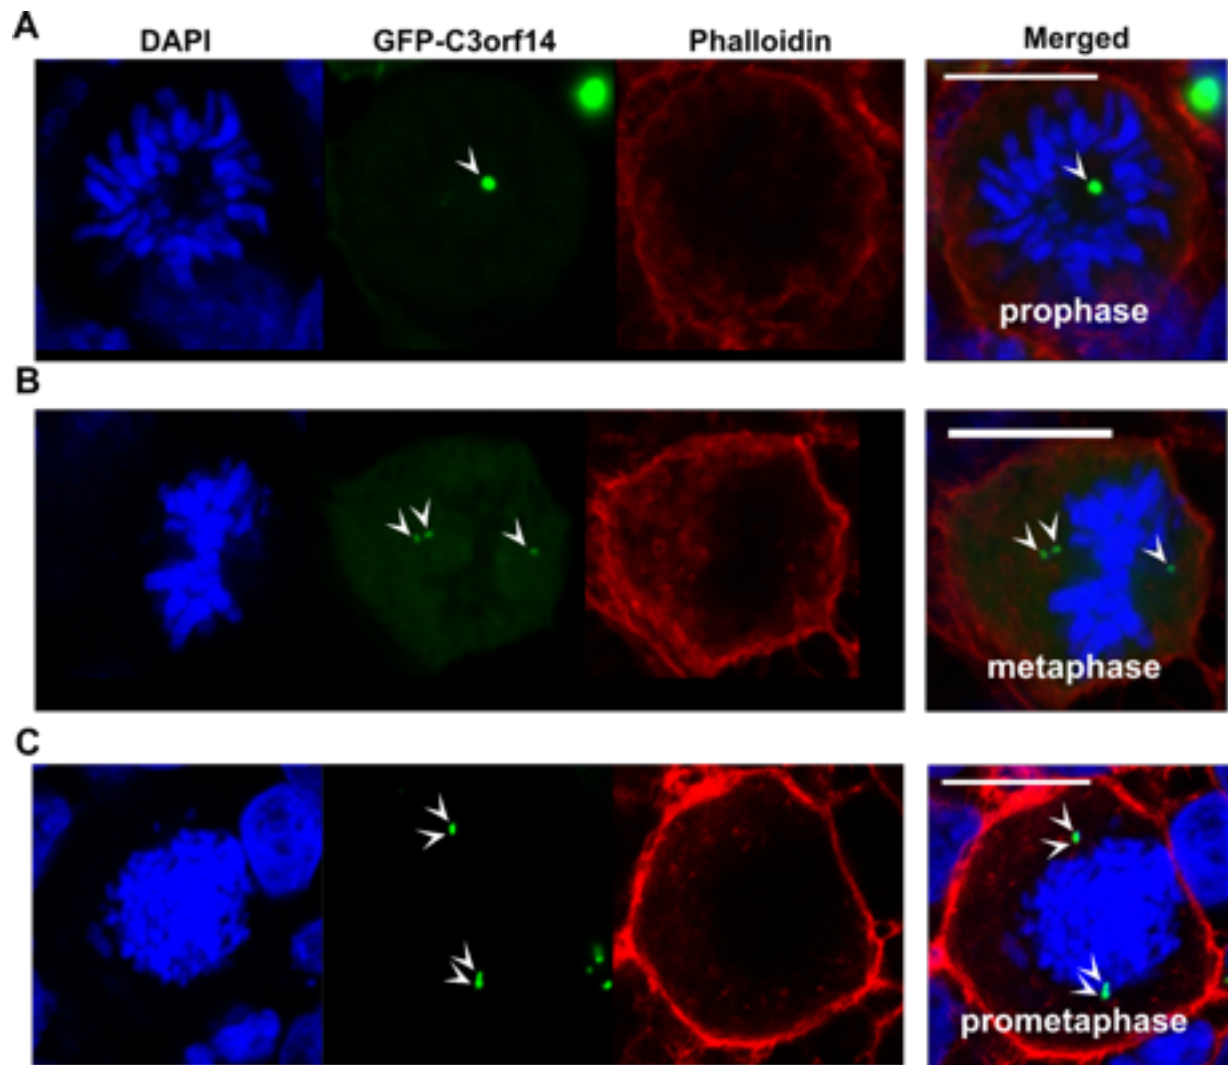

Figure 4. GFP-C3orf14 expression. (A) Mitotic prophase: GFP signal is concentrated in a single focus (arrow). (B) Mitotic metaphase: GFP signal is concentrated in three foci including two foci proximal to spindle poles (arrows). (C) Mitotic prometaphase: GFP signal is focused in two pair of dots proximal to condensed DNA (arrows).

Gene Symbol: *CCDC150*

Gene description: coiled-coil domain containing 150

CCDC150-GFP: Interphase: GFP signal concentrated in perinuclear foci. (Figure 5A, arrows).

GFP-CCDC150: Interphase: GFP signal concentrated in perinuclear foci (Figure 5B, arrows). Mitotic prophase: GFP signal in punctate foci. (Figure 5C, arrows).

-N vs C- GFP expression: Consistent.

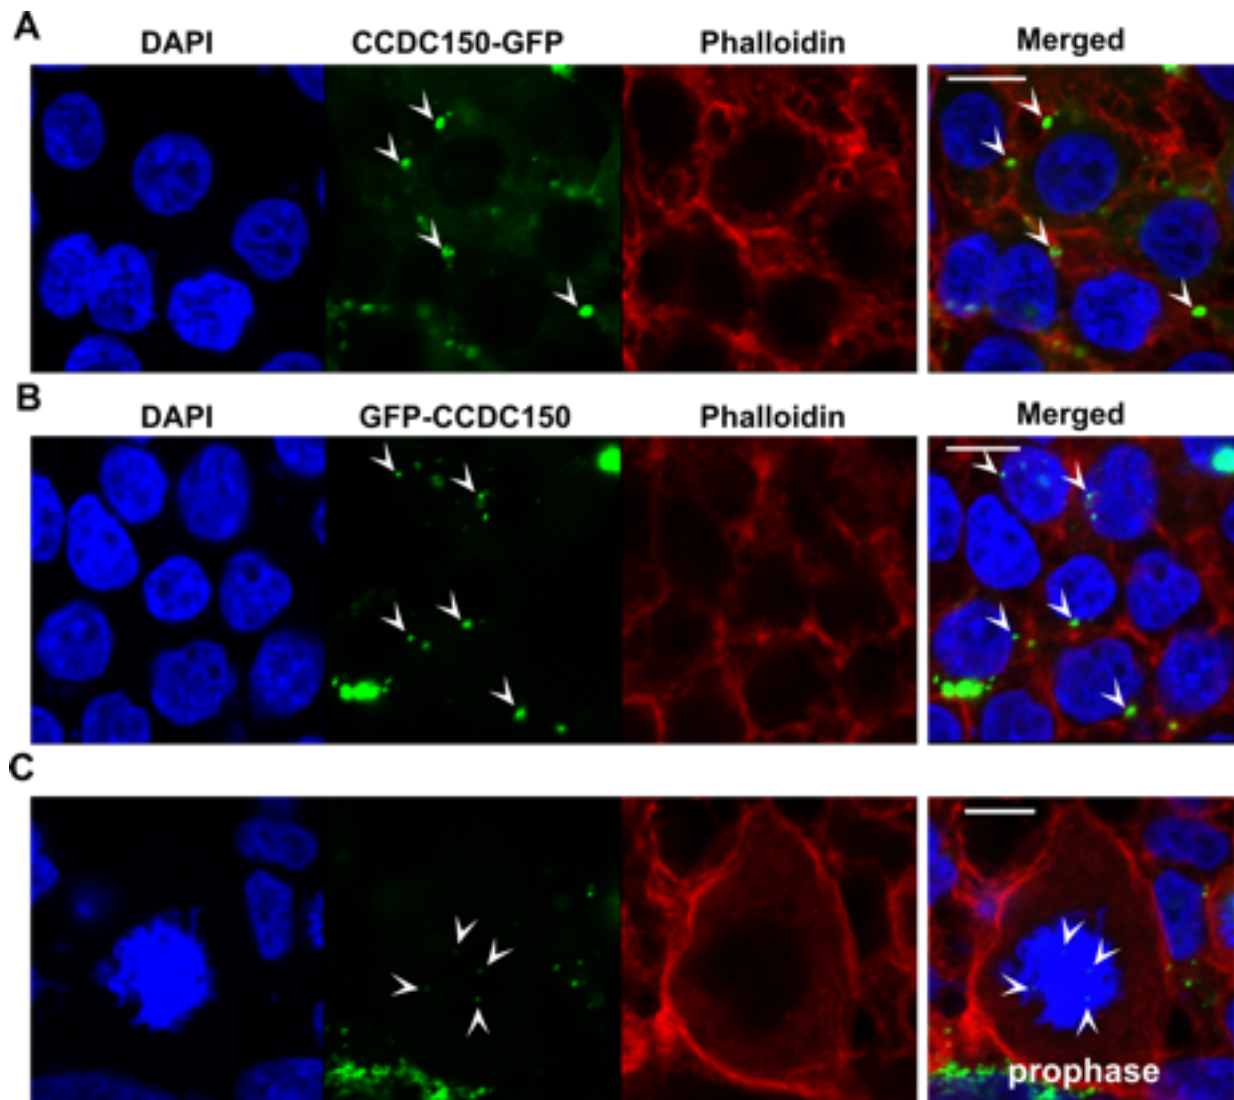

Figure 5. CCDC150-GFP and GFP-CCDC150 expression. (A) Interphase: GFP signal concentrated in perinuclear foci (arrows). (B) Interphase: GFP signal concentrated in perinuclear foci (arrows). (C) Mitotic prophase: GFP signal in punctate foci.

Gene Symbol: *C18orf54*

Gene description: Lung adenoma susceptibility protein 2

C18orf54-GFP: Interphase: GFP signal is concentrated in a single perinuclear focus (Figure 6A).

GFP-C18orf54 Interphase: GFP signal is concentrated in a single perinuclear focus (Figure 6B). Mitotic anaphase: GFP signal localised with the mitotic spindle and cytoplasm (Figure 6C).

-N vs C- GFP expression: Consistent.

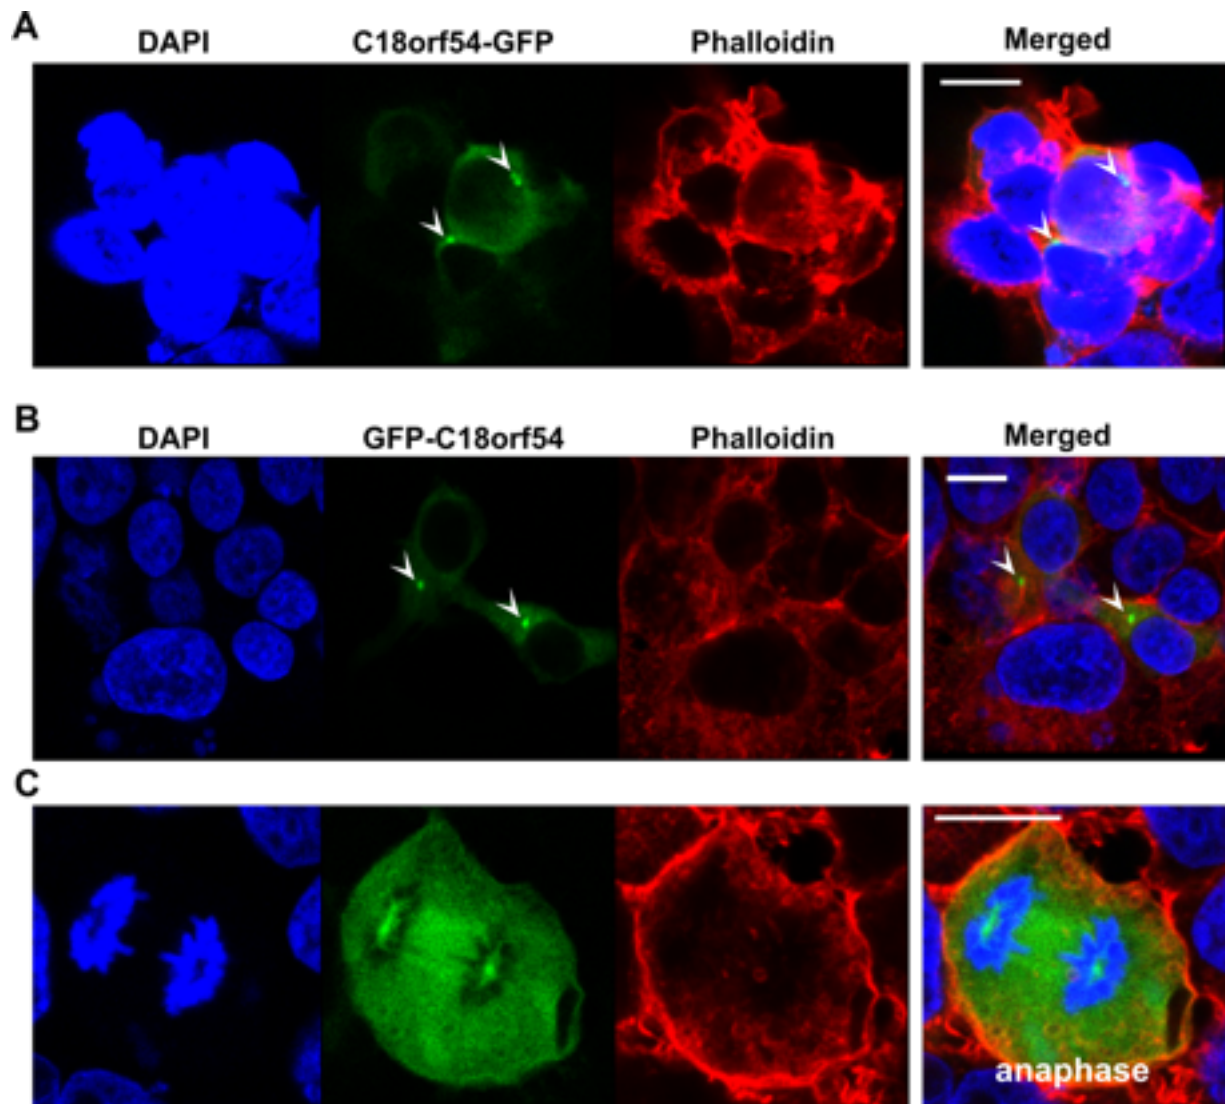

Figure 6 C18orf54-GFP and GFP-C18orf54 expression. (A) GFP signal is concentrated in a single perinuclear focus (arrows). (B) GFP signal is concentrated in a single perinuclear focus (arrows). (C) GFP signal localised with the mitotic spindle and cytoplasm.

Gene Symbol: *C9orf40*

Gene description: uncharacterised protein C9orf40

C9orf40-GFP: Interphase: GFP signal shows a punctuated pattern in the nucleus (Figure 7A). Mitotic prometaphase: GFP signal concentrated in two loci proximal to DNA (Figure 7B-C).

GFP-C9orf40: Interphase: punctuated and diffuse GFP signal in the nucleus (Figure 8A-B respectively). Mitotic prophase: GFP signal diffuse in cytoplasm (Figure 8C).

-N vs C- GFP expression: Consistent.

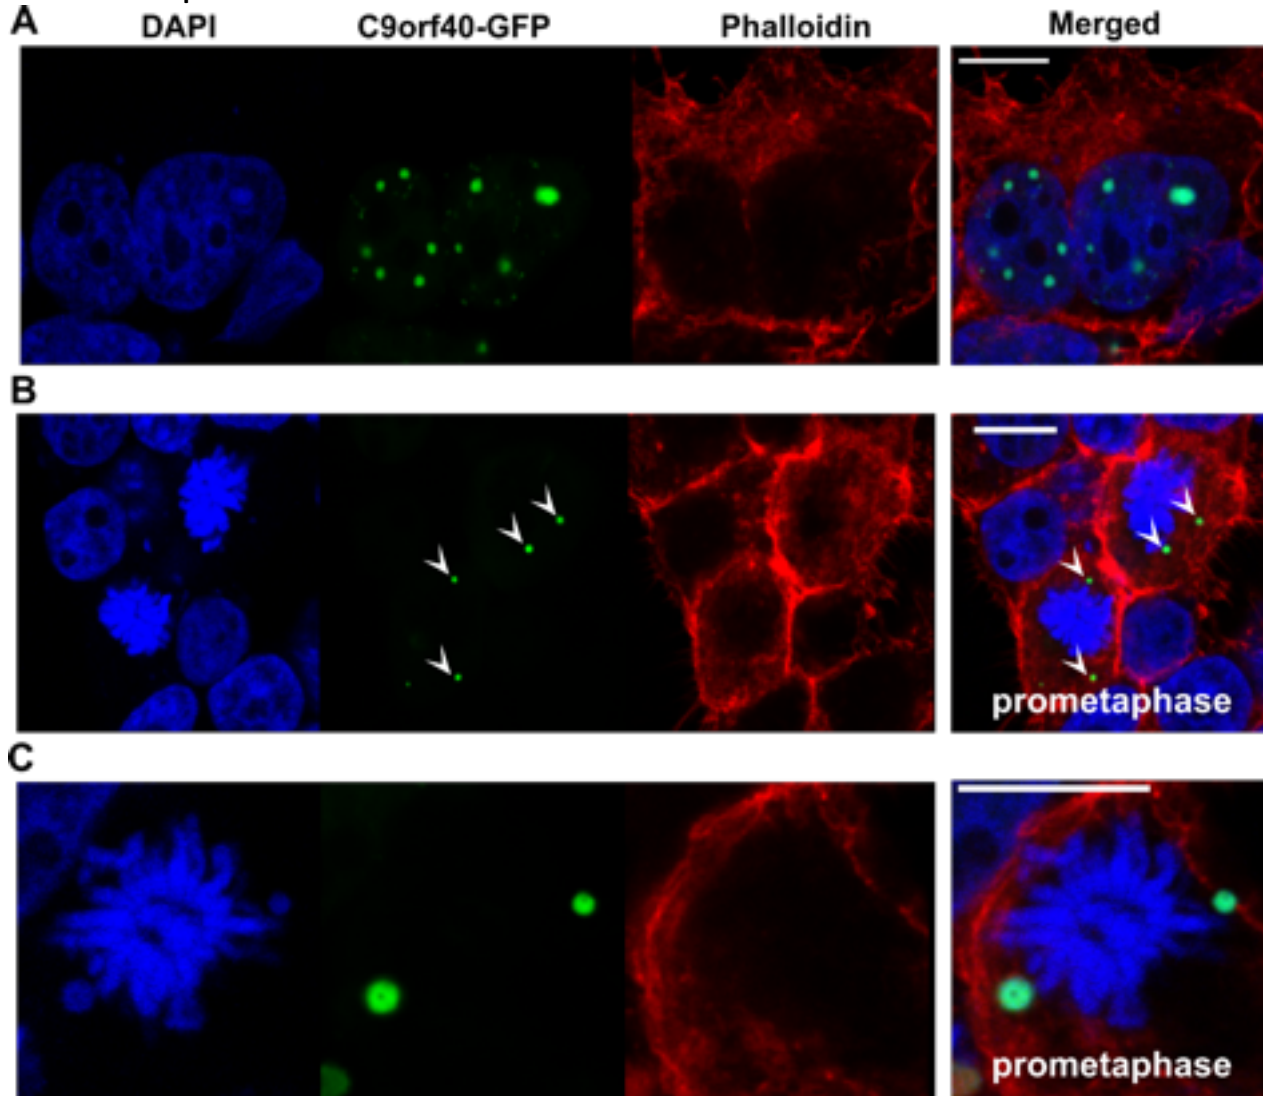

Figure 7. Expression of C9orf40-DEST47 in HEK293T cells. (A) GFP signal shows a punctuated pattern in the nucleus. (B-C) GFP signal concentrated in two loci proximal to DNA. Nuclei were stained with DAPI (blue), uncharacterised proteins were fused with GFP (green) and actin was stained with phalloidin and Texas Red (red). Scale bars = 10 μm

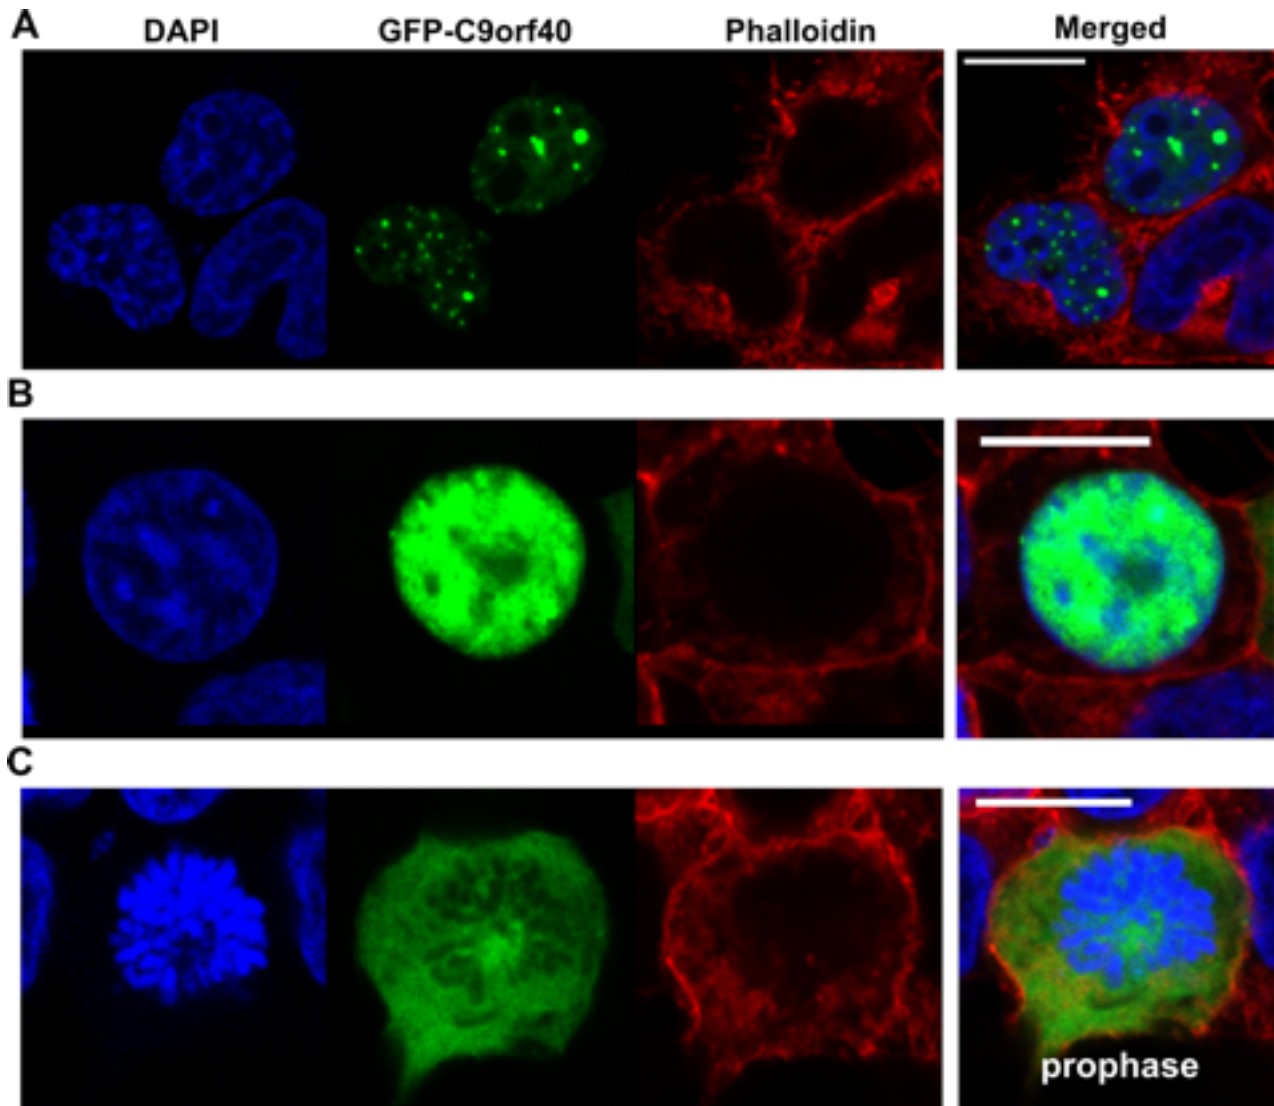

Figure 8. Expression of C9orf40-DEST53 in HEK293T cells. (A) Expression of C9orf40-DEST53 was found with similar pattern of C9orf40-DEST47, although also a diffuse expression in nuclei but not nucleoli was seen (B). (C) Expression of C9orf40-DEST53 showed diffuse expression during prophase/prometaphase. Nuclei were stained with DAPI (blue), uncharacterised proteins were fused with GFP (green) and actin was stained with phalloidin and Texas Red (red). Scale bars= 10 μm

Gene Symbol: *ERI2*

Gene description: ERI1 exoribonuclease family member 2

ERI2-GFP: No signal.

GFP-ERI2: Interphase: GFP signal is concentrated in a single perinuclear locus (Figure 9A) and diffused in cytoplasm (Figure 9B). Mitotic prophase: GFP signal is diffused in cytoplasm (Figure 9C).

-N vs C- GFP expression: Not confirmed.

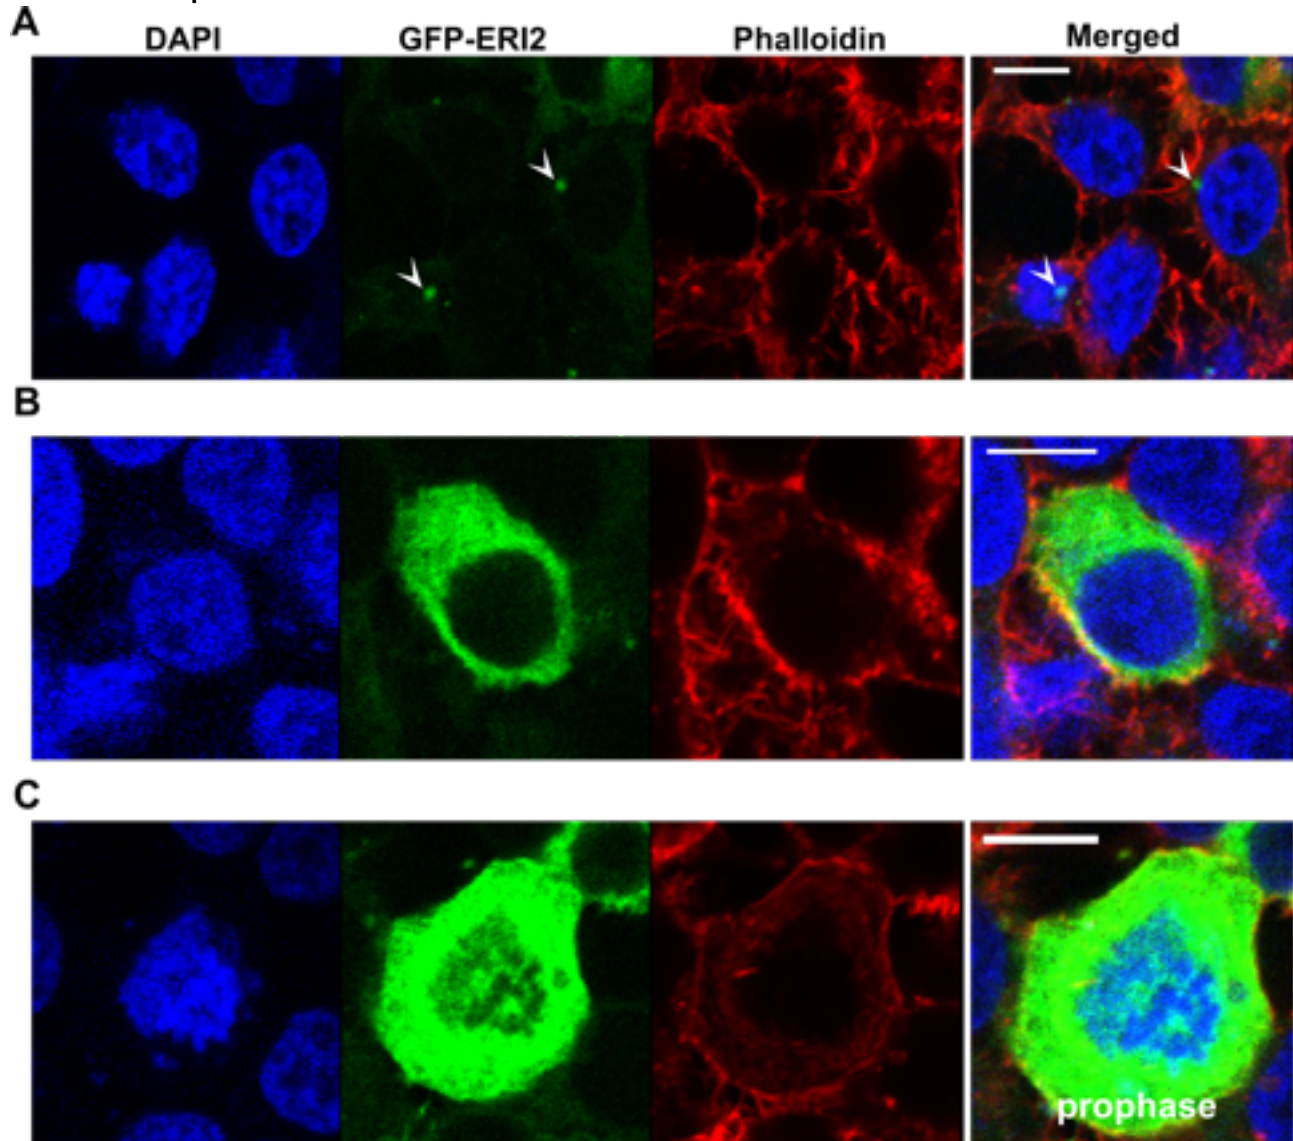

Figure 9. GFP-ERI2 expression. (A) Interphase: GFP signal is concentrated in a single perinuclear locus (arrows). (C) Mitotic prophase: GFP signal is diffused in cytoplasm.

Gene Symbol: *ZNF695*

Gene description: zinc finger protein 695

ZNF695-GFP: No GFP signal.

GFP-ZNF695: Interphase: GFP signal is concentrated in perinuclear aggregates (Figure 10A). Mitotic prophase: Punctuated GFP signal (Figure 10B).

-N vs C- GFP expression: Not confirmed.

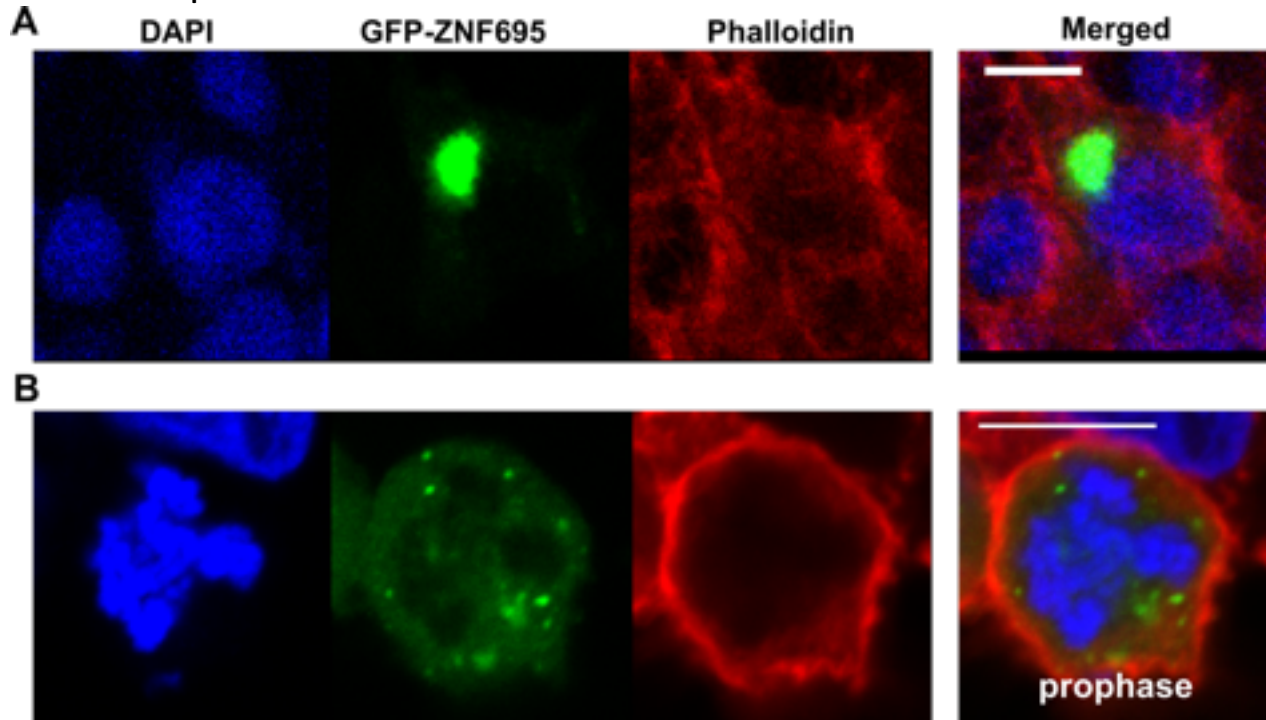

Figure 10. Expression of ZNF695-DEST53 in HEK293T cells. (A) GFP signal is concentrated in perinuclear aggregates. (B) Mitotic prophase: Punctuated GFP signal.

Gene Symbol: *ZNF100*

Gene description: zinc finger protein 100

ZNF100-GFP: GFP signal is diffused in cytoplasm and nucleus but no nucleoli (Figure 11A).

GFP-ZNF100: GFP signal is diffused and focused in aggregates in cytoplasm (Figure 11B). Mitotic prophase: GFP signal is diffused and focused in aggregates in cytoplasm (Figure 11C).

-N vs C- GFP expression: Partial agreement.

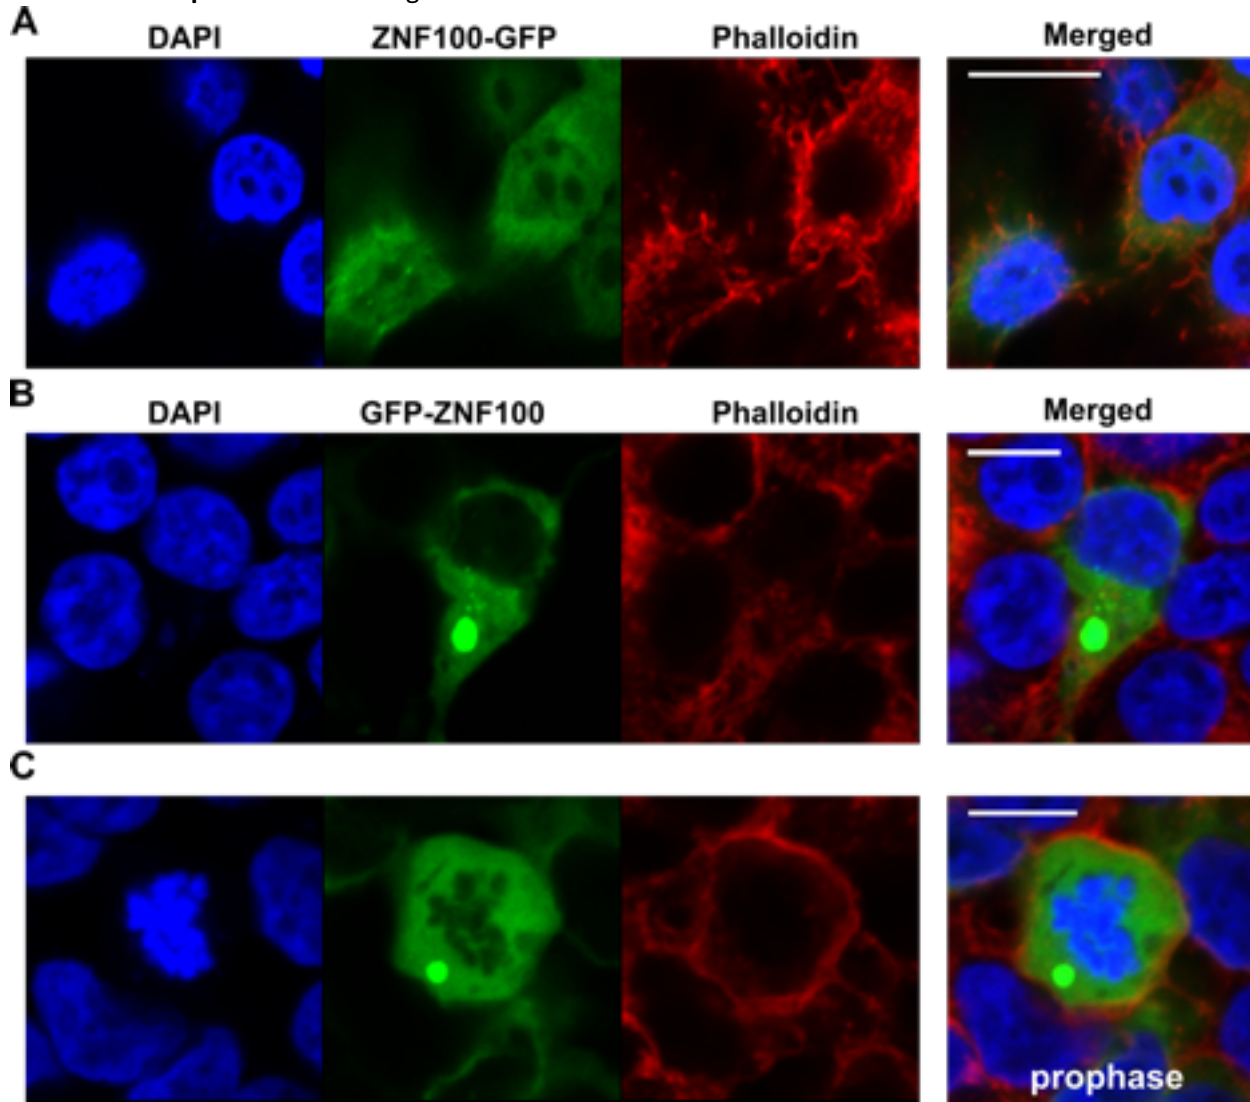

Figure 11. Expression of ZNF100-DEST47/53 in HEK293T cells. (A) GFP signal is diffused in cytoplasm and nucleus but no nucleoli. (B) GFP signal is diffused and focused in aggregates in cytoplasm. (C). Mitotic prophase: GFP signal is diffused and focused in aggregates in cytoplasm

Gene Symbol: *C19orf48*

Gene description: chromosome 19 open reading frame 48

C19orf48-GFP: No GFP signal.

GFP-C19orf48: Mitotic prometaphase: GFP signal focused in two loci proximal to condensed chromatin (Figure 12).

-N vs C- GFP expression: Not confirmed.

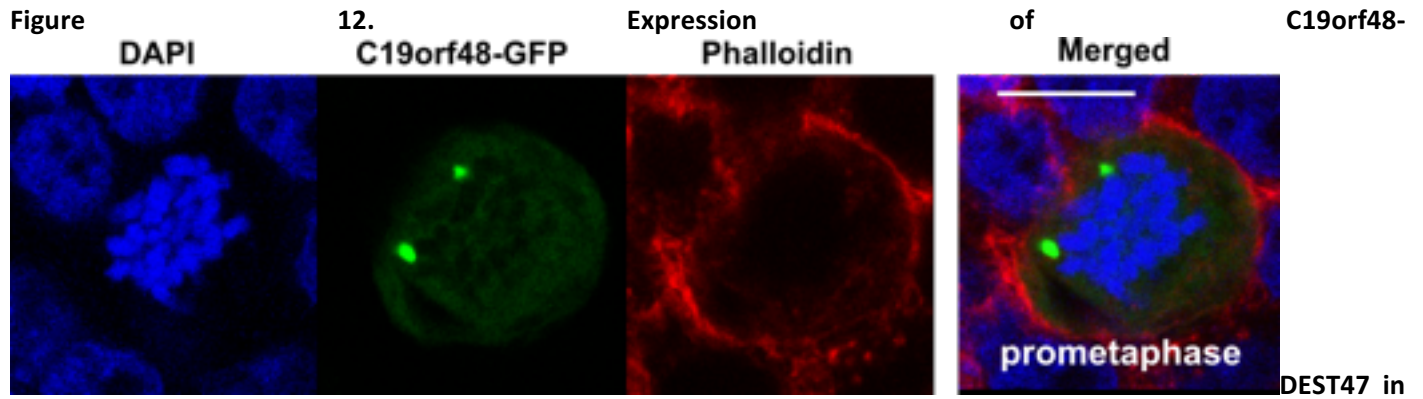

Gene Symbol: *C17orf53*

Gene description: uncharacterised protein C17orf53

C17orf53-GFP: Interphase: Punctuate GFP signal concentrated in nucleus but not nucleoli (Figure 13A). Mitotic prophase: GFP signal diffuse in the cytoplasm (Figure 13B).

GFP-C17orf53: Interphase GFP signal is concentrated in nucleus and in large aggregates in perinuclear region (Figure 13C).

-N vs C- GFP expression: Partial agreement.

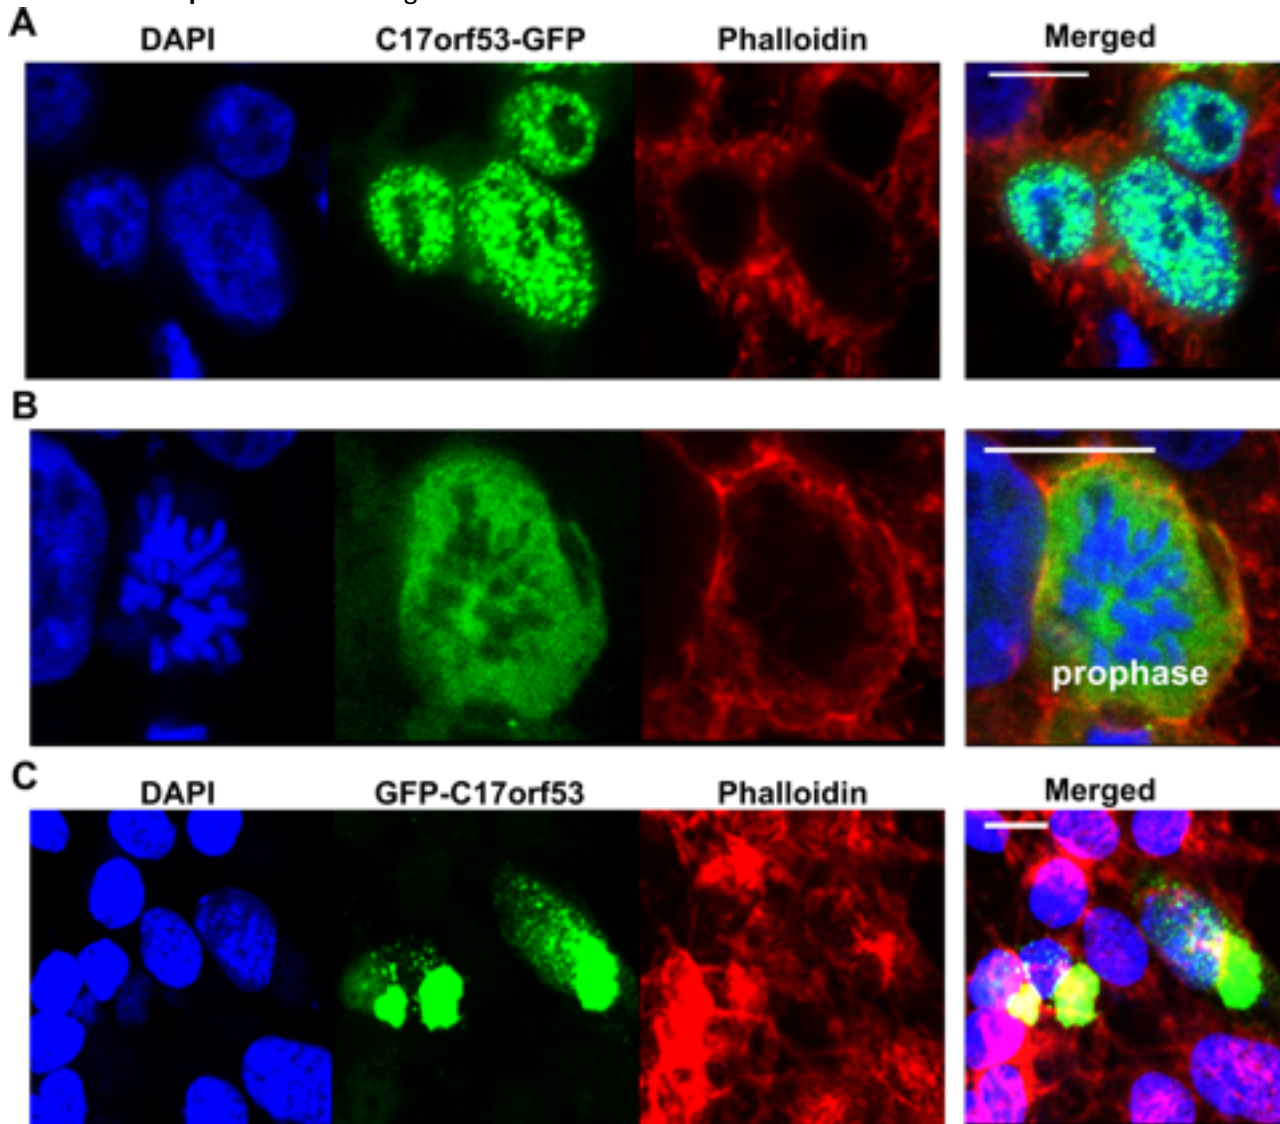

Figure 13. C17orf53-GFP and GFP-C17orf53 expression. (A): Interphase: Punctuate GFP signal in nucleus but not nucleoli. (B) Mitotic prophase: GFP signal diffuse in the cytoplasm. (C) Interphase GFP signal is concentrated in nucleus and in large aggregates in perinuclear region.

Gene Symbol: *DONSON*

Gene description: downstream neighbour of Son

DONSON-GFP: Interphase: Punctuate GFP signal is concentrated in nucleus (Figure 14).

GFP-DONSON: Interphase: Punctuate GFP signal is concentrated in nucleus (Figure 15A). Mitotic prometaphase: GFP signal focused in one focus (Figure 15B). Mitotic prometaphase: GFP signal focused in two foci proximal to condensed DNA. (Figure 15C).

-N vs C- GFP expression: Consistent.

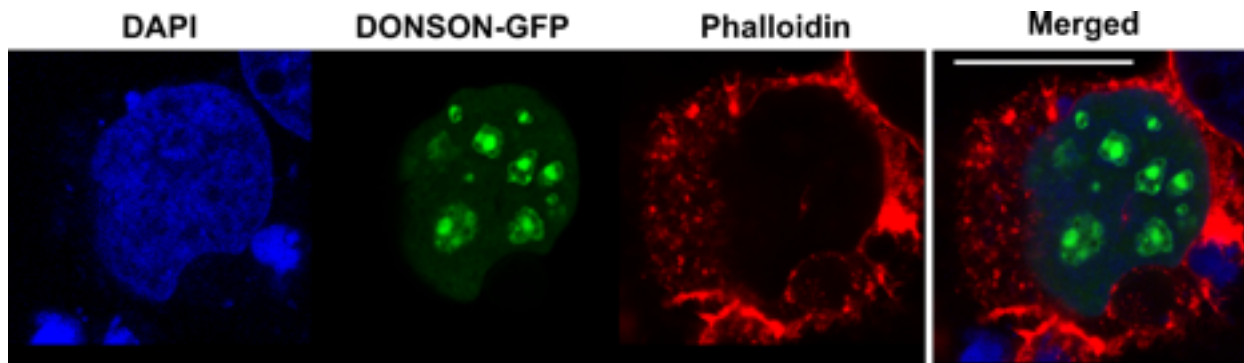

Figure 14. DONSON-GFP expression. (A) Expression of DONSON-DEST47 stained the nuclei with the inclusion of nucleoli.

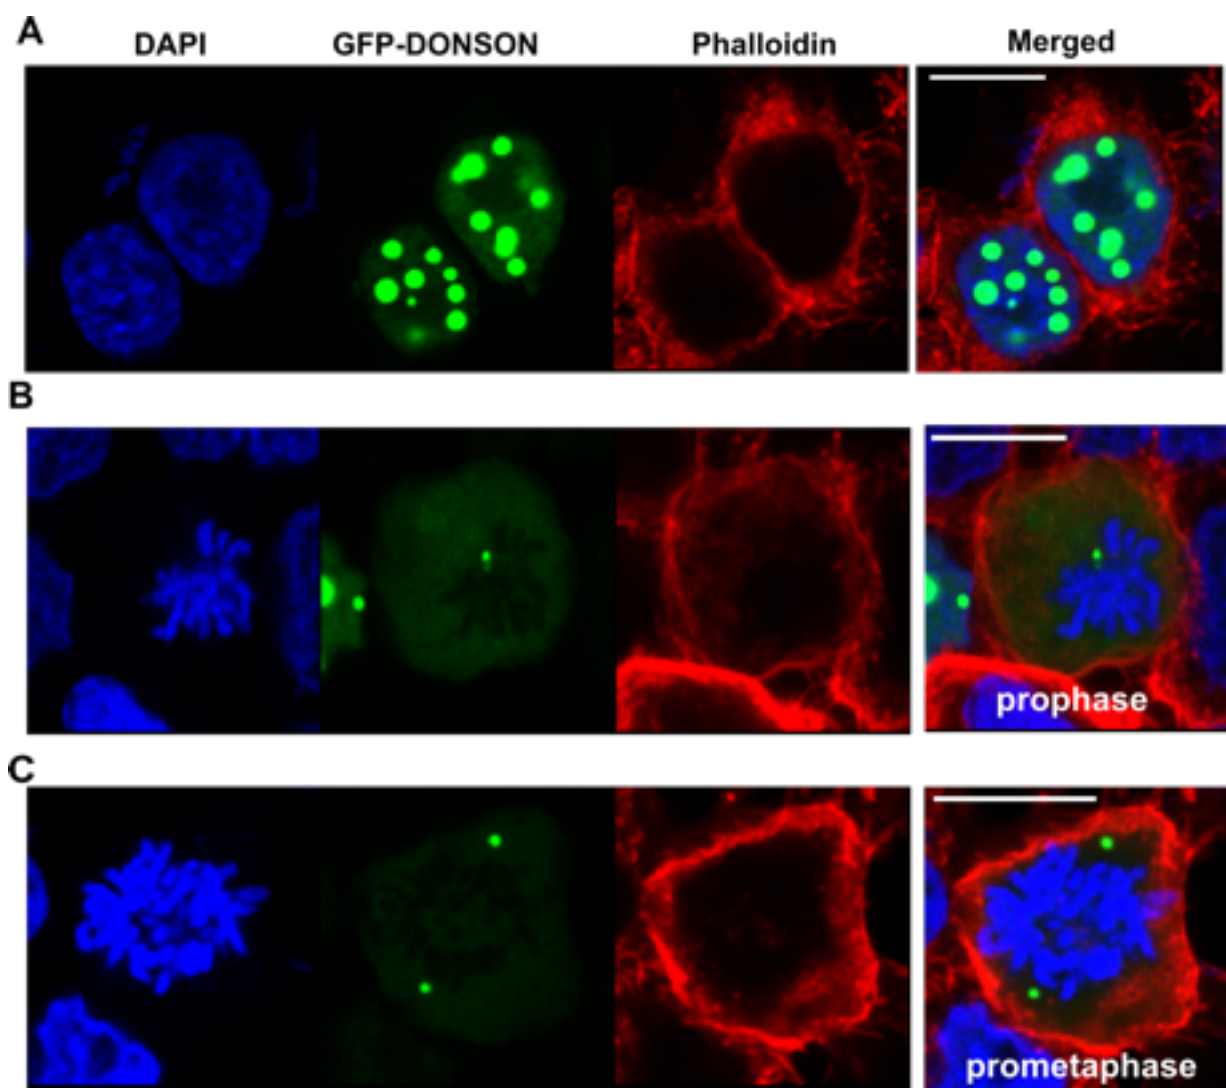

Figure 15. GFP-DONSON expression. (A) Interphase: Punctuate GFP signal is concentrated in nucleus. (B) Mitotic prometaphase: GFP signal focused in one focus. (C) Mitotic prometaphase: GFP signal focused in two foci proximal to condensed.

Gene Symbol: *WDR76*

Gene description: WD repeat-containing protein 76

WDR76-GFP: Interphase: GFP signal is diffuse in nuclei but not nucleoli (Figure 16).

GFP-WDR76: No GFP signal.

-N vs C- GFP expression: Not confirmed.

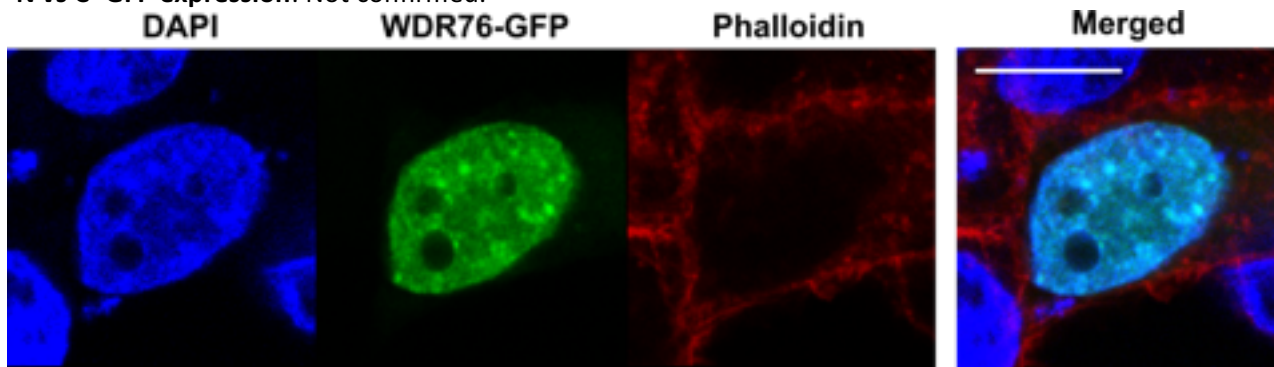

Figure 16. WDR76-GFP expression. : Interphase: GFP signal is diffuse in nuclei but not nucleoli.

Gene Symbol: *MTFR2*

Gene description: mitochondrial fission regulator 2

MTFR2-GFP: No GFP signal.

GFP-MTFR2: Interphase: Punctuate GFP signal in nucleus and nucleoli (Figure 17A). Mitotic prophase: Punctuate GFP signal (Figure 17B).

-N vs C- GFP expression: Not confirmed.

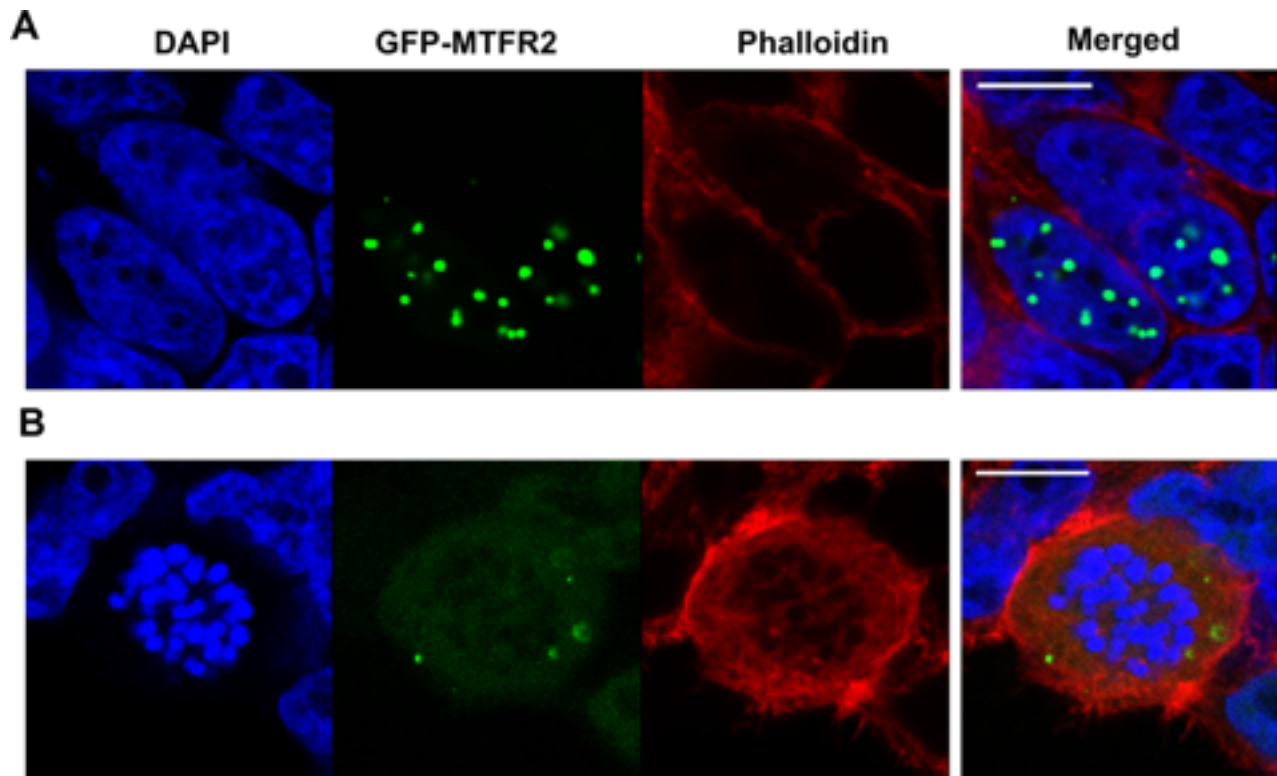

Figure 17. GFP-MTFR2 expression. (A) Interphase: Punctuate GFP signal in nucleus and nucleoli. (B) Mitotic prophase: Punctuate GFP signal.

Gene Symbol: *CCDC34*

Gene description: *Coiled-coil domain-containing protein 34*

CCDC34-GFP: Interphase: GFP signal diffuse in cytoplasm and concentrated in perinuclear region (Figure 18A).

GFP-CCDC34: Interphase: GFP signal diffuse in cytoplasm (Figure 18B). Mitotic metaphase: GFP signal diffuse in cytoplasm (Figure 18C).

-N vs C- GFP expression: Partial agreement.

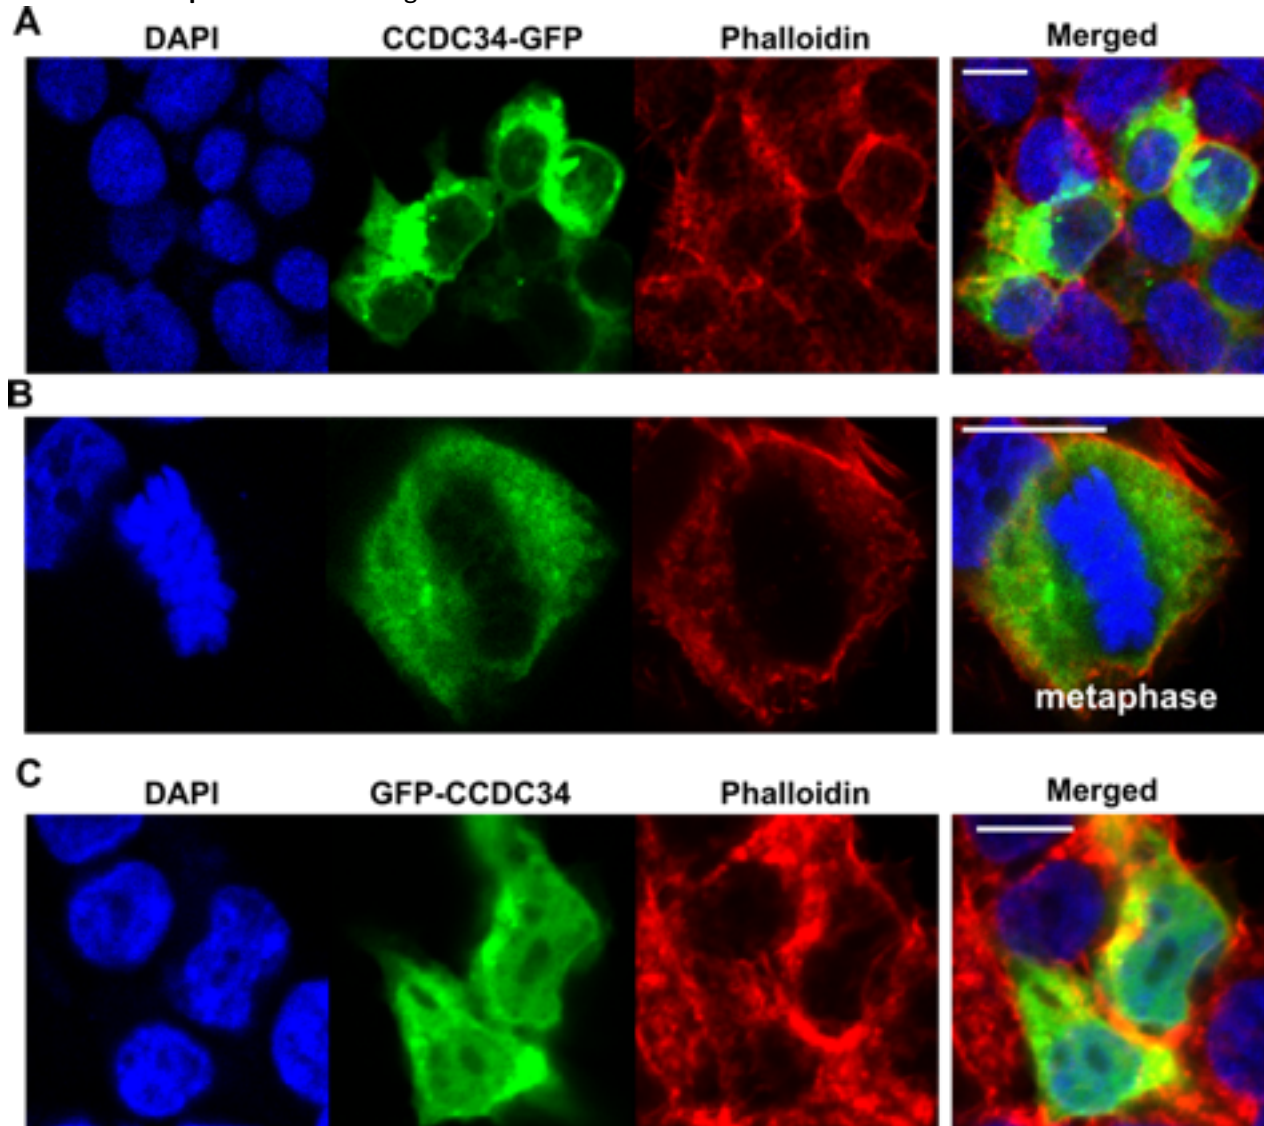

Figure 18. CCDC34-GFP and GFP-CCDC34 expression. (A) Interphase: GFP signal diffuse in cytoplasm and concentrated in perinuclear region. (B) Interphase: GFP signal diffuse in cytoplasm. (C) Mitotic metaphase: GFP signal diffuse in cytoplasm.

Gene Symbol: **FAM122B**

Gene description: family with sequence similarity 122B

FAM122B-GFP: Interphase: GFP signal is diffuse in nuclei but not nucleoli (Figure 19A). Mitotic prophase: GFP signal is diffuse in cytoplasm (Figure 19B)

GFP-FAM122B: Interphase: GFP signal is diffuse in nuclei but not nucleoli (Figure 19C). Mitotic prophase: GFP signal is diffuse in cytoplasm (Figure 19D)

-N vs C- GFP expression: Consistent.

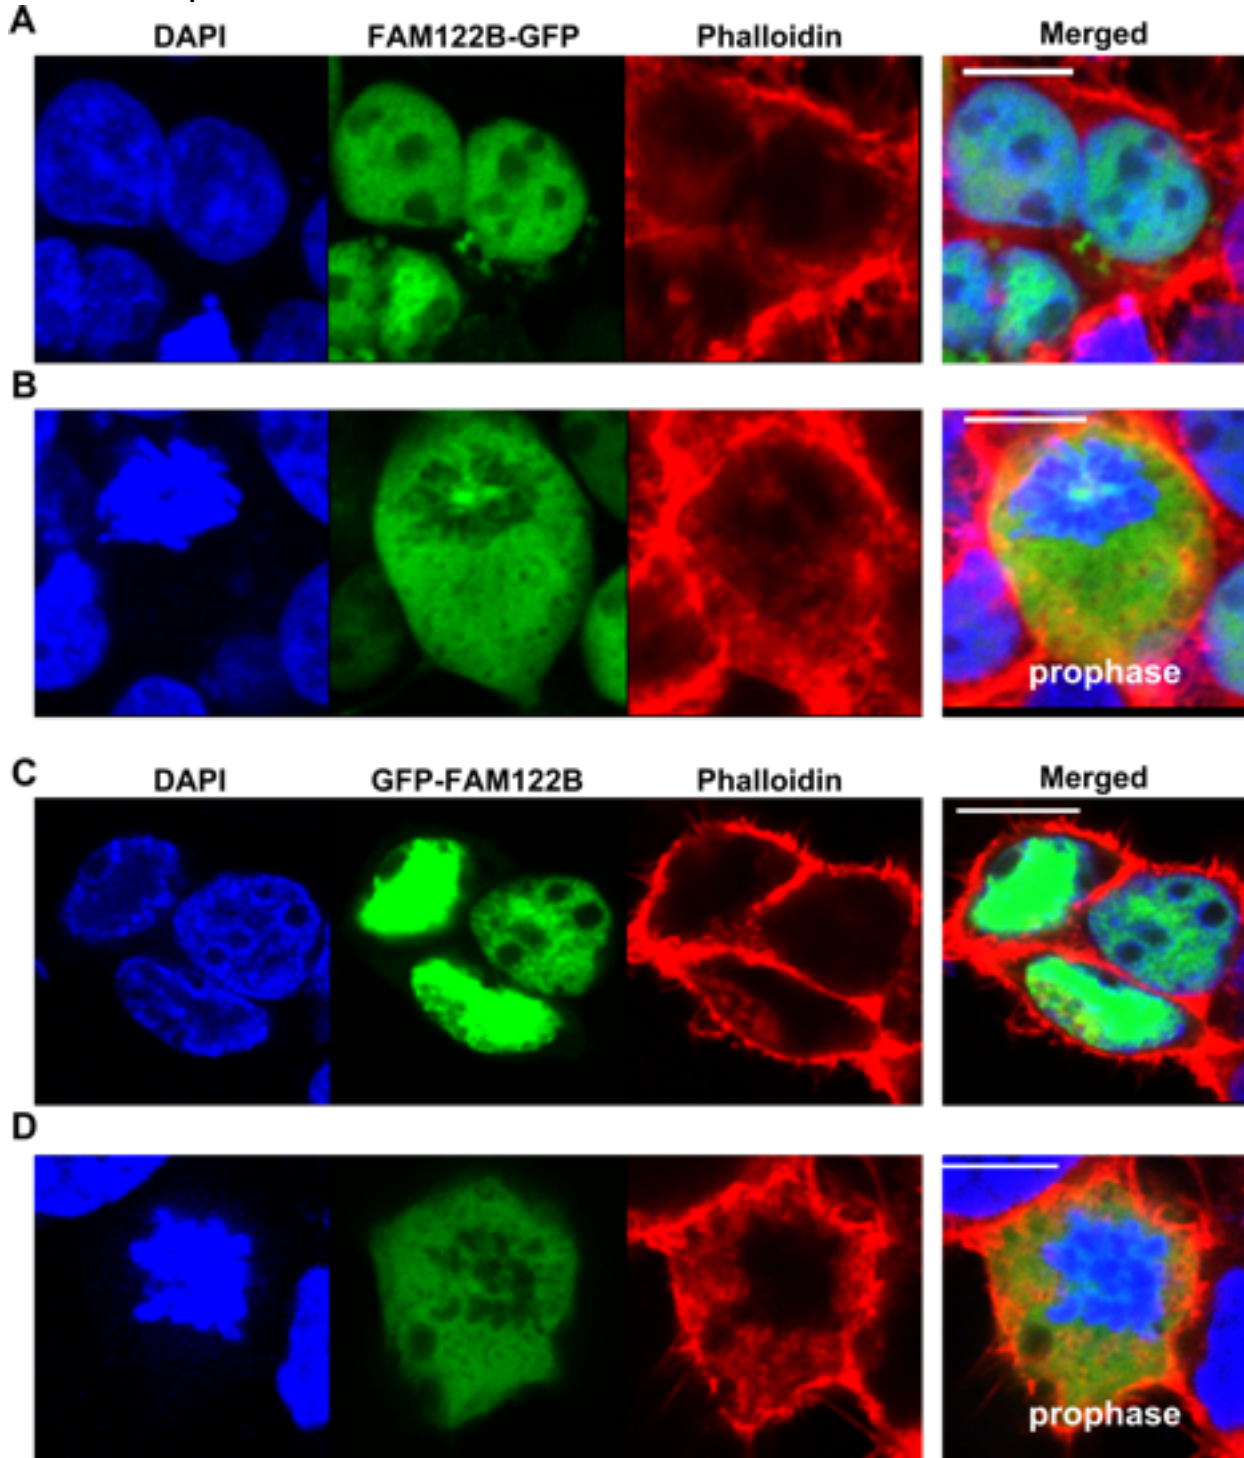

Figure 19. FAM122B-GFP and GFP-FAM122B expression. (A) Interphase: GFP signal is diffuse in nuclei but not nucleoli. (B) Mitotic prophase: GFP signal is diffuse in cytoplasm. (C) Interphase: GFP signal is diffuse in nuclei but not nucleoli. (D) Mitotic prophase: GFP signal is diffuse in cytoplasm.

Gene Symbol: *SPIN4*

Gene description: spindlin family member 4

SPIN4-GFP: Interphase: GFP signal concentrated in nuclear bodies and nucleoli (Figure 20A).

GFP-SPIN4: Interphase: GFP signal concentrated in nuclear bodies and nucleoli (Figure 20B).

-N vs C- GFP expression: Consistent.

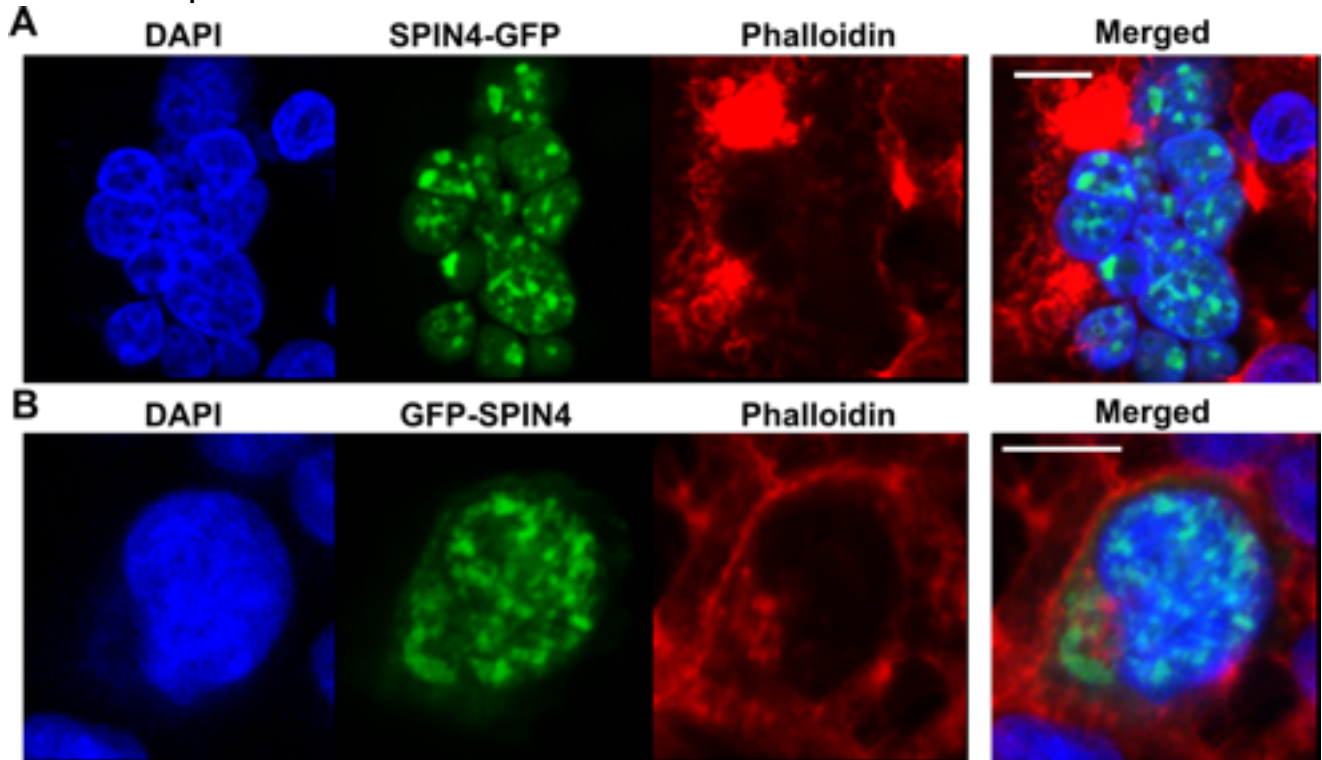

Figure 20. SPIN4-GFP and GFP-SPIN4 expression. (A) Interphase: GFP signal concentrated in nuclear bodies and nucleoli. (B) Interphase: GFP signal concentrated in nuclear bodies and nucleoli.

Gene Symbol: CHAC2

Gene description: ChaC cation transport regulator homolog 2

CHAC2-GFP: Interphase: GFP signal diffuse in cytoplasm and nuclei (Figure 21A). Mitotic anaphase: GFP signal diffuse in cytoplasm (Figure 21B).

GFP-CHAC2: Interphase: GFP signal diffuse in cytoplasm and nuclei (Figure 21C). Mitotic metaphase: GFP signal diffuse in cytoplasm (Figure 21D).

-N vs C- GFP expression: Consistent.

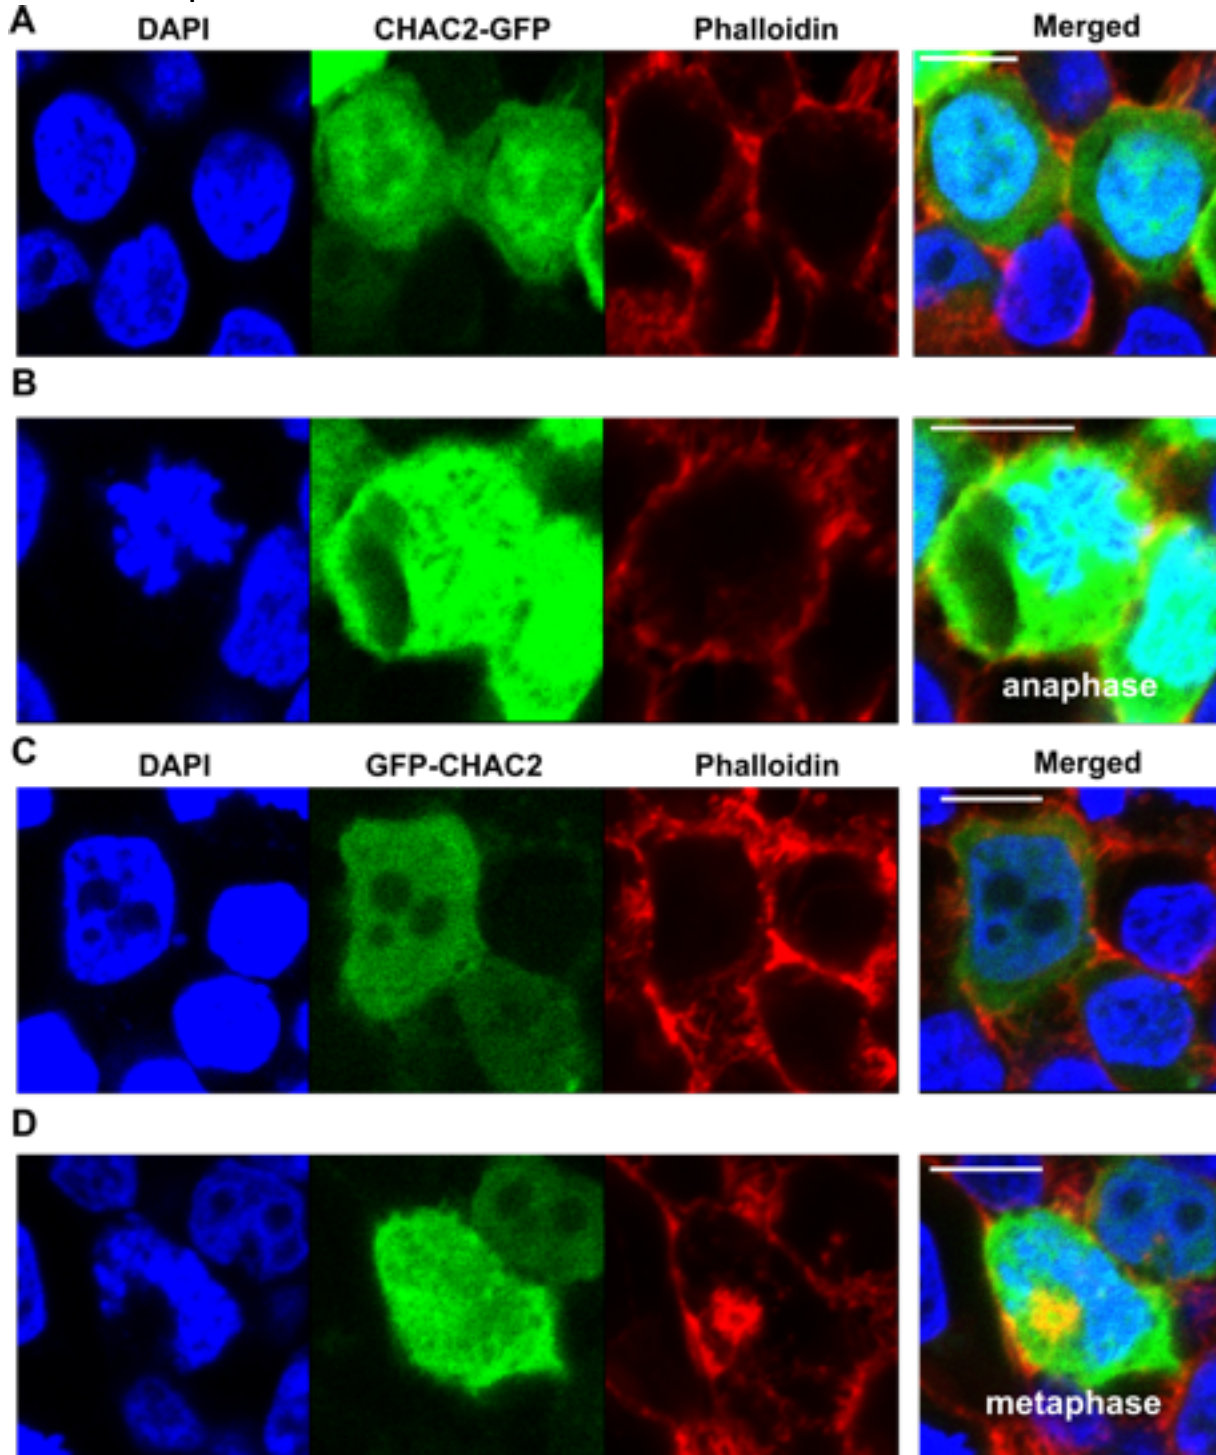

Figure 21. CHAC2-GFP and GFP-CHAC2 expression. (A) Interphase: GFP signal diffuse in cytoplasm and nuclei. (B) Mitotic anaphase: GFP signal diffuse in cytoplasm. (C) Interphase: GFP signal diffuse in cytoplasm and nuclei (D). Mitotic metaphase: GFP signal diffuse in cytoplasm.

Gene Symbol: *EZH2*

Gene description: enhancer of zeste 2 polycomb repressive complex 2 subunit

EZH2-GFP: Interphase: GFP signal diffuse in nuclei and nucleoli (Figure 22A).

GFP-EZH2: Interphase: GFP signal diffuse in nuclei and nucleoli (Figure 22B). Mitotic prophase: GFP signal diffuse in cytoplasm (Figure 22C).

-N vs C- GFP expression: Consistent.

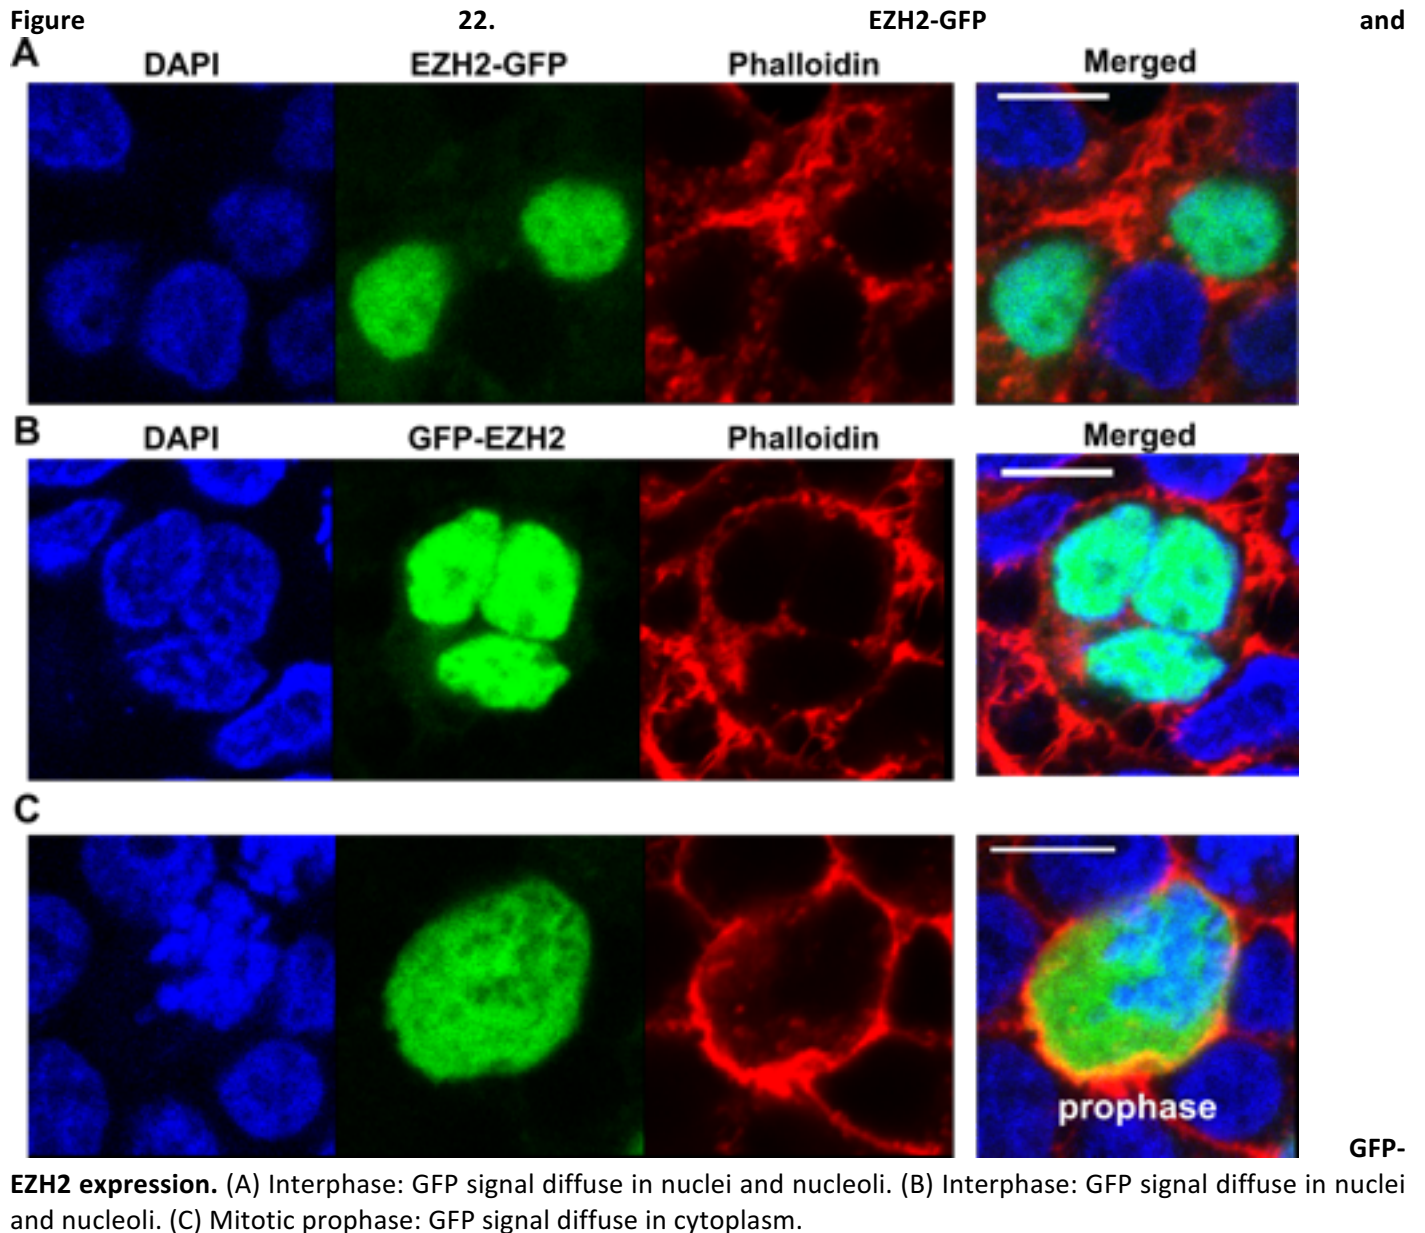

Gene Symbol: *UBR7*

Gene description: ubiquitin protein ligase E3 component n-recognin 7 (putative)

UBR7-GFP: Interphase: GFP signal diffuse in nuclei but not nucleoli (Figure 23A). Mitotic metaphase: GFP signal diffuse in cytoplasm and concentrated on mitotic spindle (Figure 23B).

GFP-UBR7: Interphase: GFP signal diffuse in nuclei but not nucleoli (Figure 23C). Mitotic metaphase: GFP signal diffuse in cytoplasm (Figure 23D).

-N vs C- GFP expression: Consistent.

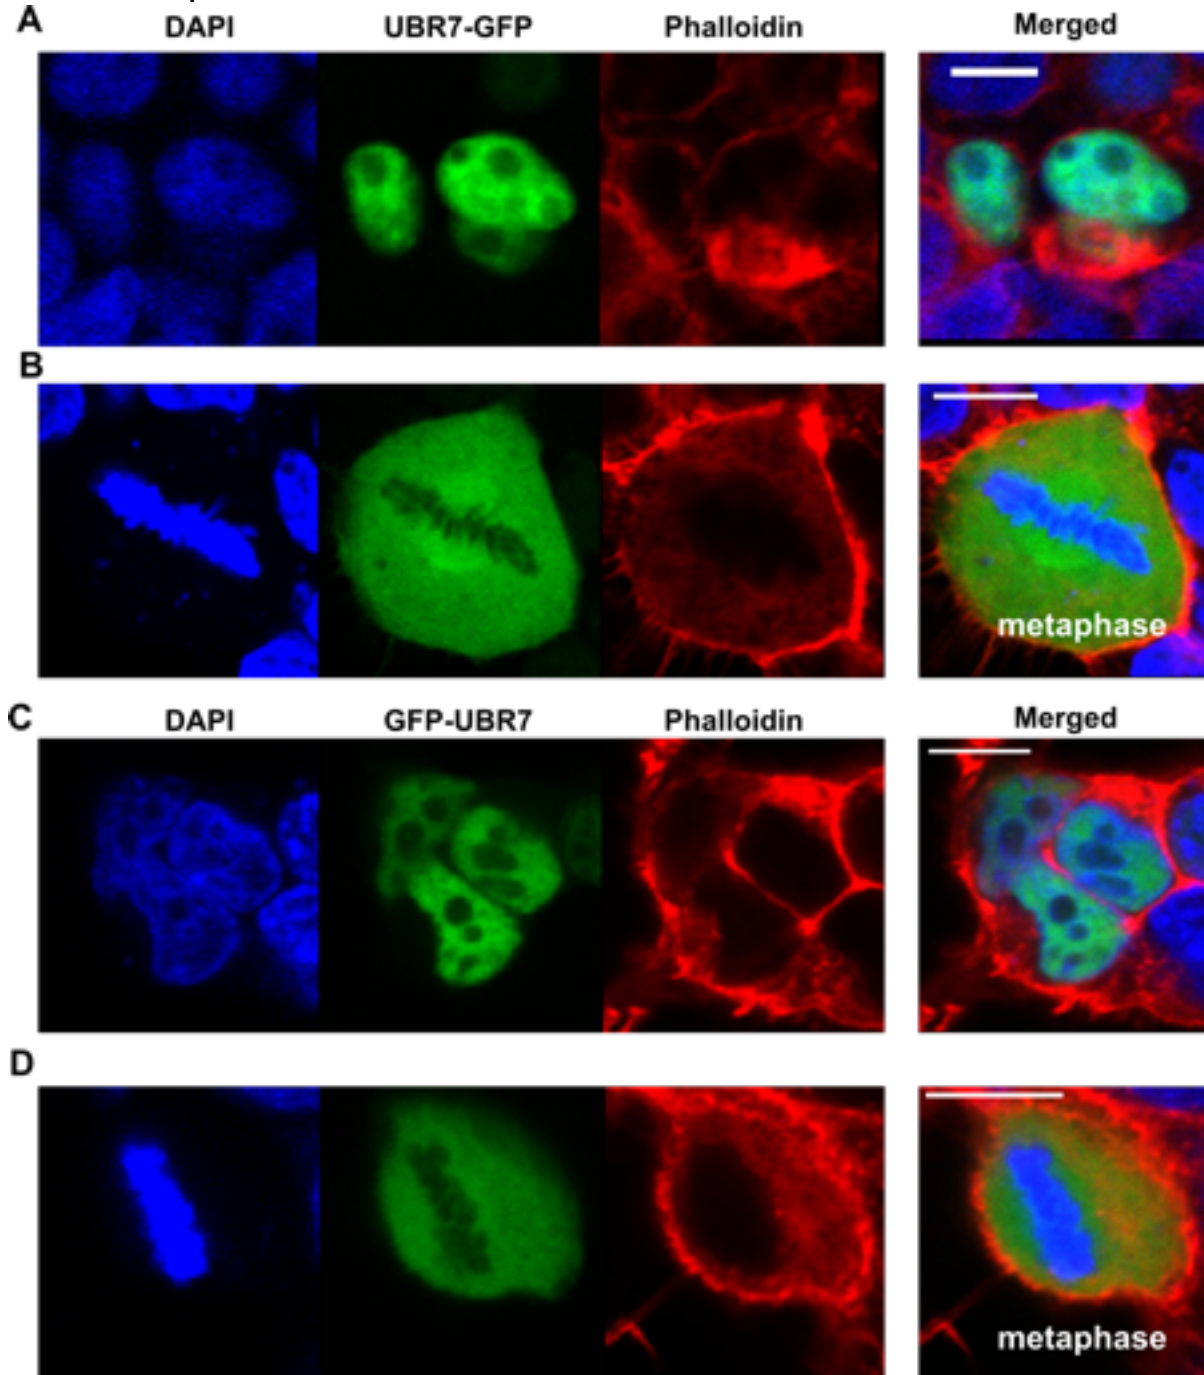

Figure 23. UBR7-GFP and GFP-UBR7 expression. (A) Interphase: GFP signal diffuse in nuclei but not nucleoli. (B) Mitotic metaphase: GFP signal diffuse in cytoplasm and concentrated on mitotic spindle. (C) Interphase: GFP signal diffuse in nuclei but not nucleoli. (D) Mitotic metaphase: GFP signal diffuse in cytoplasm.

Gene symbol: *KIAA1524*

Gene description: cancerous inhibitor of protein phosphatase 2A, CIP2A

KIAA1524-GFP: Interphase: GFP signal is concentrated in aggregates (Figure 24A).

GFP-KIAA1524: Interphase: GFP signal is concentrated in aggregates (Figure 24B).

-N vs C- GFP expression: Consistent.

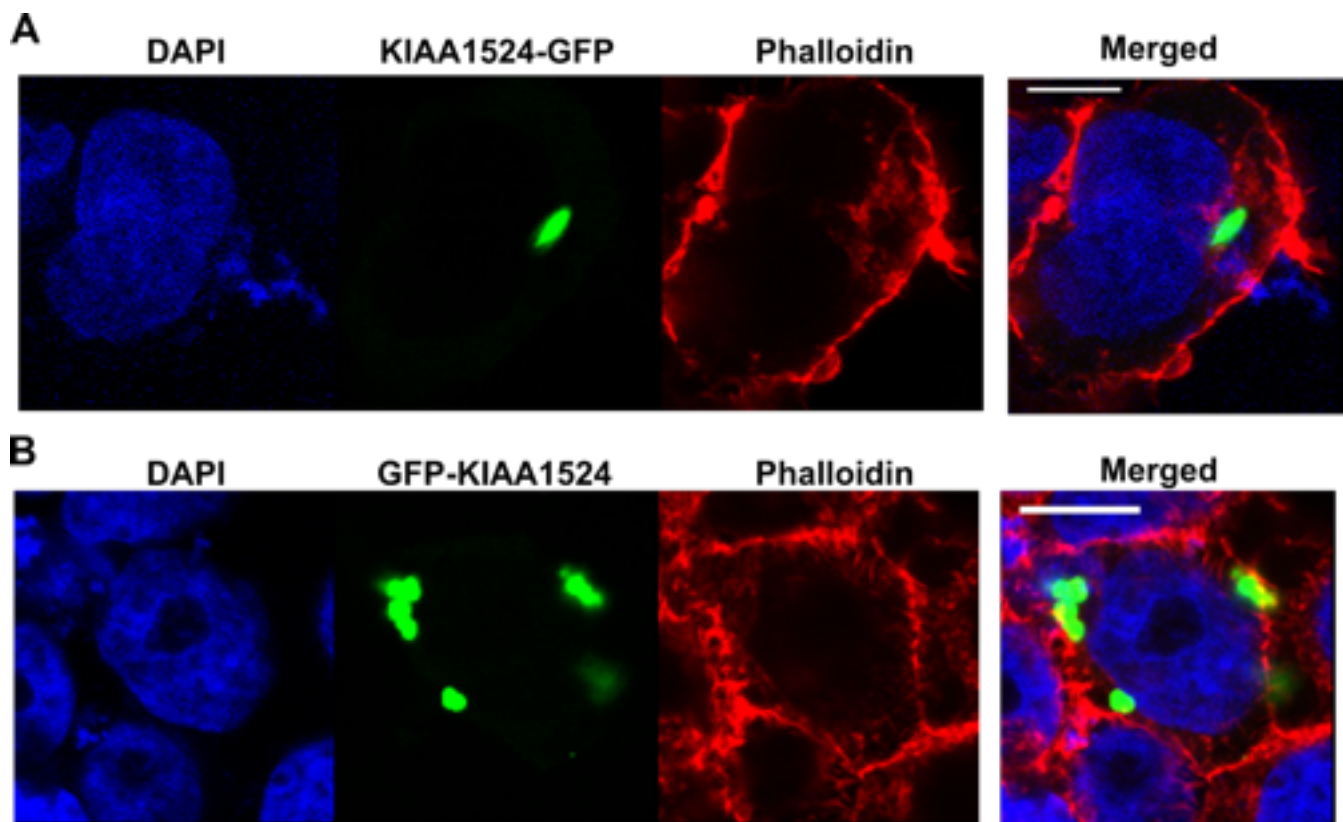

Figure 24. KIAA1524-GFP and GFP-KIAA1524 expression. (A) Interphase: GFP signal is concentrated in aggregates. (B) Interphase: GFP signal is concentrated in aggregates.

Gene Symbol: *RIBC2*

Gene description: RIB43A-like with coiled-coils protein 2

RIBC2-GFP: Interphase: GFP signal diffuse in cytoplasm and concentrated in perinuclear region (Figure 25A).

GFP-RIBC2: Interphase: Punctuated GFP signal and aggregates in cytoplasm (Figure 25B)

-N vs C- GFP expression: Partial.

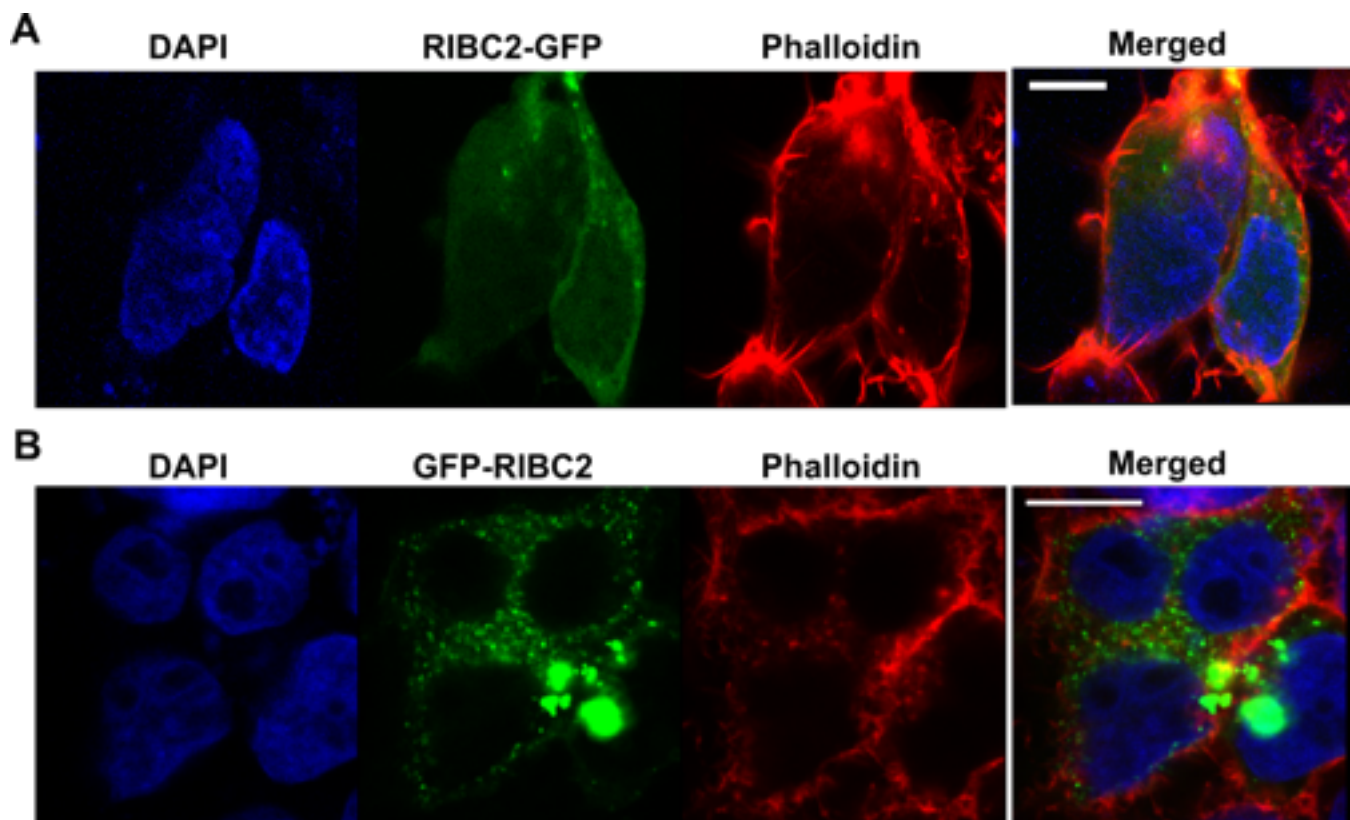

Figure 25. RIBC2-GFP and GFP-RIBC2 expression. (A) Interphase: GFP signal diffuse in cytoplasm and concentrated in perinuclear region. (B) Interphase: Punctuated GFP signal and aggregates in cytoplasm.

Gene Symbol: *MGME1*

Gene description: Mitochondrial genome maintenance exonuclease 1

MGME1-GFP: Interphase: GFP signal in cytoplasmic aggregates (Figure 26).

GFP-MGME1: No GFP signal.

-N vs C- GFP expression: Not confirmed.

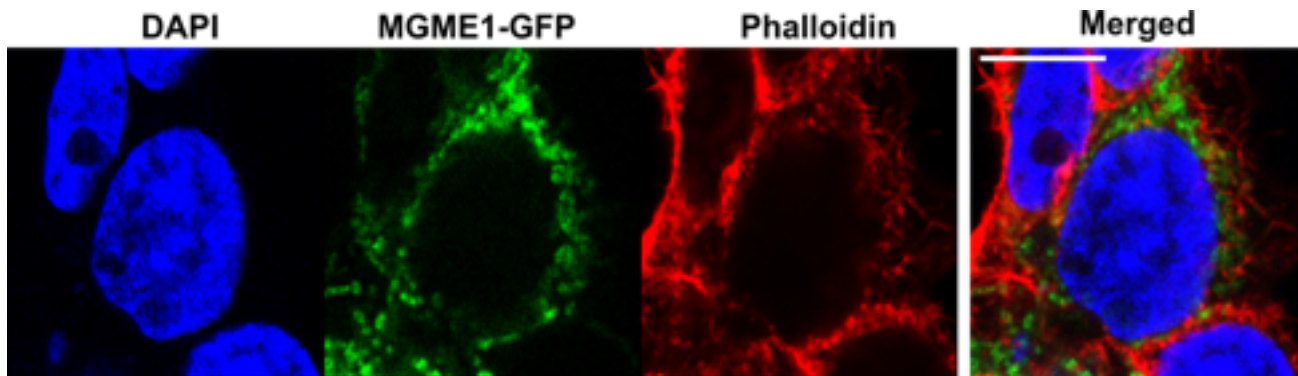

Figure 26. MGME1-GFP expression. Interphase: GFP signal in cytoplasmic aggregates.

Gene Symbol: *ARHGAP11B*

Gene description: Rho GTPase activating protein 11B

ARHGAP11B-GFP: Interphase: GFP signal in perinuclear aggregates (Figure 27A).

GFP-ARHGAP11B: Interphase: GFP signal in perinuclear aggregates (Figure 27B). Mitotic metaphase: GFP signal diffuse in cytoplasm (Figure 27C).

-N vs C- GFP expression: Consistent.

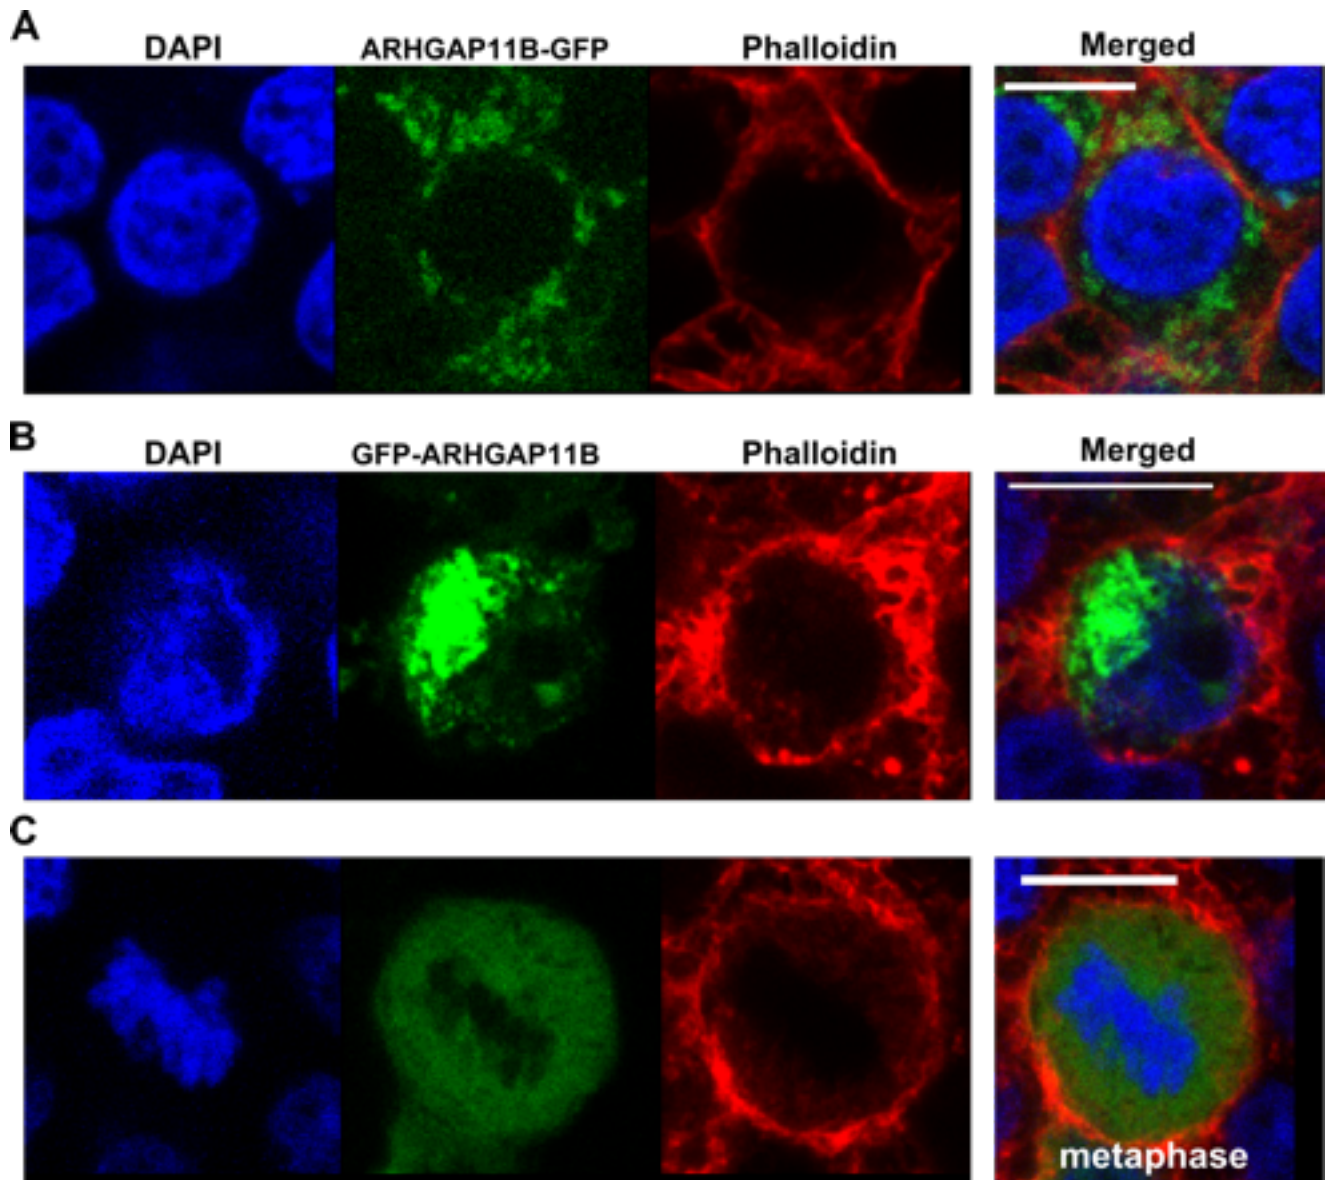

Figure 27 ARHGAP11B-GFP and GFP-ARHGAP11B expression. (A) Interphase: GFP signal in perinuclear aggregates. (B) Interphase: GFP signal in perinuclear aggregates. (C). Mitotic metaphase: GFP signal diffuse in cytoplasm.

Gene Symbol: *ARL6IP6*

Gene description: ADP ribosylation factor like GTPase 6 interacting protein 6

ARL6IP6-GFP: No GFP signal.

GFP-ARL6IP6: Interphase: GFP signal localised on nuclear membrane and cytoplasm (Figure 28A). Mitotic telophase: GFP signal localised on nuclear membrane (Figure 28B).

-N vs C- GFP expression: Not confirmed.

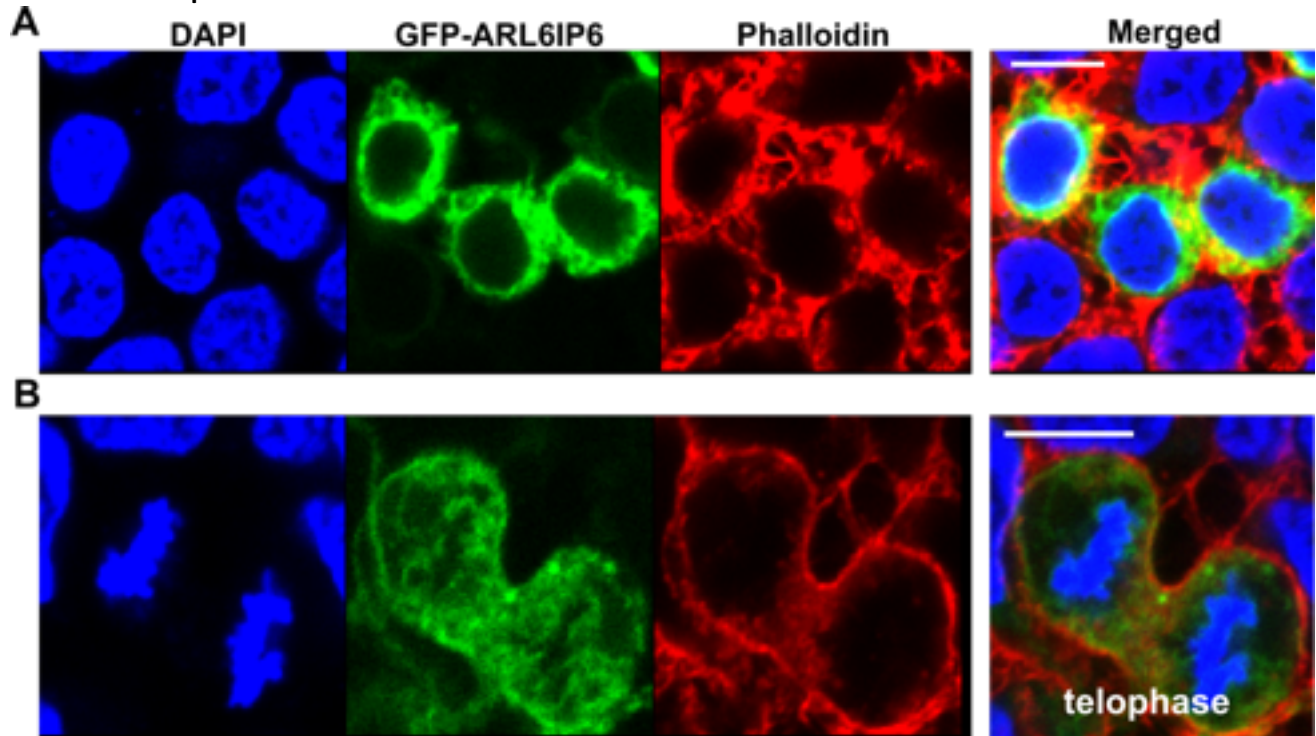

Figure 28. GFP-ARL6IP6 expression. (A) Interphase: GFP signal localised on nuclear membrane and cytoplasm. (B) Mitotic telophase: GFP signal localise on nuclear membrane

Gene Symbol: *TCEANC2*

Gene description: transcription elongation factor A N-terminal and central domain containing 2

TCEANC2-GFP: No GFP signal.

GFP-TCEANC2: Interphase: GFP signal is diffuse in nuclei and focused in nuclear bodies (Figure 29A/B). Mitotic prophase: Punctuated GFP signal proximal to condensed DNA (Figure 29C).

-N vs C- GFP expression: Not confirmed.

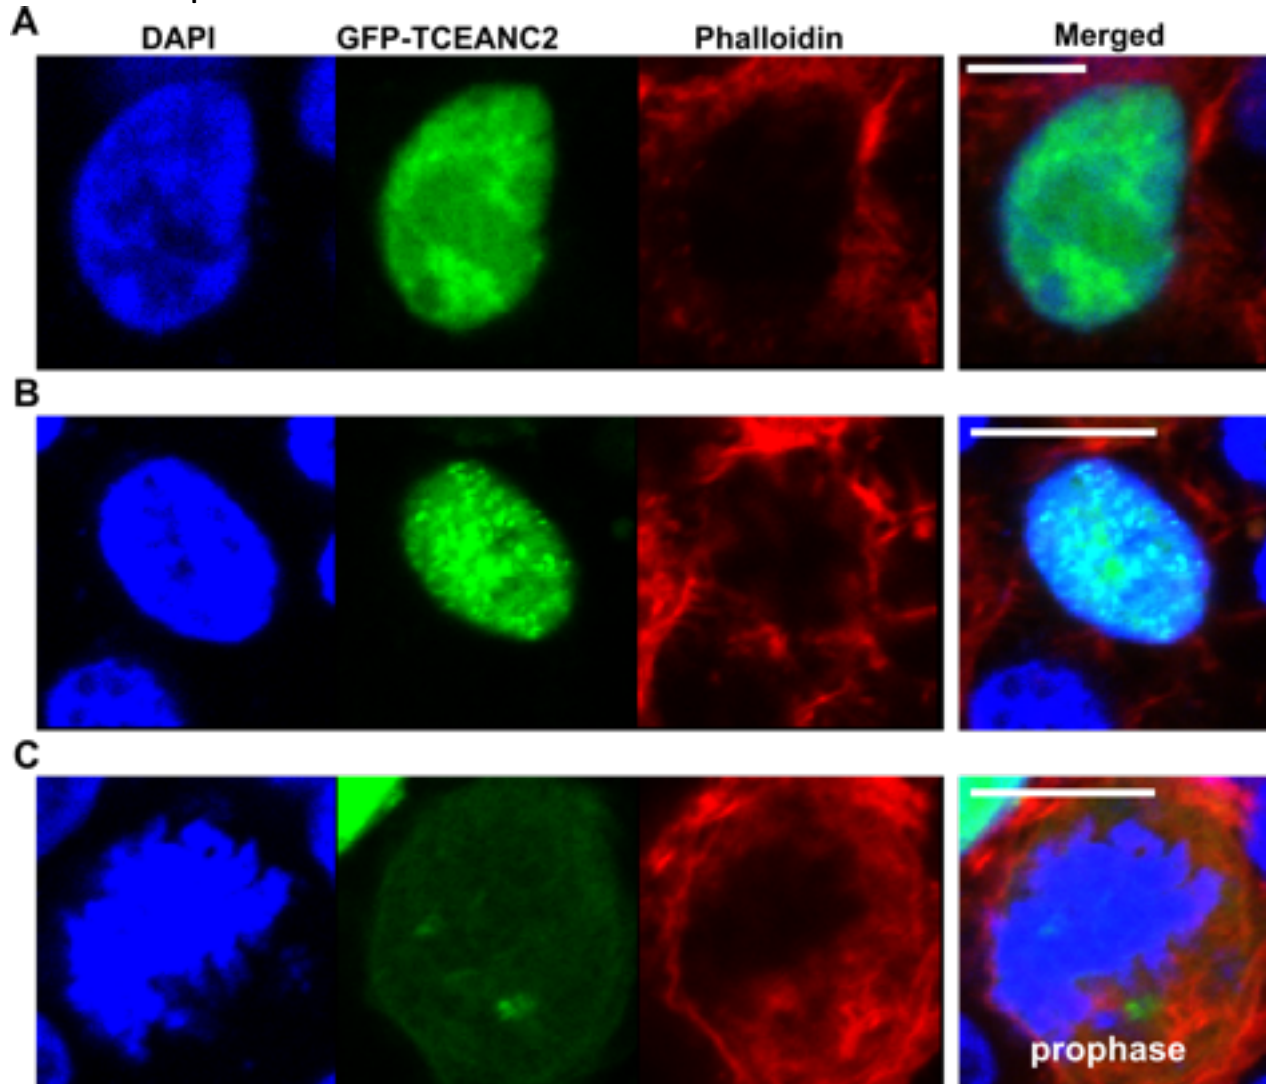

Figure 29. GFP-TCEANC2 expression. (A) Interphase: GFP signal is diffuse in nuclei (A) and focused in nuclear bodies (B). (C) Mitotic prophase: Punctuated GFP signal proximal to condensed DNA.

Gene Symbol: *TMEM106C*

Gene description: transmembrane protein 106C

TMEM106C-GFP: No GFP signal.

GFP-TMEM106C: Interphase: GFP signal localised on nuclear membrane and cytoplasmic aggregates (Figure 30). No mitotic cells were found expressing the construct.

-N vs C- GFP expression: Not confirmed.

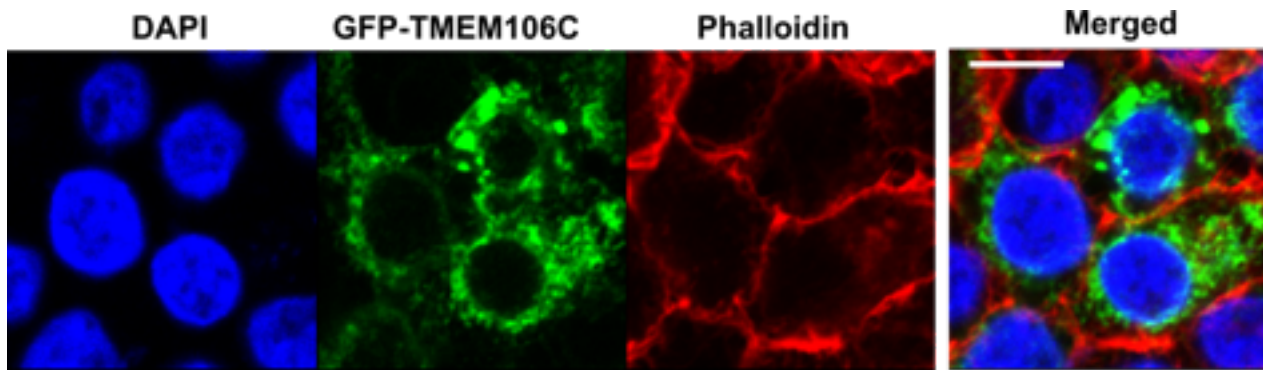

Figure 30. GFP-TMEM106C expression. Interphase: GFP signal localised on nuclear membrane and cytoplasmic aggregates.

Gene Symbol: *ZIK1*

Gene description: zinc finger protein interacting with K protein 1

ZIK1-GFP: No GFP signal.

GFP-ZIK: Interphase: GFP signal concentrated in nuclear bodies (Figure 31).

-N vs C- GFP expression: Not confirmed.

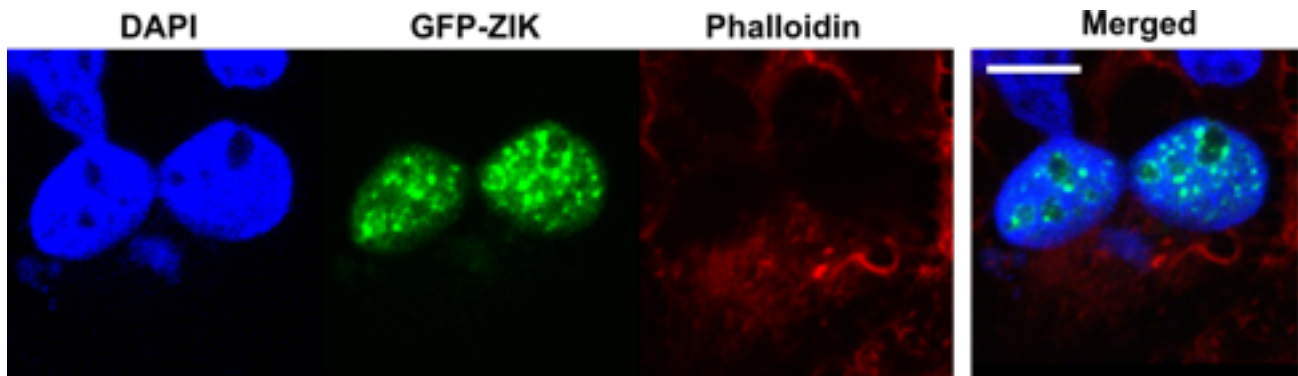

Figure 31. GFP-ZIK expression. Interphase: GFP signal concentrated in nuclear bodies.

# Supplementary material for: Assembly of a parts list of the human mitotic cell cycle machinery
**Source:** J Mol Cell Biol. 2018 Nov 17;11(8):703–18. doi: 10.1093/jmcb/mjy063
**Supplement:** mjy063_Supplementary_Data_S2

Supplementary Data 2. Results of RNAi screens of on cell cycle proteins.

In order to provide evidence that these unknown cell cycle-associated genes are involved in cell proliferation, we developed an esiRNA screening assay to identify the effect of gene knock down on the cell proliferation by using a RTCA system.

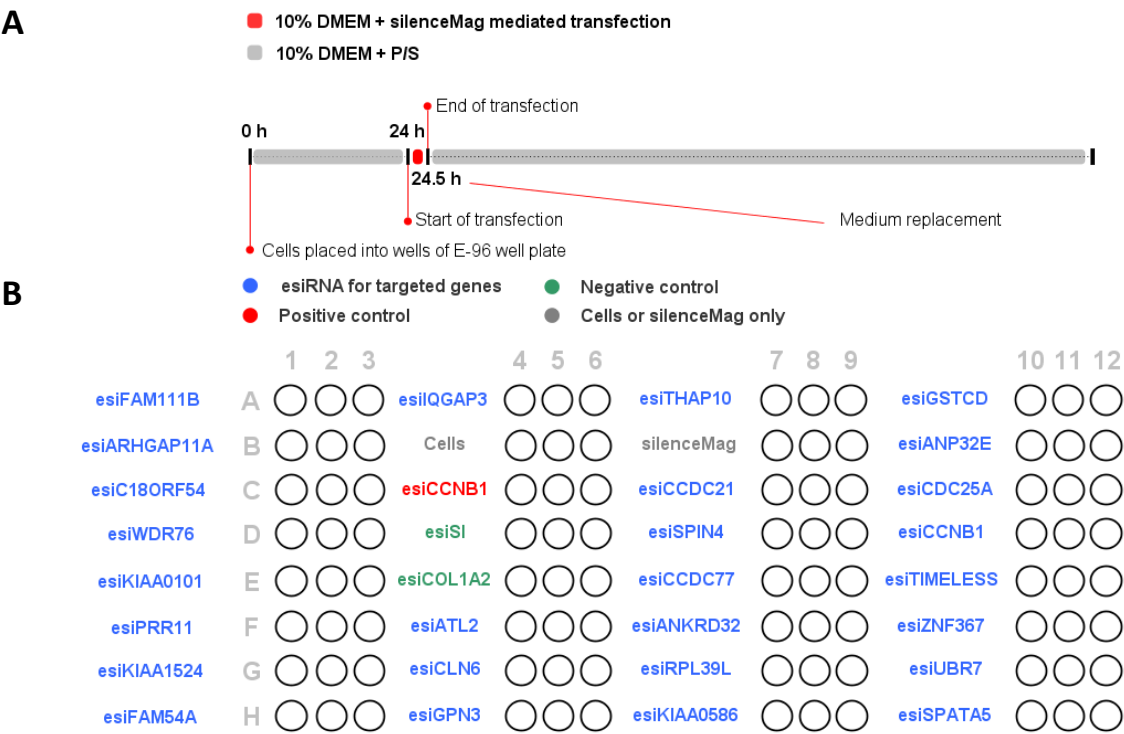

Figure 1 Experimental design of 96 well E-plate for real time RNAi screening. A) Time line of experiment from cell plating at t = 0 h to transfection conducted by silenceMag™ at 24 h for 30 min followed by replacement of medium. The development of RNAi on cell proliferation was then monitored by RTCA system. **B)** Example of the layout of cells in a 96 well E-plate given esiRNA targeting the genes of interest.

Set up

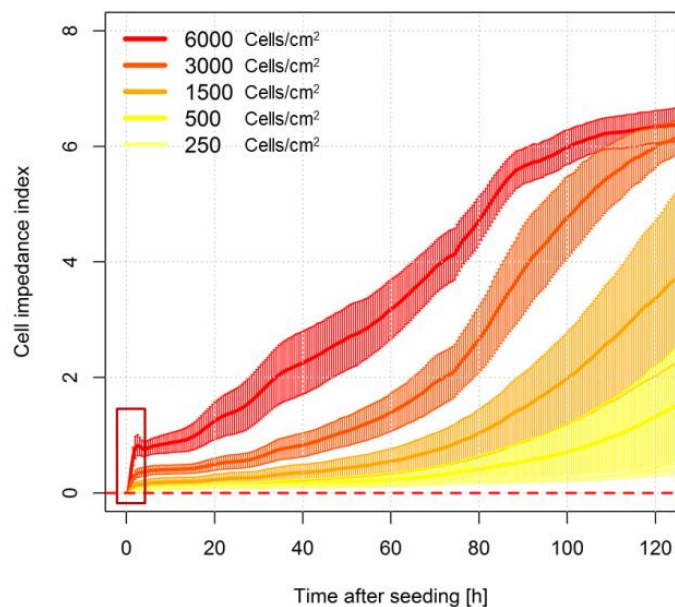

Figure 1. Duration of exponential phase was positively correlated with serially diluted seeding densities. The length of exponential phase in cell proliferation was positively correlated with serially diluted seeding densities of NHDF cells at 250, 500, 750, 1,500, 3,000, and 6,000 cells/cm² in E-plate 96. The CI over time of serially diluted seeding densities was profiled by RTCA.

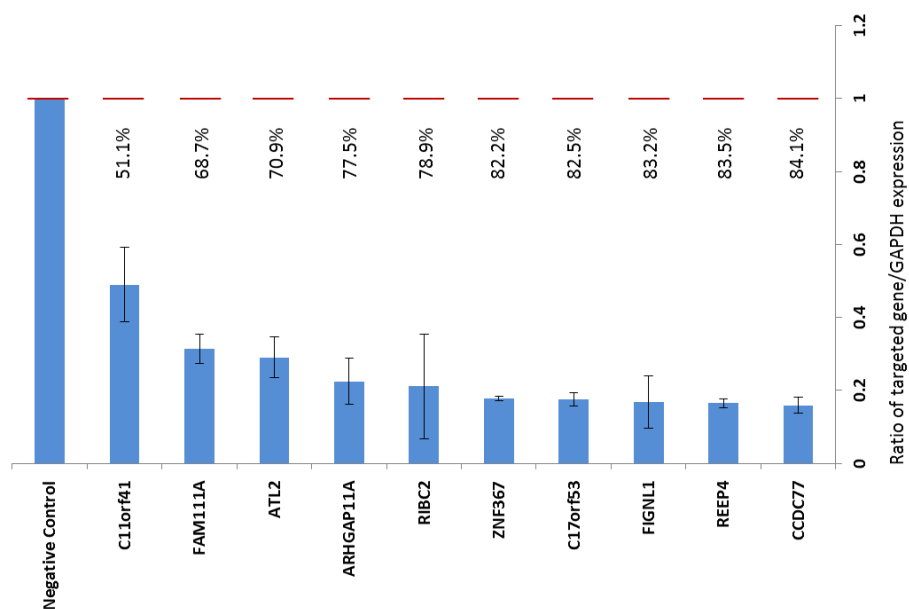

Figure 3. Knock down efficiency of genes identified as activators in in dividing cells. % of knock down efficiency was calculated between the expression level of targeted genes and housekeeping gene *GAPDH*. Data shown as mean $\pm$ SD of replicates (n = 3). Expression ratio was normalized relative to the housekeeping control (negative control), *GAPDH*.

Growth profile of putative cell cycle associated genes with effect

A

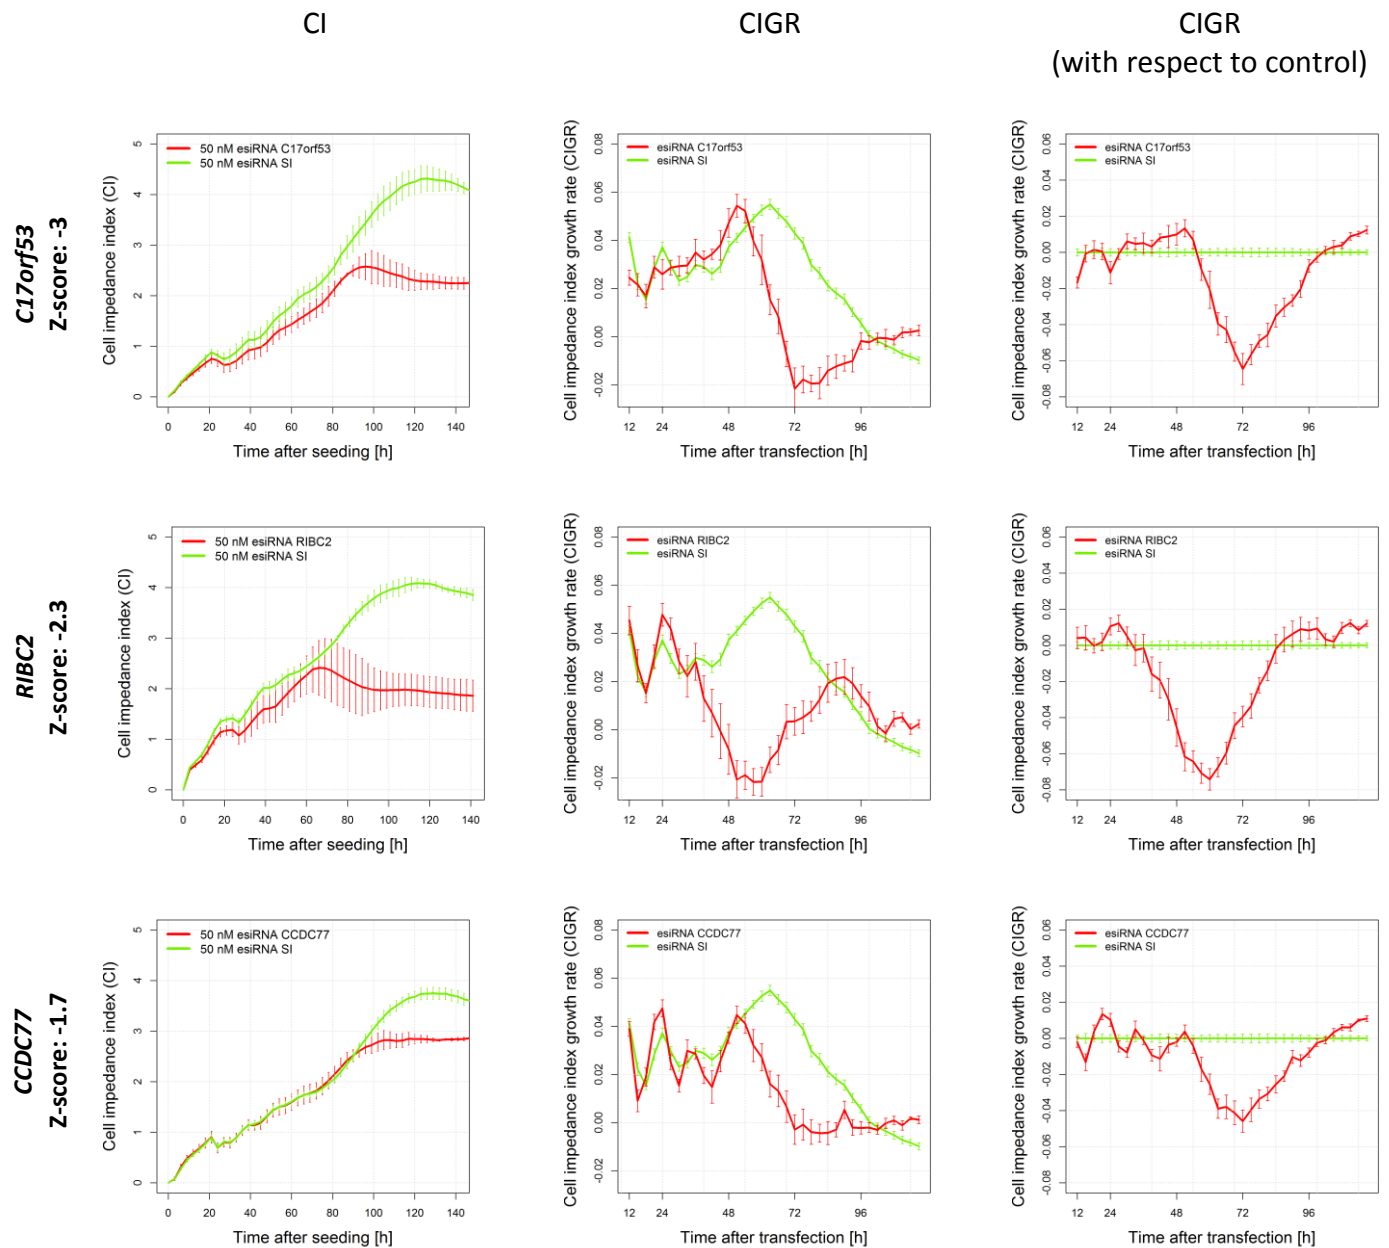

ZNF367
Z-score: -1.5

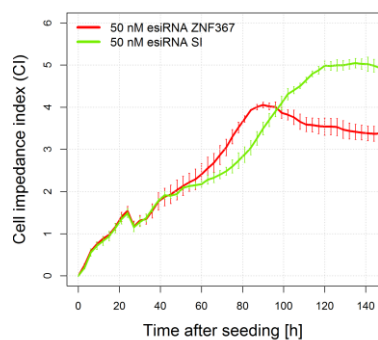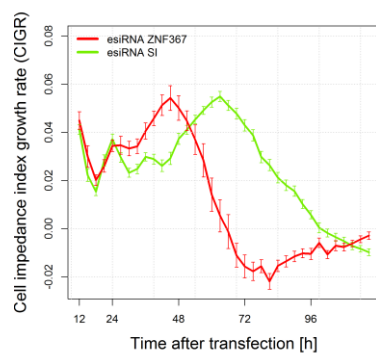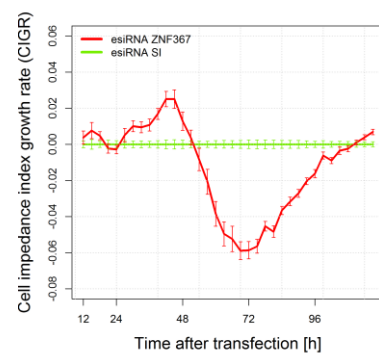

RPL39L
Z-score: -1.3

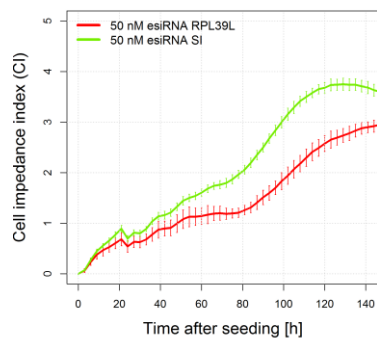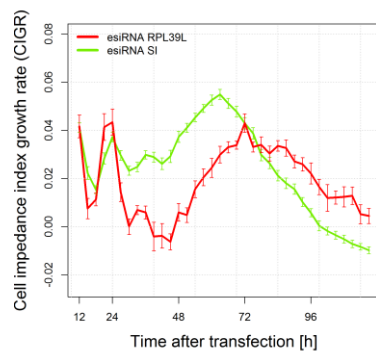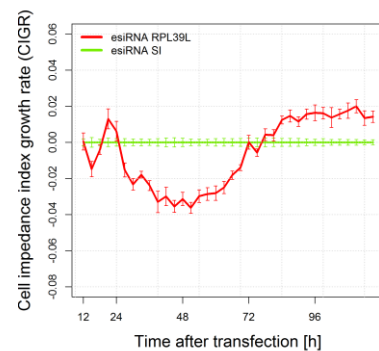

GSTCD
Z-score: -1.1

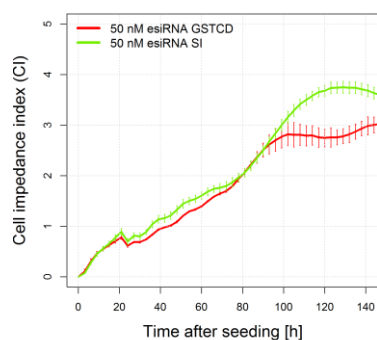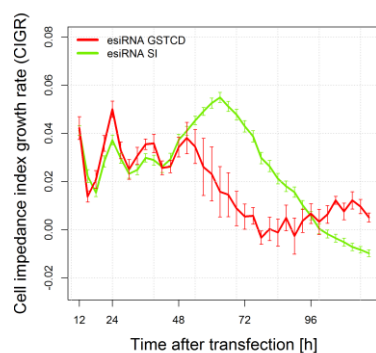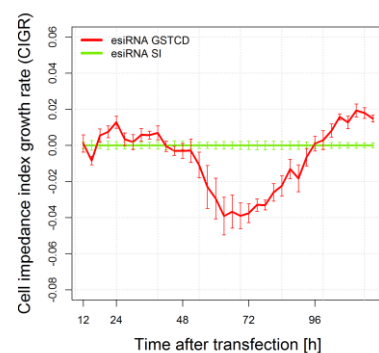

FAM72B
Z-score: -0.9

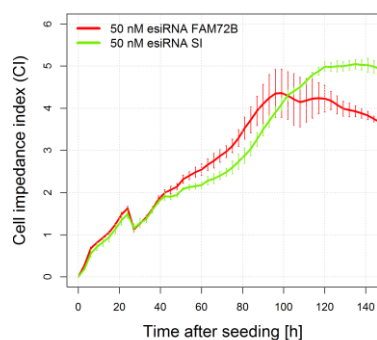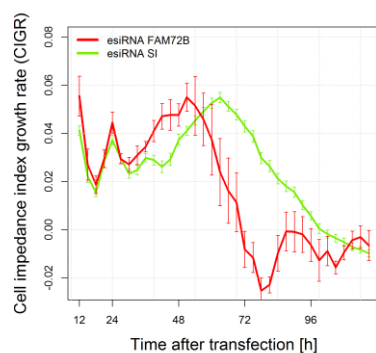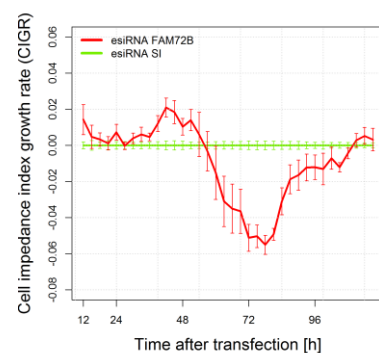

NEMP1

Z-score: -0.9

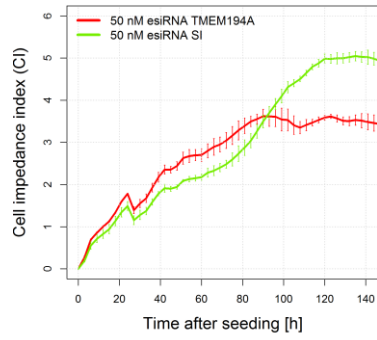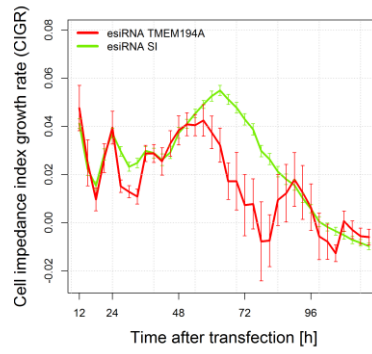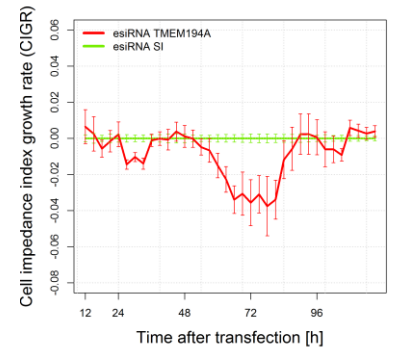

UBR7

Z-score: -0.9

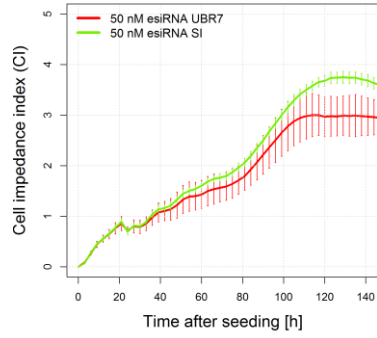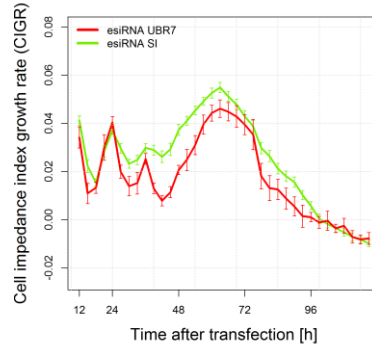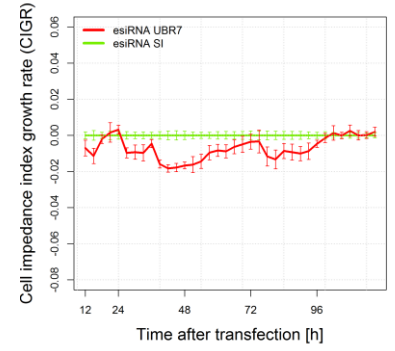

DEPDC1B

Z-score: -0.5

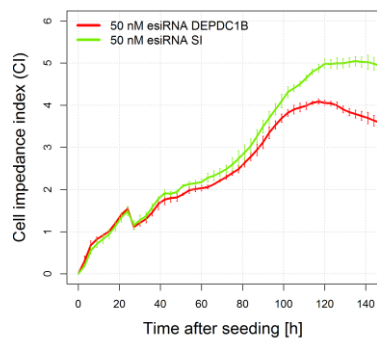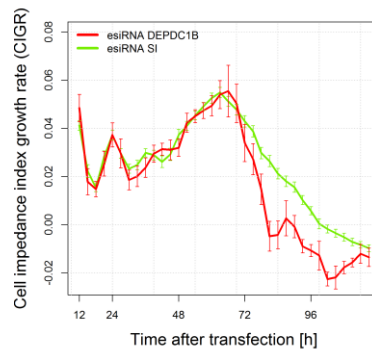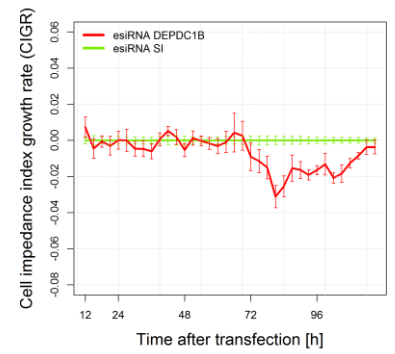

Known cell cycle-associated genes with effect on proliferation

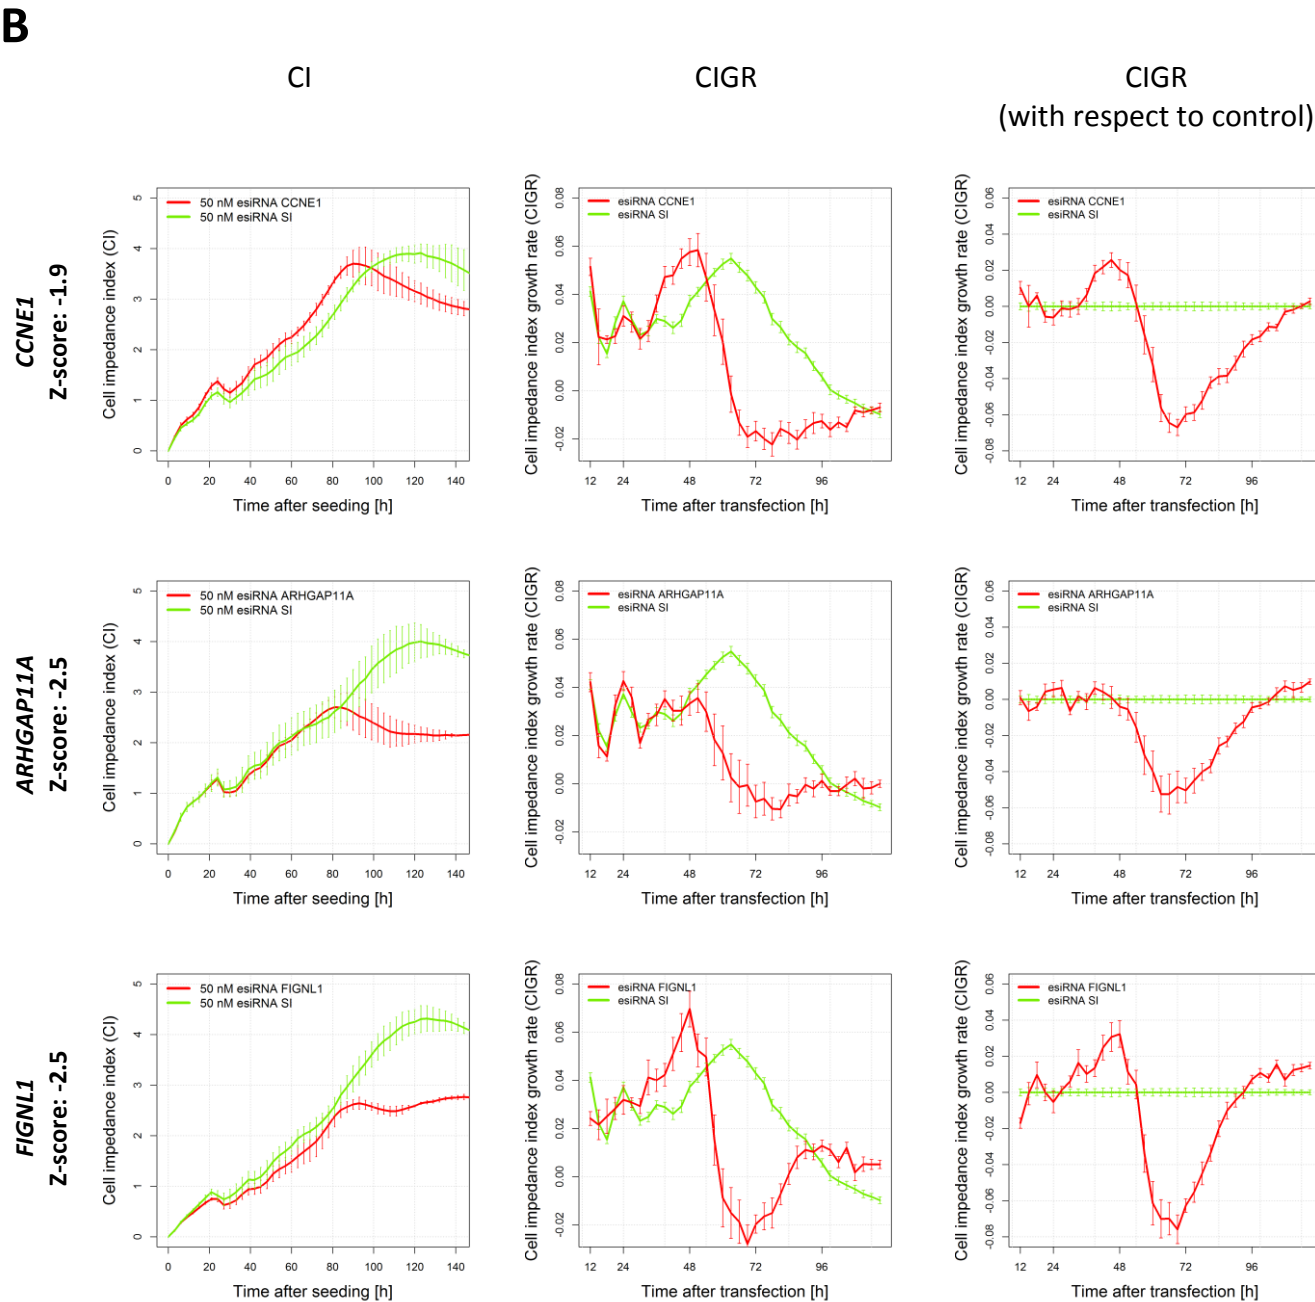

FAM111A
Z-score: -2.4

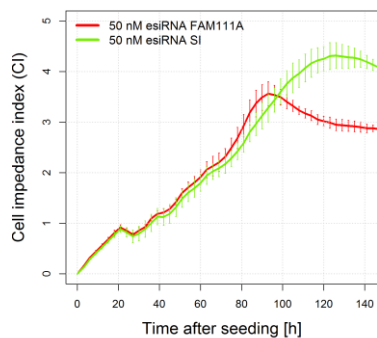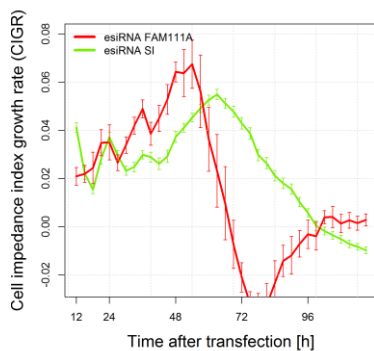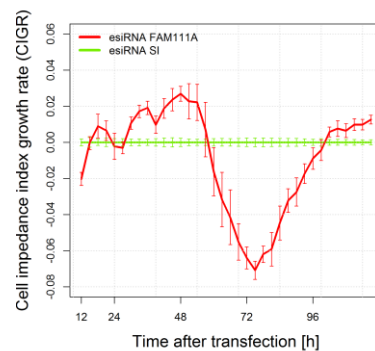

CEP85
Z-score: -0.8

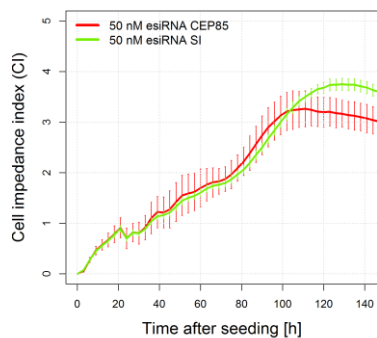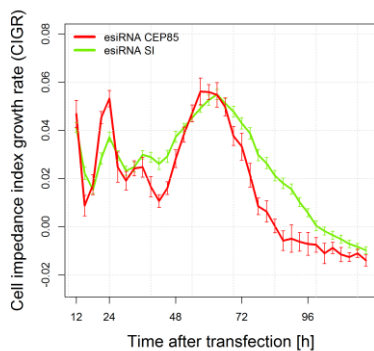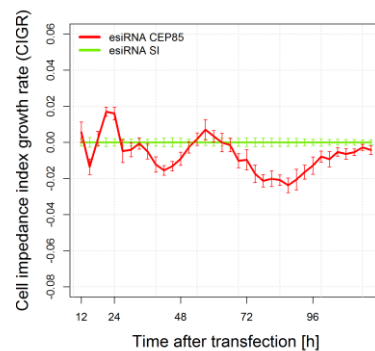

CENPA
Z-score: -0.6

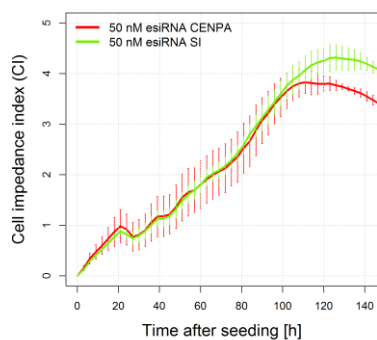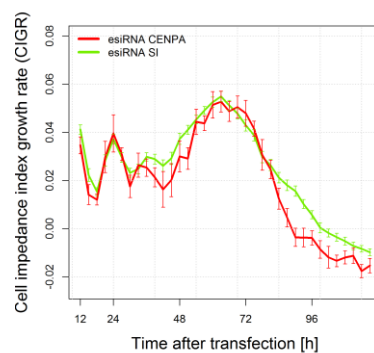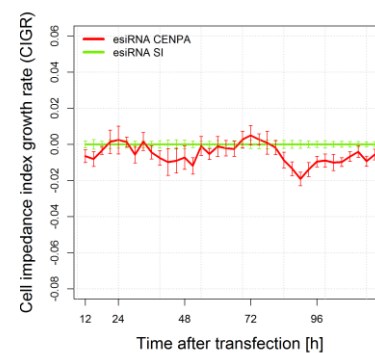

GINS1
Z-score: -0.2

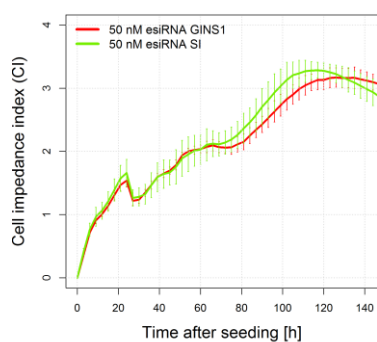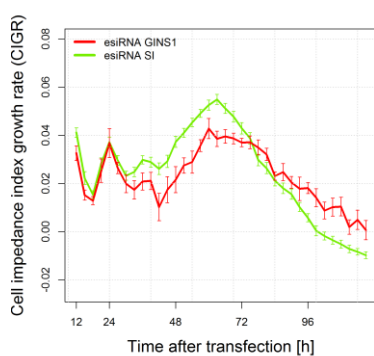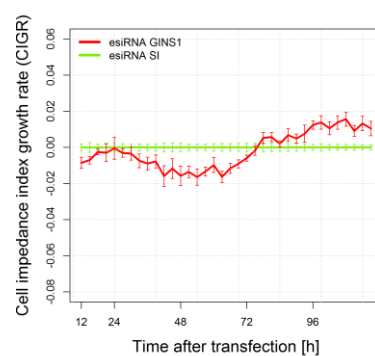

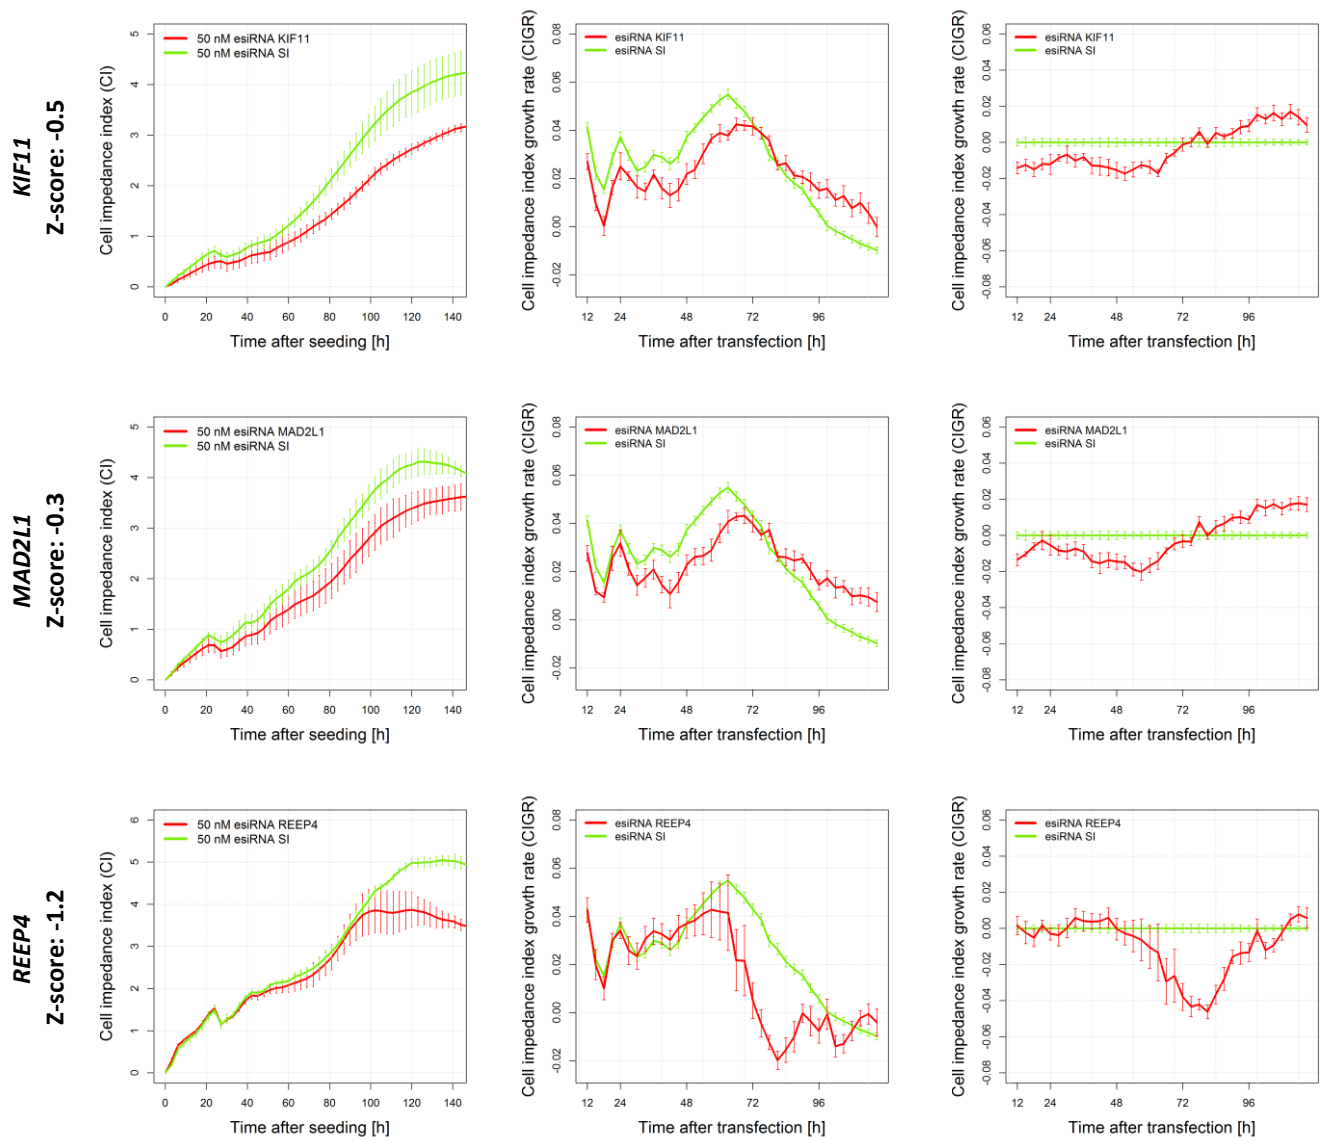

Figure 3 RTCA profiles of the trace of CI, CIGR, and CIGR with respect to time. The trace of CI for each gene in RNAi screening is composed of technical triplicates in each 96 well E-plate and E-plate were repeated three times. Plots of RTCA profiles were demonstrated in CI, CIGR, and CIGR with respect to negative control over time. For the column of CI over time, the transfection is at 24 h after cell plating. Red line indirectly represents that cell proliferation before and after transfection. Green line represents the negative control. Error bars represent mean $\pm$ SD. For the trace of CIGR and CIGR with respect to control over time, red line represents the CIGR of cells after transfection. Green line represents the negative control. Error bars represent mean $\pm$ SE. RTCA profile of tested genes were categorized based on the Z-score cut-off in **A)** Putative cell cycle-associated genes potentially essential in cell proliferation, **B)** cell cycle-associated genes known to be essential in cell proliferation.

# Supplementary material for: Assembly of a parts list of the human mitotic cell cycle machinery
**Source:** J Mol Cell Biol. 2018 Nov 17;11(8):703–18. doi: 10.1093/jmcb/mjy063
**Supplement:** mjy063_Supplementary_Figures

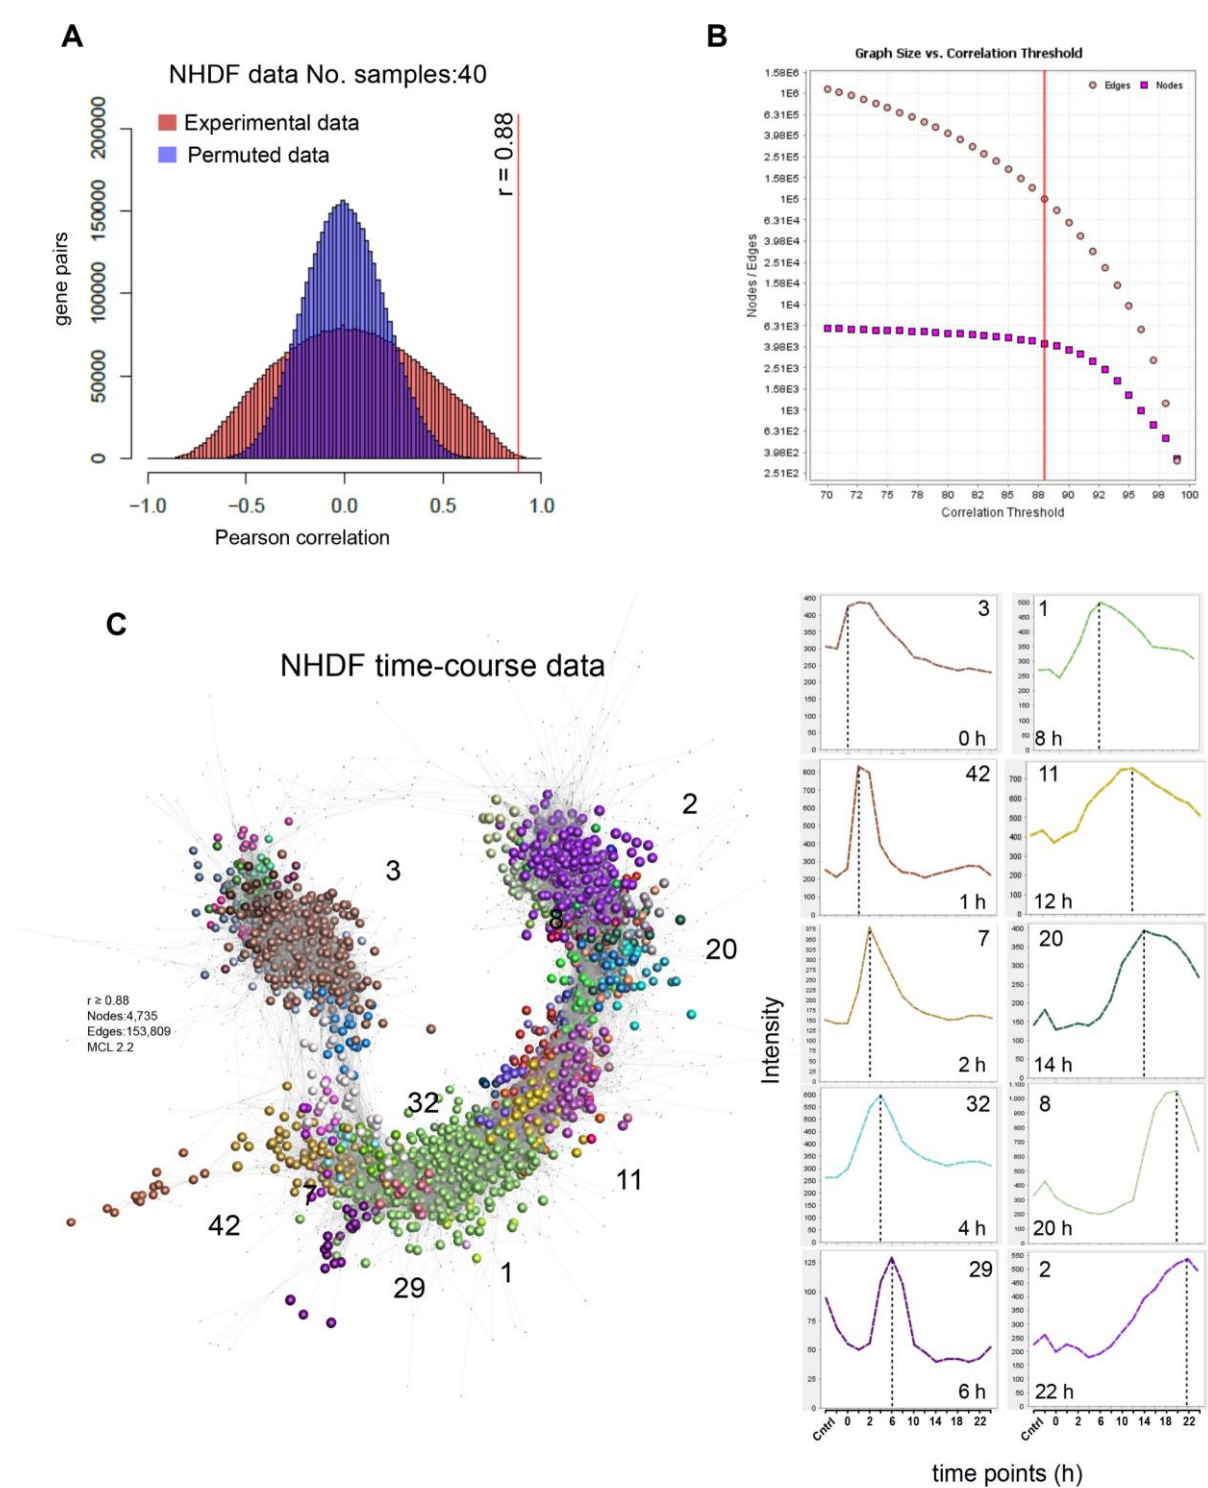

Supplementary Figure S1. Related to Figure 1. Analysis of NHDF transcriptomics data. (A) Plot shows the distribution of correlation values between 2,000 genes randomly selected from the NHDF data compared with that of the same genes but with permuted values. The threshold used for analysis excludes random correlations. **(B)** Plot showing number of edges and nodes as a function of the

correlation coefficient. A threshold of $r \geq 0.88$ was selected to include a minimal number of edges, while retaining a large number of nodes. (C) Network graph of the data clustered at MCLi 2.2 and average expression profiles of the main clusters showing gene expression as a function of time.

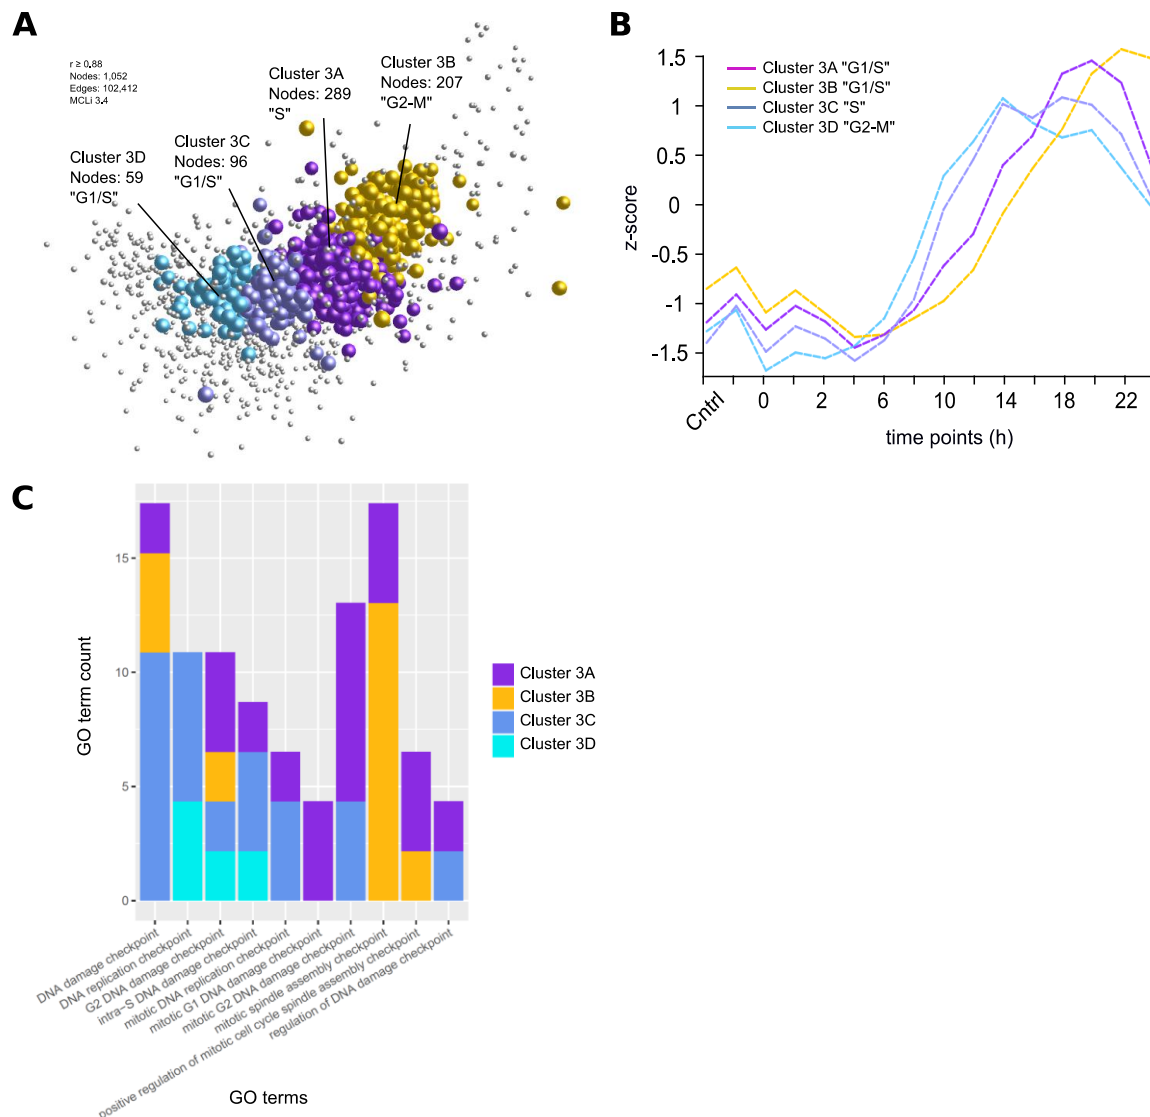

Supplementary Figure S2. Related to Figure 1. Sub-clustering of the NHDF_C3 cluster. (A) Network graph of the NHDF_C3 cluster re-clustered with higher cluster granularity (MCLi 3.4). Within the sub-clusters generated, four clusters were most representative of the core cell cycle phases 'G1/S', 'S', and 'G2-M'. **(B)** Average expression profile of the four sub-clusters showing their ordered peak of expression. Expression profiles were transformed to z-score for clarity. **(C)** Stacked barplot showing the enrichment of checkpoint genes in the four clusters as reported by GO_BP.

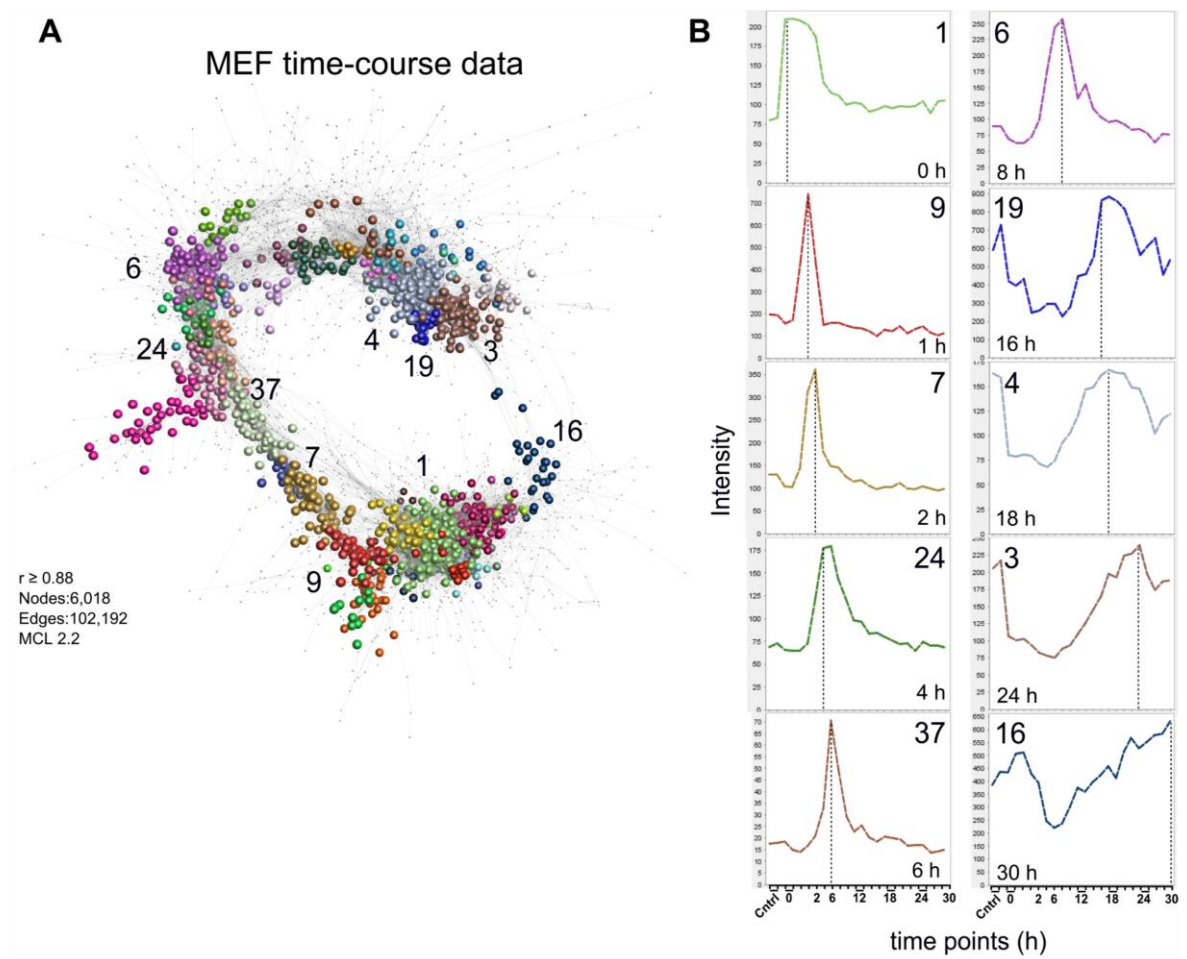

Supplementary Figure S3. Related to Figure 3. Network analysis of the MEF data. (A) Network graph of the MEF data (MCLi 2.2) at $r \geq 0.88$. **(B)** Average expression profile of the major clusters of cell cycle regulated genes.

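The clusters led by Prc1, by Mms22l and by histone genes were highest at 18 h or 22 h and lowest from 4 h to 8 h after refeeding, below their level in starved cells. The largest, of 205 probe sets led by Prc1, went from a mean intensity of 108 at 0 h to 78.8 at 6 h and 235 at 22 h, and lay at 219.5 in unsynchronized cells. The cluster led by Mms22l, of 201 probe sets, went from 82.3 at 0 h to 71.3 at 4 h and 170.03 at 18 h, and lay at 166 in unsynchronized cells. A cluster of 21 probe sets led by the histone genes H2ac10, H4c12 and H2bc12 was also highest at 18 h, at 953 against 444.5 at 0 h and 248 at 8 h. Histones are made during DNA replication. Other clusters were highest soon after serum refeeding. A cluster of 11 probe sets with Fos and Ier2 went from 100.3 at 0 h to 323 at 0.5 h. One of 45 probe sets with the early transcription factors Atf3, Egr3 and Klf6 went from 172 at 0 h to 681 at 1 h. One of 73 probe sets with Ets1 and the phosphatase gene Dusp4 was highest at 2 h, at 339 against 88.2 at 0 h. The largest cluster of the network, of 564 probe sets led by Gucy1a1, Slc40a1 and Plxdc2, was highest at 0 h, at 219, and lay at 87.4 in unsynchronized cells. Means are over the probe sets of a cluster, most times are single arrays, and no test was made of these profiles, since the clusters were built from them. A cluster of 105 probe sets stood out in the single 26 h array alone. That array had a median change of all genes of -0.16 on the log2 scale from 0 h, and the 4 h array one of -0.12.

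**Figure D5:**
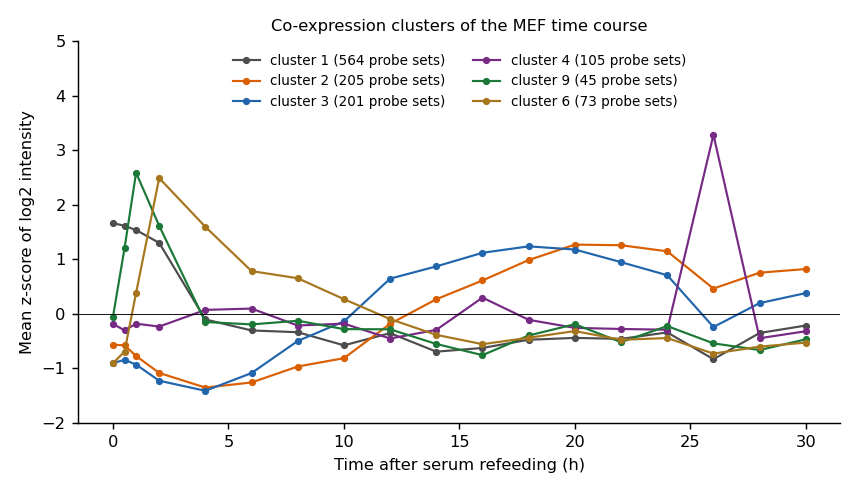
Mean z-score of log2 intensity of the probe sets of 6 co-expression clusters against hours after refeeding. Cluster 2 is led by Prc1, cluster 3 by Mms22l, cluster 1 by Gucy1a1, cluster 9 by Atf3 and cluster 6 by Ets1, and cluster 4 is high at 26 h only. Cluster 3 climbs ahead of cluster 2.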

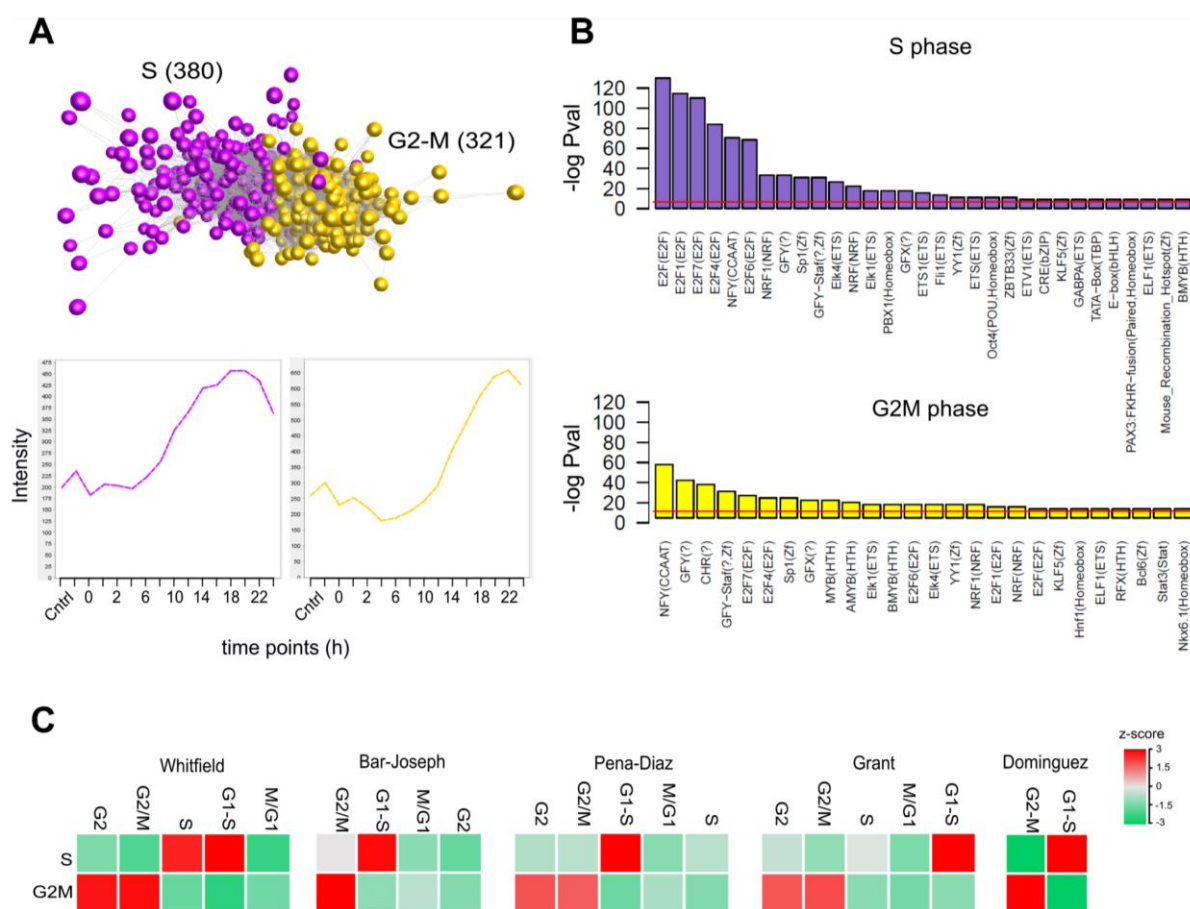

Supplementary Figure S4. Related to Figure 3. Phase assignment analysis and comparison with previous data. (A) The 701 genes associated with S/G2-M phase were assigned as being either ‘S’ or ‘G2-M’ phase according to their correlation with *bona fide* phase-specific cell cycle genes (see text), resulting in 380 S phase genes and 321 G2-M genes. (B) Motif enrichment analysis performed using HOMER were run on the two gene subsets returning significant enrichments for motifs bound by transcription factors known to be active in the corresponding phases. (C) Our phase assignment was compared to those of five previous studies. Heatmaps for each of these comparisons show overall consistent phase assignment.

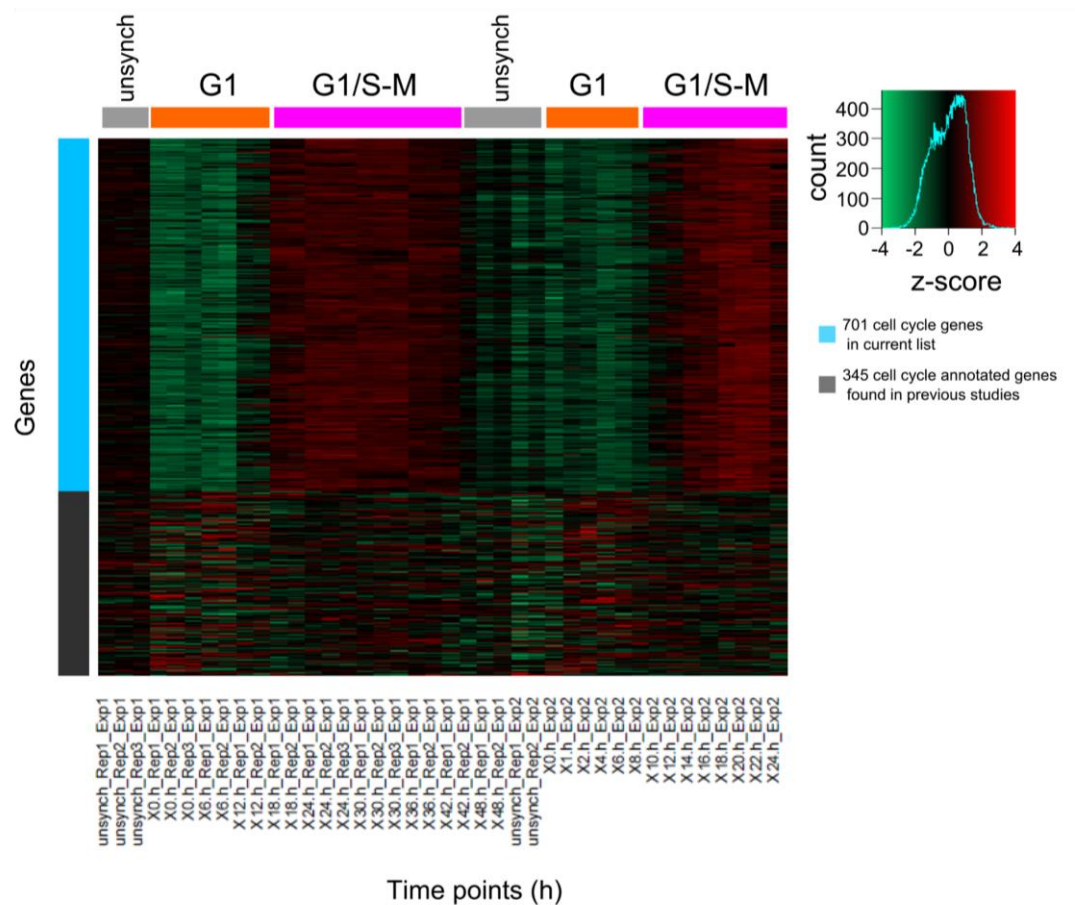

Supplementary Figure S5. Related to Figure 3. Expression of the 701 S/G2-M genes identified here and 345 other cell cycle-annotated genes. Expression of the 701 genes show up-regulation associated with entry into S phase through to the completion of M phase. The majority of the other 345 genes identified by the five previous cell cycle studies^{13,14,18,34,35} but not in this study and associated with the GO_BP term cell cycle showed induction at earlier time-points. Expression values were transformed to z-score (see legend).

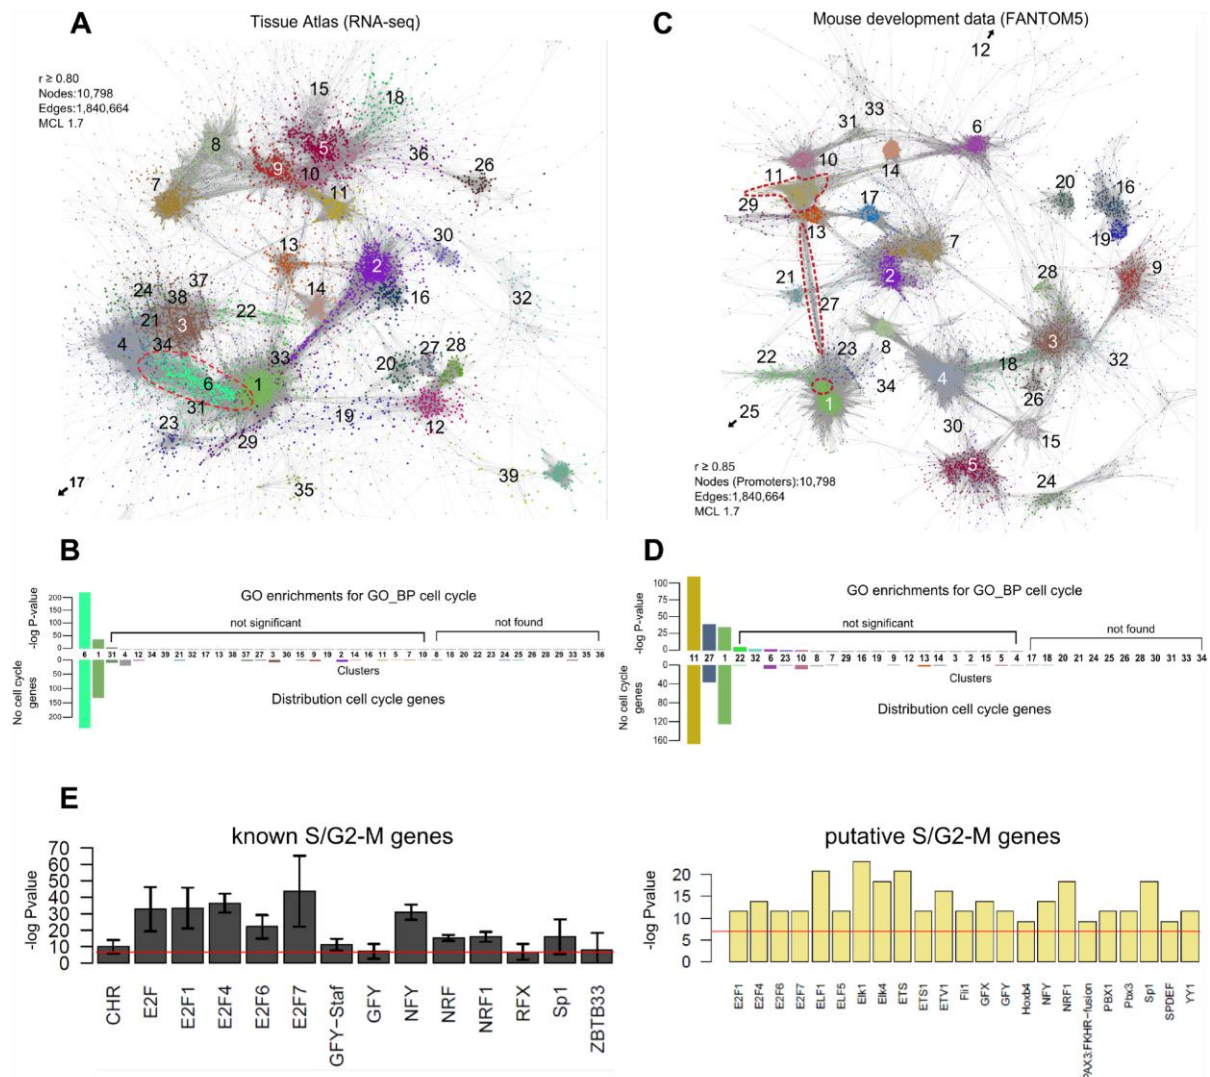

Supplementary Figure S6. Related to Figure 5. Coexpression networks of human tissue (HTA) and mouse tissue development (MDF5). (A) Clustered coexpression network of HTA analysis, showing clusters of genes exhibiting specific expression patterns. The location of the majority of cell cycle genes is highlighted by dotted red lines and in this graph reside in cluster HTA_C6. (B) Enrichment analysis shows this cluster to be highly enriched in genes with the GO_BP term cell cycle and with genes included in our list. (C) Clustered coexpression network of MDF5 analysis, showing clusters of genes exhibiting specific expression patterns. Cell cycle genes clusters are highlighted by dotted red lines. (D) Enrichment analysis shows clusters MDF5_C11, MDF5_C27 and MDF5_C1 to be significantly enriched with the GO_BP term *cell cycle* and with genes included in our list. (E) Motifs enrichments of ten randomly selected subsets of the known group of S/G2-M genes (left) equivalent to the number of putative S/G2-M genes (right). Significant cell cycle-associated TF, such as E2Fs and NFY, were identified in both cases.

How the deposited data were processed for this re-analysis (not part of the article)

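RNA of mouse embryonic fibroblasts was measured on 24 Affymetrix Mouse Gene ST arrays, 2 of unsynchronized cells and 22 of a time course of 18 time points from 0 h to 30 h after serum refeeding. The groups at 0, 12, 18 and 24 h and the unsynchronized cells had 2 arrays each, and 14 time points had 1 array each. Conditions were taken from the sample labels and the paper, and every array was mapped. The duplicates carry the same replicate numbers in each group, but no source says that a number marks a shared culture or day.

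The authors checked the quality of the arrays with ArrayQualityMetrics and normalized them together with RMA in the oligo package. Versions of these tools are not given in the sources used here. The deposited values are linear intensities, from 1.74 to 6335, although the header of the table names log2. The 2 deposited tables hold the same values (largest difference 0), and the minimum intensity of 20 in the methods, which are not explicit on its use for MEF, had not been applied to them. Here log2 of the deposited intensity was taken. Of 41345 probe sets, 23521 had 1 gene in the platform annotation, 1820 had several and 16004 were not listed. Of those not listed, 87 were named from the MEF sheet of Table S2, of which the first 1999 entries were in hand, and 15917 stayed unnamed here. No probe set with several genes was used for a gene. The tests took the 14182 probe sets that reached 20 in at least 2 arrays, 10329 of them with exactly 1 gene, and for each gene the probe set with the highest mean, which left 9970 genes. Of the 667 mouse orthologues in Table S3, matched by Entrez identifier, 601 were on the array with 1 gene and 535 passed this minimum.

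Changes were tested with limma 3.58.1 in R 4.3.3, with 1 mean for each of 19 groups over all 24 arrays, moderated variances (5 residual and 5.58 prior degrees of freedom), two-sided tests and Benjamini-Hochberg adjustment at 0.05. The comparisons were 12, 18 and 24 h, 1 and 8 h and unsynchronized cells against 0 h, 24 h against 12 h, 24 h against unsynchronized cells, and an F test over the 17 times after 0 h. The 2 h comparison served gene lists of that time. Gene lists were immediate early genes, SRF, MRTF and YAP targets, cytokines and chemokines, circadian clock genes, cholesterol synthesis, FoxO and quiescence genes, fibroblast extracellular matrix, lysosome and autophagy, ribosome biogenesis, translation factors and tRNA synthetases, cytosolic ribosomal proteins, G1 regulators, glycolysis and hypoxia genes, p53 targets, interferon-stimulated genes, the unfolded protein and amino acid stress response, heat shock genes, and markers of macrophages and leukocytes and of adipocytes and cartilage. Markers of endothelial, epithelial, muscle and neural cells were also listed, with fewer than 5 members measured each, and were not tested. To these came the groups of Table S3 (S, G2-M, known and putative genes, the genes added from the mouse data, and processes with at least 10 measured members), 39 lists in 126 tests. Each was tested with camera at a preset correlation of 0.01 and at the estimated correlation, and with fry.

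Phases were assigned over the 19 arrays from 0 h to 24 h by the higher mean Pearson correlation of log2 values with Cdc25a and Brca1 or with Cdk1 and Ccnb1. The paper's text does not say how it combined these correlations. The time midway through the rise is the first time after the minimum over 0 to 10 h at which a linearly interpolated log2 profile passes midway between that minimum and the maximum over 10 to 24 h. Its difference between phases was tested with 100000 permutations, and 10000 with 1 array left out. The network took linear intensities over all 24 arrays, probe sets that reached 20 in at least 1 array, r of 0.88 or more and Markov clustering with an inflation of 2.2. An S/G2-M cluster has at least 10 probe sets and a mean z-score profile of log2 values that is highest from 12 h to 24 h. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

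The comparisons, lists, the rule for genes to name and the alternatives were fixed before the data were examined, apart from those said to have been added later. The rule named the 4 genes by which phases are assigned, the 10 largest changes in each direction among genes past the threshold whose arrays do not overlap, up to 4 members of each list by size of change, the 5 largest falls and up to 5 opposite phases among orthologues, the mouse-added genes that changed most or did not rise, genes the paper names, and the 5 members closest to the mean of each cluster described. Further members of clusters and lists were named after their values were seen. Alternatives were no minimum or a minimum of the mean, all probe sets separately, centring on the array median, renewed quantile normalization, a variance trend with robust moderation, a 2-fold threshold, the replicate number as a block, only the groups compared, each duplicated array left out, and for phases and the network other scales, arrays, thresholds and inflations.

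The steps were tested on simulated data. With 200 genes changed among the 9970 genes, the comparison of 24 h with 0 h recovered 5.97% of log2 changes of 0.5, 70.2% of changes of 1 and 98.5% of changes of 2, with 2 false calls. The comparison of 1 h with 0 h, a single array against 2, recovered 0%, 46.3% and 98.5%, with 5 false calls. A list raised on purpose ranked 1 among camera's results, and 0 of 19 unchanged lists were called. Over 200 simulated profiles the time midway through the rise had a median error of 0.0925 h. These profiles rose smoothly, with no early fall and with far less noise than between duplicate arrays. Their midpoints were also later than both medians found in MEF, so this error checks the calculation and is not the precision of those medians. In a simulated network, 8 planted clusters were recovered with an adjusted Rand index of 1.0. The number of arrays limits the precision, and changes of 0.5 were rarely detectable.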

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

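The tests of a shift of the whole 4 h array, of noise in the 4 h array and of macrophage RNA, and the tests of gene lists between 24 h and 12 h, were chosen after the results were seen, as was the fit to only the groups compared at 2 h.

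Interferon-stimulated genes, whose course in MEF the text of the paper does not describe, were higher in starved cells, 13 of 17 measured at 0 h against unsynchronized cells and none lower, with a median log2 change of -1.23 in unsynchronized cells, where 7 of 11 markers of macrophages and leukocytes were lower too, with a median of -0.83. Against each of the 0 h arrays alone, the median change at 24 h was -1.22 or -1.27, which argues against a single deviating array. A loss of macrophage or leukocyte RNA by 12 h as the whole source is argued against by their 11 markers. At 12 h the markers' median change was -0.0399 and their lowest -0.629, against a median of -1.04 for the interferon list. That holds for 12 h only, since the markers' median was -0.83 in unsynchronized cells. Steady markers also cannot tell which cells the interferon transcripts came from. The brightest markers, Lyz2 (intensity 964 at 0 h), Cd68 (332) and C1qb (321), changed by -0.32, -0.41 and -0.56 at 12 h. C1qb changed by -1.20 at 24 h, so such cells stay open as a source. A response to the starved state needs a low level in unsynchronized cells, with a median below -0.5 there, and no such fall by 1 h, and the medians of -1.23 in unsynchronized cells, -0.08 at 0.5 h and 0.12 at 1 h are consistent with this hypothesis, which these arrays cannot test independently.

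Soon after refeeding, many S/G2-M orthologues were below their 0 h level in limma, 82 of 535 at 2 h, 195 at 4 h and 128 at 6 h, and 7, 15 and 23 were higher. These times are single arrays, 12 were lower at 2 h with only the groups compared in the fit, which was not run for 4 h and 6 h, and with 1 duplicated array left out the numbers lower ranged from 60 to 123, from 173 to 210 and from 87 to 158. Less the median of all genes, the orthologues' median was -0.275 at 4 h, which argues against a shift of the whole array, and still -0.22 at 6 h, the smaller of the falls at 2 h and 6 h, which argues against noise in the 4 h array alone. Their median of -0.40 at 4 h lay at percentile 0 of 10000 random lists matched on mean expression, whose lowest was -0.26. A fall shared by genes of that expression level is thus argued against. Genes of a random list need not move together, so the percentile does not measure how far a co-regulated group can move in 1 array. Transcripts lost after refeeding are a candidate explanation by time, which was not tested.

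The single 26 h array lay apart from its neighbours. A cluster of 105 probe sets had a mean intensity of 103 at 26 h against 48.0 at 0 h and 46.3 in unsynchronized cells. Across probe sets, the change at 26 h against the mean of 24 h and 28 h had a Spearman correlation with mean intensity of -0.234. That lies beyond the -0.144 to 0.159 of the 10 other single arrays, as a scale that depends on intensity in that array would give. A difference in the overall distribution alone, with the order of probe sets kept, is argued against. The array's median rank correlation with the other arrays from 14 h to 30 h was 0.918, the lowest, against 0.930 to 0.945. The same holds for a scale by intensity alone, if it kept that order. No biological explanation was tested.

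Several gene lists differed between 24 h and 12 h in camera and in fry, and none of these differences held in camera with an estimated correlation, where the lowest adjusted p was 0.134. The Table S3 lists among them were partly chosen on these arrays. The median log2 change from 12 h to 24 h was 1.49 for cytokinesis genes, 0.84 for microtubule regulation, 0.58 for mitosis and 0.60 for all G2-M genes. It was 0.45 for cell cycle regulation, 0.34 for signal transduction, 0.26 for the known cell cycle genes and 0.26 for the genes added from the mouse data. It was 0.53 for cholesterol synthesis, 0.30 for p53 targets and 0.26 for glycolysis and hypoxia genes. It was -0.24 for ribosome biogenesis, -0.11 for extracellular matrix and -0.36 for markers of macrophages and leukocytes.

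Most measured immediate early genes, cytokines and chemokines, and glycolysis and hypoxia genes were higher than at 0 h at the times given here. The paper mentions a wound-healing response to serum but its text gives no values of these lists. The 1 h and 2 h points are single arrays, assumed to vary as the duplicated groups do. Of 38 immediate early genes, 34 were higher at 1 h (37 adjusted over the list alone). Of 23 cytokines and chemokines, 19 were higher at 2 h, 17 at 12 h, 15 at 18 h and 17 at 24 h (20, 20, 17 and 17 adjusted over the list alone). Of 17 glycolysis and hypoxia genes, 11 were higher at 18 h and 11 at 24 h (11 and 13 adjusted over the list alone), and 7 at 18 h without the first 18 h array or with no minimum intensity. With only the groups compared in the fit, 11 cytokines and chemokines were higher at 24 h and 7 glycolysis and hypoxia genes at 18 h. With an estimated correlation, the immediate early genes had adjusted p = 0.0211 at 1 h, the cytokines and chemokines adjusted p = 0.0574 at 2 h and adjusted p = 0.162 at 12, 18 and 24 h, and the glycolysis and hypoxia genes adjusted p = 0.192 at 18 h and adjusted p = 0.165 at 24 h.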

How the results depend on the processing

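Naming probe sets from the platform annotation only, the fits to only the groups compared for 1 h and 8 h, all alternatives without the 26 h array, all alternatives at 2 h, the phases of processes under other settings and the gene list counts with 1 array left out were chosen after the data were seen. Of 308 summary values under alternatives, 270 kept their direction and side of the threshold or a count within 1.5 times, and 38 moved further. Shares of random pairs were judged by their binomial interval instead. A reversal could be recorded only for the phase agreement and the difference in rise times, and neither reversed. Counts of changed genes moved with the threshold and with single arrays, and the cause was not tested beyond these constructions.

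Against 0 h, 3084 genes changed at 12 h, 3064 at 18 h, 2670 at 24 h, 4284 in unsynchronized cells, 193 at 1 h and 2929 at 8 h. From 12 h to 24 h 359 changed, between unsynchronized cells and 24 h 455, and over 0 to 30 h 4386 varied. With a change of at least 2-fold also required, the counts were 851 at 12 h, 948 at 18 h, 838 at 24 h, 1346 in unsynchronized cells, 1155 at 8 h, 168 from 12 h to 24 h, 137 between unsynchronized cells and 24 h, 2872 varying and 262 orthologues. With only the groups compared in the fit, which leaves fewer degrees of freedom, they were 1845 at 12 h, 1985 at 18 h, 1468 at 24 h, 62 at 1 h and 818 at 8 h.

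With each duplicated array left out in turn, a lone array being assumed to vary like the other groups, the count was 1600 to 3691 at 12 h (lowest without the second 12 h array), 1825 to 3507 at 18 h (1825 and 1896 without either 18 h array) and 1599 to 3337 at 24 h (lowest without the first 24 h array). It was 136 to 564 from 12 h to 24 h (136 and 170 without a 12 h array, 139 and 221 without a 24 h array, 564 without either 0 h array). It was 97 to 795 between unsynchronized cells and 24 h (97 and 121 without an unsynchronized array, 132 and 128 without a 24 h array, 795 without either 0 h array), and 143 to 523 at 1 h (highest without the second 0 h array). The orthologues higher at 18 h or 24 h ranged from 358 to 390 and the difference in rise times from 2.12 h to 2.98 h.

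The network had 89631 edges, 176632 at a threshold of 0.85, 51241 at 0.90 and 161196 over 0 to 24 h. Mouse-added genes in S/G2-M clusters numbered 10, and 6 at an inflation of 3.0. Among pairs of randomly drawn probe sets, 0.0124% reached the threshold as measured, 0.0083% with log2 values and 0.0230% over 0 to 24 h. With permuted values 1 of 1999000 pairs did. camera called 98 list tests, and with an estimated correlation 1, that of immediate early genes at 1 h (adjusted p = 0.0211).

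At 12 h, 1899 genes were higher and 1185 lower, 1511 and 1580 after centring on the array median, and 1618 and 1518 after renewed quantile normalization. From 12 h to 24 h 190 were higher and 169 lower, and 224 and 130 after quantile normalization. The replicate numbers were not treated as pairs, since 2 of 10 pairs of groups had a correlation of deviations over 0.1 (range -0.223 to 0.174). This check cannot show whether a number marks a shared culture or day. With the replicate block the counts were 2937, 2885 and 2513 at 12, 18 and 24 h and 390 orthologues, and no block was run for 1 h and 8 h, which are single arrays. The 2 deposited tables are identical, so exchanging them gave no other value. Of 13180 values of named genes, 12592 kept their call, 498 lost and 70 gained it. A further 20 changed sign without passing the test in either setting, and none changed sign where it passed in either.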

Differences from the paper's values

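The alternatives without the 26 h array and with names from the platform annotation alone were chosen after the data were seen.

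The paper states that 22 cell cycle genes co-clustered with the S/G2-M genes in MEF. Here 20 of them were measured in the tests, 17 entered the network and 10 lay in S/G2-M clusters. None of the 10 alternatives set before the data were examined came within 1.5 times of the paper's value. The closest was 14, with a threshold of 0.85 and an inflation of 1.7, and the lowest was 6, with an inflation of 3.0. Without the 26 h array, chosen after the values were seen, the number was 12. Nup50 fell in a cluster highest at 8 h. Anapc15, Cchcr1, Cep162, Ctc1, Poc1b and Rif1 fell in clusters of fewer than 10 probe sets. Those were left out at any time of peak by the size limit set here. Ccsap, Crlf3, Pif1, Stag2 and Tmprss11b did not enter the network, for lack of a partner at the threshold, of the minimum intensity or of a named probe set.

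The paper's Table S3 assigns 58.82% of the orthologues with a phase in MEF to S, and here 26.4% of 535 were assigned to S. The paper's text does not say how the correlations with the 4 genes were combined. Of the 24 alternatives set before the data were examined, the highest single correlation with any of the 4 genes gave 42.6%, within 1.5 times of the paper's value. The others did not and ranged from 21.5%, without the second 12 h array, to 37.8%, without the 4 h array. Of 534 orthologues with a phase in both, 333 (62.4%) had the phase that Table S3 gives for MEF. The paper's share of orthologues with the same phase in both species is 71.95% in Table S3, and 76.03% over the orthologues measured here. The 60.6% found here is within 1.5 times of 71.95%. So are the 71.2% with the highest single correlation, the closest, and the 54.4% with names from the platform annotation alone, which leaves out Ccnb1. Some agreement arises by chance, so this margin is a weak check. Cohen's kappa, which allows for chance, was 0.249, 0.433 and 0.145 for these 3 shares. The numbers of nodes and edges here, 6036 and 89631, were also within 1.5 times of about 6000 and about 100000 in Supplementary Figure S3.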

Other observations

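The unsynchronized comparisons of gene lists, the list counts with 1 array left out and the fits to only the groups compared at 1, 2 and 8 h were chosen after the data were seen.

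The 1, 2 and 8 h points are single arrays, so their standard errors and p-values take the spread from the duplicated groups, and with only the groups compared in the fit the genes changed fell in number from 193 to 62 at 1 h and from 2929 to 818 at 8 h. At 1 h after serum refeeding, Fosb had a log2 change of 7.44 (standard error 0.24, adjusted p = 8.9e-08 from limma), and Arc, Egr3 and Atf3 one of 4.90, 4.75 and 4.10 (adjusted p = 8.2e-07, 5.3e-06 and 3.5e-06 from limma). The immediate early genes had a median of 2.04 (camera, adjusted p = 1.04e-88, and adjusted p = 0.0211 with an estimated correlation). By 12 h Fos had fallen below its 0 h level, with a log2 change of -2.47 (standard error 0.25, adjusted p = 7.5e-05 from limma). At 2 h the growth factor genes Hbegf and Ereg changed by 4.44 and 4.25 (adjusted p = 5.5e-07 and 9.2e-07 from limma), and the cytokine and chemokine list had a median of 1.69 (adjusted p = 0.0574 with an estimated correlation). Targets of SRF, MRTF and YAP, which respond to actin and cell tension, were higher at 2 h in 9 of 21 (12 adjusted over the list alone, adjusted p = 0.162 with an estimated correlation), and in 4 with only the groups compared. Of 13 circadian clock genes 5 were higher at 2 h (5 adjusted over the list alone, adjusted p = 0.282 with an estimated correlation), and 1 with only the groups compared. At 8 h the protease inhibitor gene Serpinb2 changed by 7.53 and the stem cell receptor gene Lgr5 by -5.78 (adjusted p = 2e-06 and 2.5e-06 from limma). Intensities below 20 enter these changes for Fosb (11.4), Egr3 (18.5) and Serpinb2 (6.51) at 0 h, Fos at 12 h (12.7) and Lgr5 at 8 h (13.7), so their size depends on a dim value.

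Of 38 genes of ribosome biogenesis 34 were higher at 8 h (35 adjusted over the list alone), with a median of 0.91 (camera, adjusted p = 2.96e-13, and adjusted p = 0.162 with an estimated correlation). Heatr1 changed by 1.75 and Dkc1 by 1.43 (adjusted p = 0.00012 and 0.00041 from limma). Of 29 translation factors and tRNA synthetases 12 were higher and 1 was lower at 8 h (14 higher adjusted over the list alone, adjusted p = 0.28 with an estimated correlation). With only the groups compared in the fit of this single array, 12 of the ribosome biogenesis genes and 1 of the translation list were higher. Of 18 cytosolic ribosomal proteins 1 was higher (1 adjusted over the list alone), with a median of -0.11 (camera, adjusted p = 0.448). G1 regulators were higher at 12 h in 8 of 14 (8 adjusted over the list alone, adjusted p = 0.162 with an estimated correlation). In the glycolysis and hypoxia list, Hk2 and Pfkl changed by 1.44 and 1.26 at 24 h (adjusted p = 0.0011 and 0.00059 from limma), and the list had a median of 0.89 (adjusted p = 0.165 with an estimated correlation).

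Of 23 extracellular matrix genes 13 were lower at 18 h (15 adjusted over the list alone) and 15 at 24 h (16 adjusted over the list alone, 9 without the first 24 h array), with adjusted p = 0.162 with an estimated correlation at both. Elastin (Eln) changed by -2.62 and Ogn by -2.58 at 24 h (adjusted p = 0.00074 and 5.9e-06 from limma). Interferon-stimulated genes had a median of -1.32 at 4 h, -0.92 at 6 h and -0.88 at 8 h in single arrays, and were lower at 24 h in 13 of 17 with a median of -1.23 (15 adjusted over the list alone, adjusted p = 0.192 with an estimated correlation), and Ifit1 changed by -3.03 (adjusted p = 0.00066 from limma). At the same time 6 of 11 markers of macrophages and leukocytes were lower and 1 was higher (6 and 1 adjusted over the list alone, 3 lower without either 24 h array, adjusted p = 0.188 with an estimated correlation). Of 17 p53 targets 8 were lower at 12 h (8 adjusted over the list alone, adjusted p = 0.162 with an estimated correlation), among them Sesn2, with a log2 change of -1.31 (adjusted p = 9.1e-05 from limma). Cdkn1c, an inhibitor of cyclin-dependent kinases in the FoxO and quiescence list, changed by -2.73 at 24 h (adjusted p = 2e-05 from limma). In that list 5 of 25 were lower and 2 higher at 12 h (5 and 2 adjusted over the list alone, 10 lower without the first 0 h array, 4 higher without the second, adjusted p = 0.395 with an estimated correlation). Of 20 lysosome and autophagy genes 6 were lower at 18 h (4 adjusted over the list alone, adjusted p = 0.275 with an estimated correlation), and 2 without the first 0 h array, 1 without either 18 h array and 1 with only the groups compared in the fit.

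Of 20 genes of cholesterol synthesis 13 were lower at 12 h (17 adjusted over the list alone, adjusted p = 0.23 with an estimated correlation), 1 without the second 12 h array, 8 without the first 0 h array and 5 with only the groups compared in the fit. At 24 h 2 were higher and 1 was lower (2 and 1 adjusted over the list alone; from 1 to 3 and from 0 to 1 with 1 array left out). The list's median was -1.01 in the single array at 6 h and 0.29 in that at 30 h. A network cluster of 28 probe sets with Nsdhl, Scd1 and Acat2 had its lowest mean intensity, 219.9, at 6 h and its highest, 631, at 30 h. Of 11 heat shock genes 4 were higher at 24 h (4 adjusted over the list alone, adjusted p = 0.259 with an estimated correlation), and 1 without the first 24 h array and 2 without the first 0 h array, Hsph1 with a log2 change of 1.75 (adjusted p = 0.00015 from limma). In the stress response of unfolded proteins and amino acids 1 of 20 was higher and 6 were lower at 24 h (2 and 6 adjusted over the list alone; camera, adjusted p = 0.051). Of 5 adipocyte and cartilage markers 2 were lower at 24 h (2 adjusted over the list alone; camera, adjusted p = 0.0971), and 1 without the first 24 h array or without the second 0 h array.

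Among the Table S3 groups at 24 h, 299 of 392 known cell cycle genes and 62 of 143 putative ones were higher (323 and 70 adjusted over the list alone, adjusted p = 0.162 and adjusted p = 0.192 with an estimated correlation). These groups were partly chosen on these arrays and are not independent evidence. By process, 51 of 63 genes of cell cycle regulation were higher at 24 h, 19 of 23 of microtubule regulation, 54 of 78 of DNA damage, 16 of 24 of the centrosome, 12 of 16 of cell cycle chromatin, 10 of 20 of other chromatin, 9 of 20 of transport, 6 of 17 of RNA processing, 6 of 13 of signal transduction, 4 of 10 of transcription regulation and 3 of 15 of protein modification. Adjusted over the list alone these were 55, 22, 56, 19, 15, 12, 11, 8, 6, 5 and 3. With an estimated correlation these lists had adjusted p = 0.162 to 0.275. Without the first 24 h array 33 of the DNA damage genes were higher, 6 of the centrosome genes and 6 of the other chromatin genes, and without the second 0 h array 5 of the protein modification genes. With only the groups compared in the fit 6 of the centrosome genes and 2 of the RNA processing genes were higher. Of 28 genes without a described function 12 were higher (13 adjusted over the list alone, adjusted p = 0.275 with an estimated correlation). Among orthologues of uncharacterised genes that the paper names, Hrob (C17orf53) changed by 1.85, Nemp1 by 1.67 and Zfp367 (ZNF367) by 1.11 at 24 h (adjusted p = 0.00014, 1e-04 and 0.0027 from limma). Ubr7 had a log2 change of 0.23 (adjusted p = 0.29 from limma). No orthologue of DEPDC1B, FAM72B, RIBC2, RPL39L or CCDC150 was measured here. Those of CCDC77, GSTCD, C3orf14 and C18orf54 were measured, and their values are not given here. Hrob and Nemp1 lay below an intensity of 20 at 0 h, at 12.1 and 18.0.

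In unsynchronized cells against 0 h, 226 of 296 S genes and 186 of 239 G2-M genes were higher, and 3 and 5 were lower (from 2 to 8 and from 3 to 10 with 1 array left out). Ribosome biogenesis was higher in 32 of 38 genes, and extracellular matrix was lower in 17 of 23. In the same comparison 7 of 11 markers of macrophages and leukocytes and 3 of 5 of adipocytes and cartilage were lower, with medians of -0.83 and -0.52. The angiotensin receptor gene Agtr2 changed by -4.79 and Ankrd1, a target of YAP, by 3.14 (adjusted p = 1.2e-07 and 6.2e-06 from limma), Agtr2 to an intensity of 9.99, below 20.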
